# Transcriptional activation of auxin biosynthesis drives developmental reprogramming of differentiated cells

**DOI:** 10.1093/plcell/koac218

**Published:** 2022-08-04

**Authors:** Yuki Sakamoto, Ayako Kawamura, Takamasa Suzuki, Shoji Segami, Masayoshi Maeshima, Stefanie Polyn, Lieven De Veylder, Keiko Sugimoto

## Abstract

Plant cells exhibit remarkable plasticity of their differentiation states, enabling regeneration of whole plants from differentiated somatic cells. How they revert cell fate and express pluripotency, however, remains unclear. In this study, we demonstrate that transcriptional activation of auxin biosynthesis is crucial for reprogramming differentiated Arabidopsis (*Arabidopsis thaliana*) leaf cells. Our data show that interfering with the activity of histone acetyltransferases dramatically reduces callus formation from leaf mesophyll protoplasts. Histone acetylation permits transcriptional activation of *PLETHORA*s, leading to the induction of their downstream *YUCCA1* gene encoding an enzyme for auxin biosynthesis. Auxin biosynthesis is in turn required to accomplish initial cell division through the activation of G2/M phase genes mediated by MYB DOMAIN PROTEIN 3-RELATED (MYB3Rs). We further show that the AUXIN RESPONSE FACTOR 7 (ARF7)/ARF19 and INDOLE-3-ACETIC ACID INDUCIBLE 3 (IAA3)/IAA18-mediated auxin signaling pathway is responsible for cell cycle reactivation by transcriptionally upregulating *MYB3R4*. These findings provide a mechanistic model of how differentiated plant cells revert their fate and reinitiate the cell cycle to become pluripotent.

## Introduction

Tight coordination of cell proliferation and differentiation is central to optimizing plant organ development. Typically, during a normal developmental program, meristematic cells continue to proliferate until they start to differentiate, and once differentiated, the somatic cells usually remain mitotically inactive (Beemster et al., 2005; Dello Ioio et al., 2008; Andriankaja et al., 2012). Such a relationship between mitosis and cellular differentiation status should also be critical during developmental reprogramming through which plant somatic cells convert their fates and regenerate new tissues or organs. Previous studies indeed suggest that reactivation of somatic cell division contributes to cell fate conversion and acquisition of pluripotency, presumably by helping cells to dilute existing identity and activate a new developmental program (Christianson and Warnick, 1983; Zhang et al., 2017; Ikeuchi et al., 2019). Uncovering how differentiated cells reinitiate cell division is, therefore, crucial to understand how somatic cells initiate reprogramming.

Mesophyll cells in mature leaves have fully developed organelles such as chloroplasts, and they usually do not divide in intact plant tissues. When they are isolated by cell wall digestion as single cells called protoplasts and cultivated under phytohormone-containing conditions, however, they reinitiate the cell cycle, grow into an unorganized cell mass called callus, and even regenerate whole plants (Takebe et al., 1971). It has thus been clearly demonstrated that differentiated leaf cells can change their fate and take on a meristematic, pluripotent state. Previous studies have described the cytological and physiological properties of protoplasts during cell cycle reinitiation in several plant species, including tobacco (*Nicotiana tabacum*) and Arabidopsis (*Arabidopsis thaliana*). Protoplasts, for instance, undergo cell wall reconstruction (Kao et al., 1970; Schilde-Rentschler, 1977) and changes in the structure and subcellular localization of organelles (Thomas and Rose, 1983; Sheahan et al., 2007). At the physiological level, cell cycle reinitiation is known to occur with the neutralization of reactive oxygen species) (De Marco and Roubelakis-Angelakis, 1996; Tiew et al., 2015) and phytohormone production (Pasternak et al., 2002). Additionally, several studies have demonstrated that freshly isolated protoplasts possess a more open chromatin state compared to intact leaf cells, possibly caused by drastic changes in epigenetic modifications (Zhao et al., 2001; Williams et al., 2003). Consistent with this, Chupeau et al. (2013) reported that Arabidopsis protoplasts undergo dynamic transcriptomic reprogramming during early phases of incubation. Despite these reported findings, the molecular mechanisms that drive cell cycle reinitiation from differentiated cells remain obscure, partly due to a lack of experimental systems to quantitatively assess this cellular process. To overcome this problem, we improved the culture system for Arabidopsis leaf mesophyll protoplasts and then performed quantitative genetic, physiological, and cell biological analyses. Using these approaches, we demonstrate that transcriptional activation of auxin biosynthesis is essential to promote cell cycle reactivation in differentiated cells.

## Results

### Arabidopsis leaf mesophyll protoplasts reprogram and regenerate shoots in vitro

We first established a new experimental pipeline to reproducibly induce callus formation from Arabidopsis leaf protoplasts (Figure 1A). Protoplasts with high viability (98.66 ± 0.19%) were isolated from mature rosette leaves, embedded into sodium alginate gels, and cultured in protoplast callus induction medium (PCIM) supplemented with 2,4-dichlorophenoxyacetic acid (2,4-D) and thidiazuron (TDZ) as auxin and cytokinin, respectively (Figure 1A; Supplemental Figure S1A; Supplemental Table S1). After a 14-day incubation, around 2% of the total embedded protoplasts developed into callus, enabling quantitative evaluation of this phenotype (Supplemental Figure S1B). When these protoplast-derived calli were transferred to callus growth medium (CGM) and subsequently to shoot induction medium (SIM), they continued to proliferate and regenerate shoots (Figure 1B), indicating that these protoplasts acquire competence to form shoot meristems.

**Figure 1:**
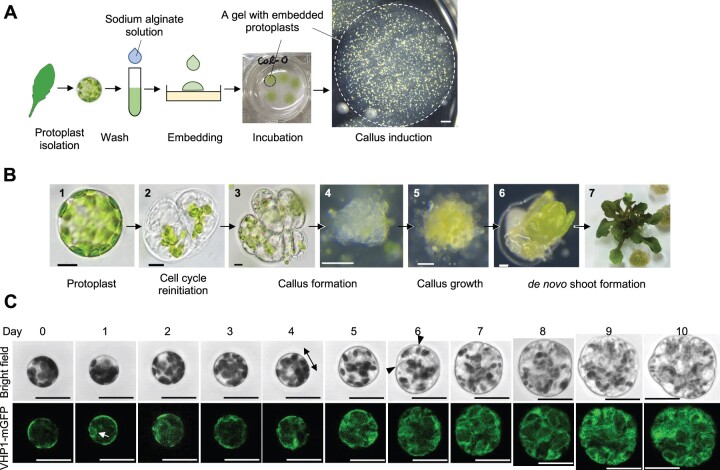
Leaf mesophyll protoplasts reprogram into a pluripotent state and regenerate shoots in vitro. A, Diagram showing the key steps for protoplast isolation and callus induction. The circles with dashed lines indicate a sodium alginate gel that contains protoplasts. B, Light microscopy images of a freshly isolated leaf mesophyll protoplast (1), a protoplast that has undergone the first cell division (2), callus formed from a protoplast (3–5), and new shoots formed from protoplast-derived callus (6 and 7). C, Time-lapse confocal microscopy images of a leaf mesophyll protoplast undergoing cellular reprograming from Days 0 to 10. Vacuolar morphology is visualized by VHP1-mGFP. The double-headed arrow indicates the direction of cell elongation and arrowheads mark the plane of initial cell division. The white arrow highlights the initial appearance of vacuolar strand-like structures. Scale bars are 10 μm (1–3 in A), 100 μm (4–6 in A), 1 mm (B), and 30 μm (C).

To uncover the cellular basis for developmental reprogramming, we first determined the original identity of dividing protoplasts. The *pCAB3:H2A-eGFP* reporter, which drives nuclear accumulation of HISTONE 2A-6 (H2A) fused with enhanced green fluorescent protein (eGFP) under the control of a promoter sequence of a mesophyll cell-specific gene *CHLOROPHYLL A/B BINDING PROTEIN 3* (*CAB3*) (Susek et al., 1993), was expressed in most freshly isolated protoplasts (Supplemental Figure S1C). Using a time-lapse live imaging system that tracks reprogramming of individual protoplasts over time (Supplemental Figure S1D), we confirmed that 98.78% (162 out of 164) of protoplasts that underwent cell division displayed mesophyll cell-like characteristics at Day 0 based on H2A-eGFP expression and/or the appearance and density of chloroplasts (Pandey et al., 2002) (Supplemental Figure S1, E–G). The two remaining H2A-eGFP-negative protoplasts also contained chloroplasts, but they resembled guard cells based on their lower chloroplast density than that in mesophyll cells (Pandey et al., 2002) (Supplemental Figure S1H). These observations establish that most protoplasts in our experimental setup initially have mesophyll cell identities.

Closer examination of early morphological changes via time-lapse imaging revealed that protoplasts underwent their first cell division after Day 4 and, consistent with Chupeau et al. (2013), many divided at Day 6 or 7 (Figure 1C; Supplemental Figure S1I). As described previously (Kao et al., 1970; Schilde-Rentschler, 1977), most of them elongated for 1–3 days before initial cell division (Supplemental Figure S1, J and 1K). We have previously shown that vacuolar morphology, visualized by monomeric GFP (mGFP)-tagged VACUOLAR H^+^-PYROPHOSPHATASE 1 (VHP1), changes dynamically as cells transit from proliferative to differentiated phases (Segami et al., 2014). Time-lapse imaging of protoplasts carrying *pVHP1:VHP1-mGFP* showed that freshly isolated protoplasts had a single large vacuole occupying most of the cell volume (Sheahan et al., 2007) (Day 0 in Figure 1C). Strand-like structures, however, started to appear inside the vacuole either before or when the cells started elongating, and vacuoles underwent extensive compartmentalization as cells progressed through successive divisions (Figure 1C).

In parallel with the reactivation of cell proliferation, cellular dedifferentiation, that is the loss of existing traits, is another important aspect of developmental reprogramming. It was previously reported that during in vitro transdifferentiation of mesophyll cells into xylem cells, the expression levels of genes that characterize mesophyll cells, for example, photosynthetic genes such as *CAB3* and *RIBULOSE BISPHOSPHATE CARBOXYLASE SMALL CHAIN 1A*, are immediately decreased, reflecting the loss of mesophyll identity (Kondo et al., 2015). To investigate when protoplasts start to dedifferentiate, we examined the expression of genes involved in chloroplast functions in mature leaves and protoplasts at early incubation steps by RNA sequencing (Supplemental Figure S2; Supplemental Data Set 1). Since leaf samples contained other cell types such as epidermis and vascular cells that do not contain chloroplasts, we cannot make quantitative assessments between these datasets. It was, however, clear that many genes encoding photosynthetic components, including subunits of light-harvesting complexes, were downregulated during protoplast isolation and/or following several days of incubation. In contrast, genes involved in chloroplast fission, the step important for chloroplast inheritance during cell division, were upregulated within 2 days of incubation, implying that protoplasts initiated transcription to prepare for cell cycle reinitiation by this time. Importantly, many chloroplast-related genes that become downregulated in cultured protoplasts are known to be significantly upregulated as cells transit from proliferative to differentiated phases in growing Arabidopsis leaves (Andriankaja et al., 2012) (Supplemental Figure S2), implying that the changes in expression of these genes in protoplasts reflect initiation of cellular dedifferentiation. These results thus suggest that cellular dedifferentiation starts as early as during protoplast isolation and the early steps of culture, prior to initial cell division.

We also observed protoplasts that elongated or expanded isotropically without cell division (Supplemental Figure S3, A and B). These protoplasts formed strand-like structures of vacuoles similar to those in dividing protoplasts, but they did not undergo or maintain similar levels of compartmentalization (Supplemental Figure S3, C–E), suggesting that the sustained vacuolar compartmentalization marks protoplasts reprogrammed to divide. In addition, other protoplasts shrank or showed no apparent changes in size or shape (Supplemental Figure S3, A and B). A previous study reported that cell wall regeneration occurs within 2 days after protoplast isolation (Kuki et al., 2017). Consistent with this previous study, our RNA-seq data showed that many cell wall biosynthesis genes, including *CELLULOSE SYNTHASE*s and *CELLULOSE SYNTHASE-LIKE*s, were sharply upregulated by Day 2 (Supplemental Data Set 2). Since many protoplasts started to shrink by Day 2 (Supplemental Figure S3B), cell wall regeneration might be a key step for protoplasts to reacquire the mechanical strength at early steps and advance the subsequent reprogramming processes.

### Histone acetylation is required for cell cycle reinitiation in protoplasts

To elucidate the molecular mechanisms of developmental reprogramming, we next focused on the epigenetic modifications that protoplasts undergo during the reprogramming process. Williams et al. (2003) reported that levels of histone acetylation, which is thought to promote gene expression (Shahbazian and Grunstein, 2007), increase in freshly isolated protoplasts compared to those in intact leaves. This suggests that histone acetylation ushers in transcriptional changes in protoplasts during early stages of culture, thus driving developmental reprogramming. Given that GCN5-related N-terminal acetyltransferases (GNAT)/MOZ, Ybf2, Sas2 and Tip60 (MYST) family histone acetyltransferases (HATs) regulate the expression of key genes in several regeneration contexts, such as during wound-induced callus formation and in vitro shoot regeneration from explants (Kim et al., 2018; Rymen et al., 2019), we first tested whether an inhibitor of this family of HATs, MB-3, interferes with protoplast reprograming. As shown in Figure 2, A and B, application of MB-3 to wild-type (WT) protoplasts strongly reduced callus formation efficiency at Day 14, with protoplasts largely failing to reinitiate cell division. Applying MB-3 at later time points caused similar defects in callus formation (Supplemental Figure S4A), suggesting that histone acetylation is also required for successive cell divisions. Additionally, an inhibitor of CBP-family HATs, C646, strongly reduced callus formation, whereas garcinol, an inhibitor for p300 and PCAF HATs in humans, had a much milder effect (Supplemental Figure S4B). Although the target specificity of these inhibitors is not well worked out in plants, these data imply that multiple HATs from different subfamilies contribute to protoplast reprogramming. Consistently, we found that among 12 HATs in Arabidopsis, HAT OF THE GNAT/MYST SUPERFAMILY 1 (HAG1), HAG3, and HISTONE ACETYLATION OF THE TAFII250 FAMILY 1 (HAF1) are the key HATs involved in protoplast reprogramming since their single mutants were severely impaired in callus formation (Figure 2A; Supplemental Figure S4, C–E). Interestingly, we did not see any clear association between these single HAT mutant phenotypes and the expression patterns of HAT genes in the control culture condition (Figure 2A; Supplemental Figure S4, C and D and Supplemental Data Set 3). It is thus likely that these HAT activities are regulated at levels other than the transcriptional level.

**Figure 2:**
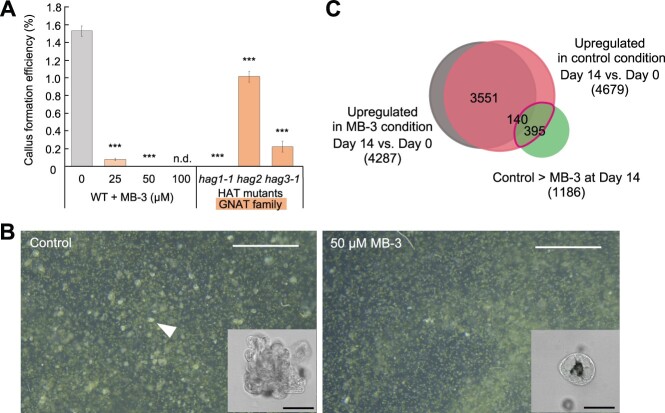
Histone acetylation is required to reinitiate cell division in leaf mesophyll protoplasts. A, Callus formation efficiency of MB3-treated WT, *hag1-1*, *hag2* and *hag3-1* protoplasts at Day 14. Four microliters of DMSO with or without MB-3 were added to PCIM at the indicated final concentration at the beginning of culture (Day 0). Data are represented as mean ± standard error of the mean (sem). *n* = 40 from eight biological replicates for the WT control, 15 from three biological replicates for *hag1-1* and *hag2*, and 20 from four biological replicates for all others. ***P < 0.001 (two-tailed Welch’s *t* test compared to WT control). n.d. not determined. B, Bright field images of WT protoplasts incubated in control (left) and 50-μM MB-3 condition (right) for 14 days. The white arrowhead indicates a single callus. The bottom right insets show confocal microscopy images of callus cells (left) and an undivided protoplast (right). C, A Venn diagram of genes significantly upregulated in control and 50-μM MB-3 conditions. Numbers in brackets show total numbers of genes included in each group. The lower-right circle indicates 1186 genes that show significantly higher expression in the control compared to the MB-3 condition at Day 14. The outline highlights 535 (140 + 395) genes that show significantly stronger upregulation in the control compared to that in the MB-3 condition. Scale bars are 1 mm (B) and 50 μm (insets in B).

To investigate how histone acetylation regulates protoplast reprograming through transcriptional regulation, we examined gene expression via RNA-seq in protoplasts cultured with or without 50-μM MB-3. Considering that cell division occurred in only a small percent of protoplasts (Supplemental Figure S3A) and was not synchronized over time (Supplemental Figure S1, I and J), we harvested freshly isolated protoplasts as well as the protoplasts cultured for 14 days, when we expected that the majority of division-competent protoplasts would have undergone the first cell division, to maximize the number of detectable differentially expressed genes (DEGs). We detected more than 7,000 DEGs for both control and MB-3 conditions compared to the freshly isolated protoplasts (Figure 2C, Supplemental Figure S4F and Supplemental Data Set 4). Importantly, the number of downregulated genes was comparable between control and MB-3 conditions (Supplemental Figure S4F). In addition, the expression levels of key metabolic genes, for instance those encoding components of the tricarboxylic acid (TCA) cycle and respiratory chain, which are linked with cellular survival (Martínez-Reyes and Chandel, 2020), were generally similar in the control and MB-3 condition (Supplemental Data Set 5), implying that the cellular physiological status of MB3-treated protoplasts was not severely compromised. Consistently, fluorescein diacetate (FDA) staining showed the comparable viability of the protoplasts cultured in the two conditions (Supplemental Figure S4G), further supporting that MB-3 does not have general toxic effects on the protoplasts.

Since histone acetylation is associated with activation of transcription, we focused on the 535 genes that showed significantly stronger upregulation in the control condition compared to that in the MB-3 condition (Figure 2C; Supplemental Data Set 4). Gene ontology (GO) analysis of the 535 upregulated genes revealed strong fold enrichment of genes implicated in biosynthesis or metabolism of indole-containing compounds, especially tryptophan-derived ones such as indole glucosinolate and auxin indole-3-acetic acid (IAA) (Supplemental Data Set 6). More detailed examination of the expression patterns for a comprehensive set of genes implicated in tryptophan metabolism revealed that some IAA biosynthesis genes, including *YUCCA1 (YUC1)* and *CYTOCHROME P450* genes (*CYP*s), were expressed at higher levels in the control condition compared to that in the MB-3 condition (Figure 3A; Supplemental Data Set 7A). Although not statistically significant, we also observed upregulation of a greater number of other *YUC*s in the control condition, suggesting that IAA biosynthesis is repressed by MB-3 treatment. Consistently, reverse transcription–quantitative polymerase chain reaction **(**RT–qPCR) analysis on cultured *hag3-1* protoplasts showed a similar reduction of *YUC1* transcripts (Supplemental Figure S4H) than that in WT protoplasts, supporting the notion that HATs regulate the transcriptional activation of auxin biosynthesis in protoplast reprogramming.

**Figure 3:**
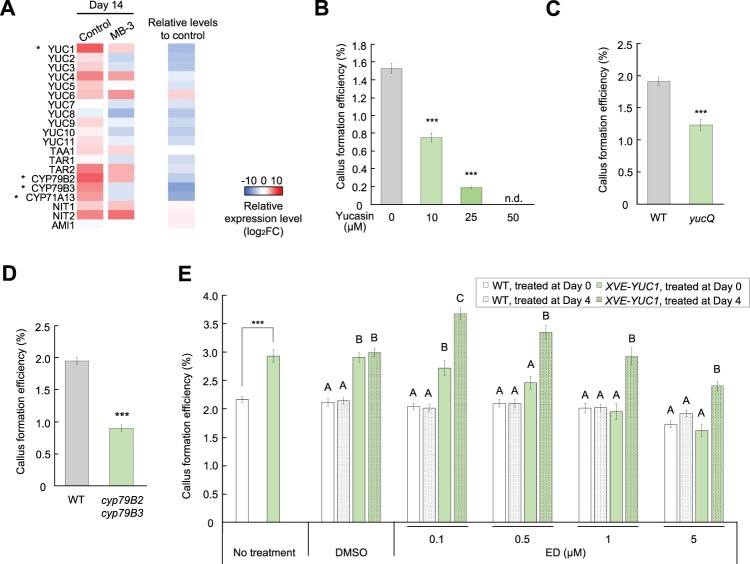
Auxin biosynthesis is required to reinitiate cell division in leaf mesophyll protoplasts. A, Heat map of the transcriptional changes for representative genes implicated in IAA biosynthesis. The left two columns show the expression levels in the control and MB-3 conditions at Day 14 as values normalized (log_2_FC) to Day 0. The “Relative levels to control” column shows the differential expression levels in the MB-3 condition compared to that in the control at Day 14 as relative values (log_2_FC). Asterisks mark the genes that are included from the 535 upregulated genes in Figure 2C. B, Callus formation efficiency of yucasin-treated WT protoplasts. Data are represented as mean ± sem. *n* = 30 from six biological replicates for the WT control and 15 from three biological replicates for the others. ^***^P < 0.001 (two-tailed Welch’s *t* test compared to WT control). n.d. not determined. C, Callus formation efficiency of WT and *yucQ* protoplasts. Data are represented as mean ± sem. *n* = 15 from three biological replicates. ^***^P < 0.001 (two-tailed Student’s *t* test compared to WT). D, Callus formation efficiency of WT and *cyp79B2 cyp79B3* protoplasts. Data are represented as mean ± sem. *n* = 15 from three biological replicates. ^***^P < 0.001 (two-tailed Student’s *t* test compared to WT). E, Callus formation efficiency of *XVE-YUC1* protoplasts. Four microliters of DMSO with or without ED was added to PCIM at the indicated final concentration at Days 0 or 4 of culture. Data are represented as mean ± sem. *n* = 15 from three biological replicates. For “No treatment”, ^***^P < 0.001 (two-tailed Welch’s *t* test compared to WT under the same treatment). For the others, different letters indicate significant differences based on one-way analysis of variance (ANOVA) with post hoc Tukey’s HSD test (*P* < 0.001) within each treatment group.

To test if IAA biosynthesis is required for cell cycle reinitiation, we examined whether blocking synthesis of this hormone impedes callus formation. As shown in Figure 3B and Supplemental Figure S5A, callus formation was strongly compromised in WT protoplasts treated with the IAA biosynthesis inhibitors yucasin and L-kynurenine (Kyn). Importantly, the inhibitory effect of yucasin was partially rescued by exogenous IAA application (Supplemental Figure S5B), suggesting that an optimum IAA level is required to induce reprogramming. We also examined if callus formation is affected in mutants compromised in IAA biosynthesis. As expected, multiple mutation of *YUC* genes using *yucQ* (*yuc3 yuc5 yuc7 yuc8 yuc9*) mutants (Chen et al., 2014) showed reduced callus formation efficiency (Figure 3C), although the single *yuc* mutants we tested did not show this phenotype (Supplemental Figure S5C). A similar reduction was also observed when using *CYP*s *family 79 subfamily B polypeptide 2* (*cyp79B2*) *cyp79B3* mutants (Figure 3D), which had been previously reported as showing reduced IAA biosynthesis activity (Zhao et al., 2002). Together, these data support the hypothesis that IAA biosynthesis promotes protoplast division.

Consistently, overexpression of *YUC1* in *LexA-VP16-estrogen receptor (XVE)-YUC1* protoplasts or application of low concentrations of IAA reproducibly increased callus formation efficiency (Figure 3E; Supplemental Figure S5, D and E), further substantiating the idea that the level of IAA is a key limiting factor for cell cycle reactivation. Interestingly, it seems that *YUC* expression within an appropriate dose range is needed to maximally promote cell cycle reinitiation. A low level of leaky *YUC1* expression under mock treatment or mild induction of the *YUC1* transgene by 0.1-μM β-estradiol (ED) in *XVE-YUC1* protoplasts was sufficient to increase callus formation efficiency compared to that in the WT, while strong overexpression of the *YUC1* transgene by 1- or 5-μM ED did not have this effect (Figure 3E; Supplemental Figure S5E). Furthermore, our data suggest that the timing of *YUC* expression is also important since induction of the *YUC1* transgene at Day 4 resulted in greater promotion of callus formation compared to induction at Day 0 (Figure 3E).

### Auxin biosynthesis promotes initial division of protoplasts by activating their auxin response

Our results so far suggest that IAA biosynthesis prior to the initial cell division promotes callus formation from mesophyll protoplasts. Indeed, our RNA-seq data showed that IAA biosynthesis genes started to be upregulated before initial cell division, and the high expression levels lasted until Day 14 (Figures 3, A and 4, A; Supplemental Data Set 7). We, therefore, hypothesized that IAA biosynthesis promotes initial cell division. Notably, yucasin inhibited callus formation more strongly when it was added by Day 4, that is before most cells reinitiate the cell cycle, than when it was added later on (Figure 4B). This indicates that endogenous IAA production is essential for initial cell division, although it is also required for successive divisions.

**Figure 4:**
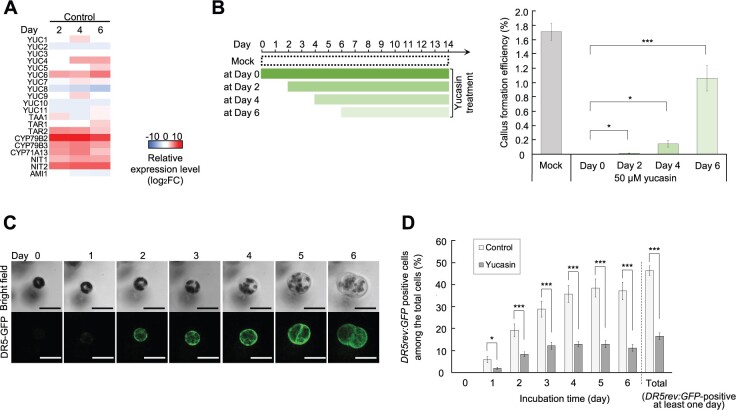
Early auxin biosynthesis is required to reinitiate cell division in leaf mesophyll protoplasts. A, Heat map of the transcriptional changes for representative IAA biosynthesis genes at Days 2, 4, and 6 in the control condition. Values (log_2_FC) are relative to Day 0. B, Callus formation efficiency of WT protoplasts treated with 50-μM yucasin at different time points. Left diagram shows the timing of yucasin treatment. Data are represented as mean ± sem. *n* = 15 from three biological replicates. ^*^P < 0.05, ^***^P < 0.001 (two-tailed Welch’s *t* test compared to yucasin treatment at Day 0). C, Time-lapse confocal microscopy images of a mesophyll protoplast that undergoes cell division at Day 5. Auxin response is visualized by *DR5rev:GFP* expression. D, Frequency of *DR5rev:GFP*-expressing (positive) protoplasts in the control or 50-μM yucasin condition among all tested *DR5rev:GFP* protoplasts. Error bars represent standard error. *n* = 9 region of interests (ROIs) containing 902 cells in total for control and 7 ROIs containing 730 cells in total for yucasin-treated protoplasts from 2 independent experiments. ^*^P < 0.05, ^***^P < 0.001 (two-tailed Welch’s *t* test). Scale bars are 30 μm (C).

To further investigate the role of IAA biosynthesis during early stages of protoplast reprogramming, we visualized the auxin response by time-lapse imaging of protoplasts carrying *DR5rev:GFP*, which expresses GFP via the auxin response element containing the *DR5* promoter (Ulmasov et al., 1997; Benková et al., 2003). In the control condition, we barely observed *DR5rev:GFP* expression in freshly isolated protoplasts, while many started to express detectable GFP signals from Days 2 to 4 (Figure 4, C and D), with nearly 50% of protoplasts showing *DR5rev:GFP* expression at least at one time point by Day 6. Importantly, we further found that IAA biosynthesis was required for activation of the auxin response, since yucasin treatment severely reduced the proportion of *DR5rev:GFP*-positive protoplasts (Figure 4D). We also note that *DR5rev:GFP*-positive cells in the control condition made up a large proportion of the protoplasts that divide, elongate or expand, whereas *DR5rev:GFP*-negative protoplasts in either the control or yucasin condition generally decreased in size (Supplemental Figure S6). These observations suggest that *DR5rev:GFP*-detectable auxin response promotes the early phases of developmental reprogramming, although that alone is not sufficient to complete the first cell division.

### Histone acetylation-mediated activation of PLTs is responsible for *YUC* upregulation

We next investigated how histone acetylation regulates YUC-mediated IAA biosynthesis. Given that *YUC* loci are not strongly acetylated in several regeneration contexts (Kim et al., 2018; Rymen et al., 2019), we searched for upstream transcriptional regulators that can be activated by histone acetylation. Among several transcriptional regulators that can induce *YUC* expression, we decided to focus on *PLETHORA*s (PLT3), PLT5, and PLT7, transcriptional activators of *YUC4* in wound-induced vascular regeneration (Radhakrishnan et al., 2020), since their loci are acetylated in the tissue culture condition (Kim et al., 2018) and the expression levels of their genes were sharply upregulated in cultured WT protoplasts compared to Day 0 (Figure 5A). We also found that the expression of *PLT3*, which was the most strongly upregulated *PLT*, was compromised by both MB-3 treatment and *hag3-1* mutation (Figure 5, A and B).

**Figure 5:**
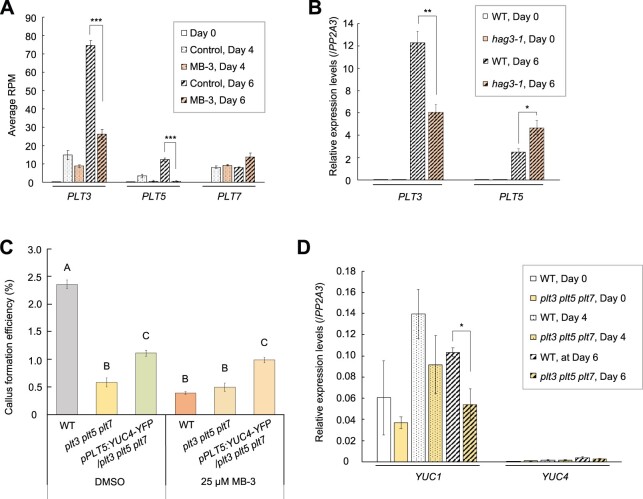
*PLT*s are upregulated by histone acetylation and transcriptionally activate auxin biosynthesis. A, Expression patterns of *PLT3*, *PLT5*, and *PLT7* at Days 0, 4, and 6 in the control and MB-3 conditions. RNA-seq data are represented as average reads per million (RPM) ± sem. *n* = 5 for Day 0 and *n* = 3 for Days 4 and 6. ^***^P < 0.001 (two-tailed Student’s *t* test). B, The expression levels of *PLT3* and *PLT5* in WT and *hag3-1* protoplasts cultured for 6 days. RT–qPCR data are represented as mean ± sem (*n* = 3). The expression levels are normalized to those of the internal control *PP2A3*. ^*^P < 0.05, ^**^P < 0.01 (two-tailed Student’s *t* test to WT). C, Callus formation efficiency of WT, *plt3 plt5 plt7*, and *pPLT5:YUC4-YFP/plt3 plt5 plt7* protoplasts. Half a microliter of DMSO with or without MB-3 was added to PCIM at the indicated final concentration at Day 0. Data are represented as mean ± sem. *n* = 10 from two biological replicates. Different letters indicate significant differences based on one-way ANOVA with post hoc Tukey’s HSD test (*P* < 0.001). D, Expression patterns of *YUC1* and *YUC4* at Days 0, 4, and 6 in WT and *plt3 plt5 plt7* protoplasts. RT–qPCR data are represented as mean ± sem (*n* = 3). The expression levels are normalized to those of the internal control *PP2A3*. ^*^P < 0.05 (two-tailed Student’s *t* test).

To explore the involvement of PLTs in protoplast reprogramming, we first examined whether PLTs are required for YUC-mediated callus formation. We observed that *plt3 plt5 plt7* mutants (Prasad et al., 2011) displayed reduced callus formation efficiency and, importantly, this impairment could be partially rescued by ectopic *YUC* expression driven by the *PLT5* promoter (Radhakrishnan et al., 2020) (Figure 5C). Consistently, RT–qPCR analysis showed that the upregulation of *YUC1* was less prominent in *plt3 plt5 plt7* protoplasts at Days 4 and 6 (Figure 5D), when *YUC1* expression was essential for the promotion of callus formation (Figure 3E). Unlike the case in vascular regeneration (Radhakrishnan et al., 2020), we did not detect significant alterations of *YUC4* expression by *plt* mutations (Figure 5D). We further observed that protoplasts isolated from *plt3 plt5 plt7* and *pPLT5:YUC4-YFP/plt3 plt5 plt7* plants were less sensitive to MB-3 treatment compared to WT protoplasts (Figure 5C). Notably, *pPLT5:YUC4-YFP/plt3 plt5 plt7* protoplasts showed better callus formation efficiency than *plt3 plt5 plt7* protoplasts even in the presence of MB-3 (Figure 5C), supporting the notion that PLT-YUC activation is the core downstream pathway regulated by histone acetylation. Collectively, these results suggest that PLTs are transcriptionally upregulated through histone acetylation and promote protoplast division by increasing *YUC* expression.

### Auxin biosynthesis is required to transcriptionally activate G2/M phase genes

To further reveal how auxin promotes resumption of the mitotic cell cycle, we compared expression patterns of core cell cycle regulators under control and yucasin conditions by RNA-seq (Figure 6A; Supplemental Data Set 8A). Previous studies have shown that freshly isolated leaf mesophyll protoplasts reside at the G1 phase and enter the S phase only upon phytohormone application (Zhao et al., 2001). Consistently, genes functioning during the G1 to S phase, including *D-type CYCLIN*s (*CYCD*s) and *MINICHROMOSOME MAINTENANCE 3* (*MCM3*), showed upregulation from Day 2 in the control condition. In agreement with our observation that the timing of initial cell division peaks around Day 6, genes functioning during the G2 to M phase, such as *B-type CYCLIN-DEPENDENT KINASE*s, *B-type CYCLIN*s, *CELL DIVISION CYCLE 20.1* (*CDC20.1*), and *CDC20.2*, were upregulated particularly at Days 4 and 6. Strikingly, in the 50-μM yucasin condition, the expression of G1/S genes was comparable to that in the control condition, while many *G2/M* genes were clearly suppressed (Figure 6A). This notion was further confirmed when a larger set of genes that show transcriptional activation in S phase or G2/M phase were examined (Kobayashi et al., 2015) (Supplemental Figure S7A; Supplemental Data Set 8, B and C), suggesting that auxin biosynthesis is required to transcriptionally activate the G2/M phase genes. We also observed similar transcriptional trends in the 50-μM MB-3 condition (Figure 6A; Supplemental Figure S7A), supporting our hypothesis that one of the key downstream pathways regulated by histone acetylation is the IAA biosynthesis-dependent G2/M progression. Intriguingly, yucasin or MB-3 treatment had little impact on the transcription of photosynthetic genes (Supplemental Data Set 1), suggesting that this aspect of cellular dedifferentiation is regulated by mechanisms independent from histone acetylation and IAA biosynthesis.

**Figure 6:**
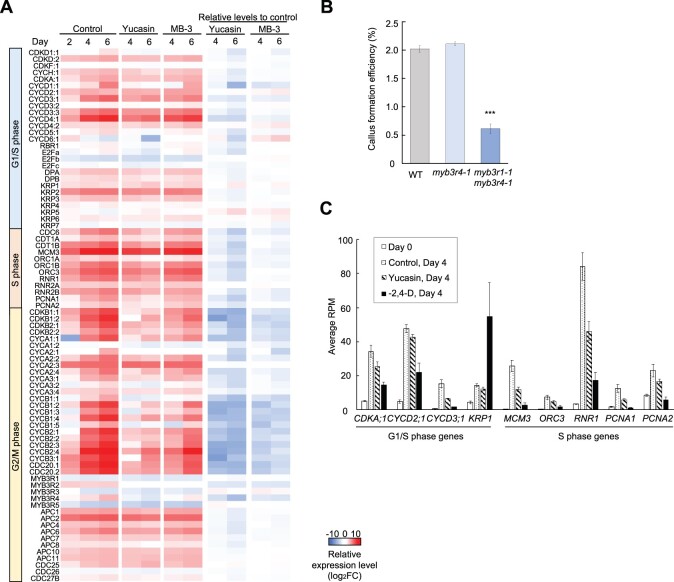
Auxin biosynthesis is required to transcriptionally activate the G2/M phase genes through MYB3R1 and MYB3R4. A, Heat map representing the transcriptional changes for genes encoding core cell cycle regulators at G1/S, S, and G2/M phases at Days 2, 4, and 6. The left three columns show expression levels in the control, 50-μM yucasin and 50-μM MB-3 conditions as values normalized (log_2_FC) to Day 0. The “Relative levels to control” columns show the normalized expression levels in the yucasin or MB-3 condition compared to the control condition for respective time points as relative values (log_2_FC). Gene sets were selected based on Kalve et al. (2014). B, Callus formation efficiency of WT, *myb3r4-1*, and *myb3r1-1 myb3r4-1* protoplasts. Data are represented as mean ± sem. *n* = 20 from four biological replicates for the WT and *myb3r1-1 myb3r4-1* and *n* = 15 from three biological replicates for *myb3r4-1*. ^***^P < 0.001 (two-tailed Student’s *t* test compared to WT). C, Examples of the G1/S phase-related genes that were differently expressed in the –2,4-D condition compared to that in the control and yucasin conditions at Day 4. RNA-seq data are represented as average RPM ± sem. *n* = 6 for Day 0 and the control condition at Day 4 and *n* = 3 for the yucasin and –2,4-D conditions at Day 4.

The identification of a number of G2/M genes transcriptionally targeted by auxin biosynthesis and histone acetylation suggests that some master regulators of these genes are involved in this regulation. Previous studies have shown that MYB3R4, together with MYB3R1, functions as a transcriptional activator of G2/M genes and their peak in activity at the G2/M phase is regulated at transcriptional and/or posttranslational levels (Haga et al., 2007; Haga et al., 2011; Kobayashi et al., 2015; Yang et al., 2021). Indeed, our RNA-seq data showed that the expression of *MYB3R4* was sharply upregulated from Days 2 to 6 in the control but not in either the yucasin or MB-3 condition (Figure 6A), implying that auxin biosynthesis and histone acetylation regulate cell cycle progression by transcriptionally upregulating *MYB3R4*. To test whether these activator MYB3Rs regulate cell cycle reentry in protoplasts, we isolated protoplasts from *myb3r4-1* or *myb3r1-1 myb3r4-1* mutants and tested their callus formation efficiencies. As shown in Figure 6B, *myb3r1-1 myb3r4-1* mutants, in which overall expression of *G2/M* genes are strongly repressed (Haga et al., 2007; Haga et al., 2011), had severely impaired callus formation efficiencies, indicating that these activator MYB3Rs are required for cell cycle reinitiation in protoplasts.

The discovery that auxin biosynthesis is critical for protoplast cell cycle reinitiation is surprising considering that PCIM contains exogenous auxin, 2,4-D, which is indispensable for initial cell division (Carle et al., 1998). Previous studies have indicated that exogenous auxin regulates the G1/S transition at both transcriptional and posttranslational levels in protoplasts (Carle et al., 1998; Pasternak et al., 2000), raising the possibility that exogenously supplied 2,4-D and endogenously produced IAA regulate different phases of the cell cycle to reinitiate cell division in protoplasts. To test this hypothesis, we compared the transcriptional activation of S phase and G2/M phase genes in control, yucasin and 2,4-D-omitted (–2,4-D) culture conditions. Our data show that many of the genes essential for S phase progression, such as *CYCD2;1*, *CYCD3;1*, and *MCM3*, were clearly suppressed in the –2,4-D condition compared to that in the control and yucasin conditions, whereas G2/M phase genes showed similar levels of hypo-activation in both the yucasin and –2,4-D conditions (Figure 6C, Supplemental Figure S7B and Supplemental Data Set 8, D and E). We also found that *KIP-RELATED PROTEIN 1*, which encodes an inhibitor for CDKA/CYCD complexes, was transcriptionally activated in the –2,4-D condition (Figure 6C), further suggesting repression of the G1/S transition. These results, therefore, suggest that exogenous 2,4-D and endogenous IAA may play distinct roles during the initial division of protoplasts, where they transcriptionally activate the S phase and G2/M phase progression, respectively.

### An ARF7/ARF19 and IAA3/IAA18-mediated auxin signaling pathway regulates cell cycle reinitiation in protoplasts

Having established the central roles of auxin in protoplast reprogramming, we next sought to investigate how auxin-derived information evokes cell division. One possibility is that auxin activates the ARF-mediated signaling pathways to induce downstream gene expression. As reported previously, auxin is also critical for other forms of cellular reprogramming in plants, including pluripotent callus formation from explants in tissue culture (Christianson and Warnick, 1983). In Arabidopsis, auxin promotes cell cycle reactivation in pericycle cells on callus induction medium (CIM), and this is mediated by ARF7, ARF19, IAA14, and LATERAL ORGAN BOUNDARIES DOMAINs (LBDs) (Iwase et al., 2011; Fan et al., 2012; Lee et al., 2017). Our RNA-seq data showed that many of these auxin signaling regulators were sharply upregulated before initial cell division of protoplasts (Supplemental Figure S8A and Supplemental Data Set 9A), implying that they also participate in cell cycle reinitiation from differentiated leaf cells. Additionally, we found that the expression of *ARF7* and *ARF19*, which encode activators of auxin signaling, was reduced by yucasin treatment and, in contrast, the expression of *IAA14*, which encodes a repressor, was increased (Figure 7A; Supplemental Data Set 9A), suggesting that these ARFs, IAA14, and LBDs are involved in the downstream signaling pathways of IAA biosynthesis-mediated protoplast division. A loss-of-function mutant for ARF7, *non-phototrophic hypocotyl 4-1* (*nph4-1*) (Okushima et al., 2005), indeed displays defects in the auxin response in mesophyll protoplasts (Wang et al., 2005) and, consistently, single or double mutants for *ARF7* and *ARF19* were impaired in callus formation from protoplasts (Figure 7B; Supplemental Figure S8B). Intriguingly, however, a gain-of-function mutant for *IAA14*, *solitary root-1* (*slr-1*) (Fukaki et al., 2002), and two loss-of-function mutants for *LBD*s, *pLBD16:LBD16-SRDX*, and *lbd16-1 lbd18-1 lbd33-1* (Goh et al., 2012b), made callus from protoplasts with a similar efficiency as the WT, despite displaying severe defects in callus formation from hypocotyl explants in tissue culture (Iwase et al., 2011) (Figure 7, B and C; Supplemental Figure S8C). These results indicate that reprogramming from differentiated leaf cells is regulated by distinct auxin signaling pathways.

**Figure 7:**
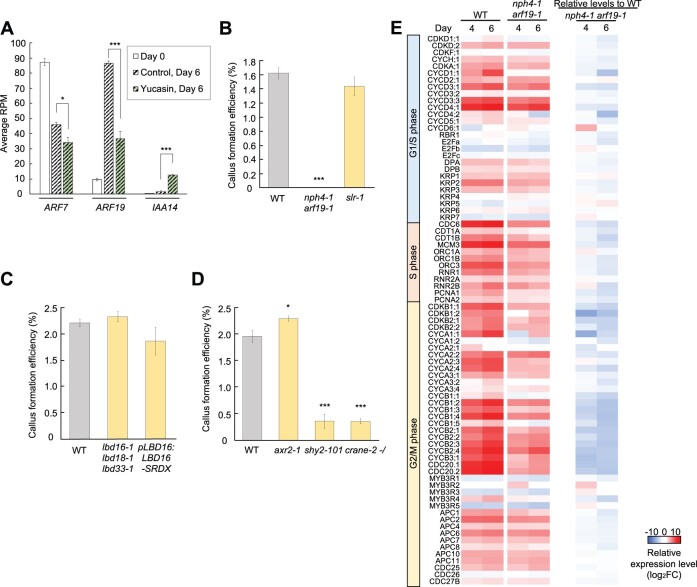
ARF7/ARF19 and IAA3/IAA18-mediated auxin signaling pathway drives cell cycle reinitiation in leaf mesophyll protoplasts. A, Expression patterns of *ARF7*, *ARF19*, and *IAA14* at Days 0 and 6 in the control and yucasin conditions. RNA-seq data are represented as average RPM ± sem. *n* = 5 for Day 0 and *n* = 3 for Days 4 and 6. ^*^P < 0.05, ^***^P < 0.001 (two-tailed Student’s *t* test). B, Callus formation efficiency of WT, *nph4-1 arf19-1*, and *slr-1* protoplasts. Data are represented as mean ± sem. *n* = 25 from five biological replicates for the WT and 20 from four biological replicates for the others. ^***^P < 0.001 (two-tailed Welch’s *t* test compared to WT). C, Callus formation efficiency of WT, *lbd16-1 lbd18-1 lbd33-1*, and *pLBD16:LBD16-SRDX* protoplasts. Data are represented as mean ± sem. *n* = 20 from four biological replicates for the WT and 15 from three biological replicates for the others. No statistical difference was detected (two-tailed Welch’s *t* test compared to WT). D, Callus formation efficiency of WT, *shy2-101*, *axr2-1*, and *crane-2* protoplasts. Since heterozygous and homozygous *crane-2* are morphologically indistinguishable, both genotypes were mixed for protoplast preparation. Data are represented as mean ± sem. *n* = 25 from five biological replicates for the WT and 15 from three biological replicates for the others. ^*^P < 0.05, ^***^P < 0.001 (two-tailed Welch’s *t* test compared to WT). E, Heat map representing the transcriptional changes for genes encoding core cell cycle regulators at G1/S, S, and G2/M phases at Days 4 and 6. The left two columns show expression levels in the WT and *nph4-1 arf19-1* protoplasts as values normalized (log_2_FC) to Day 0 of respective genotype. The “Relative levels to WT” columns show the normalized expression levels in *nph4-1 arf19-1* compared to that in the WT for respective time points as relative values (log_2_FC). Gene sets were selected based on Kalve et al. (2014).

To further identify the auxin signaling components responsible for protoplast reprogramming, we selected other Aux/IAA candidates that can act by interacting with ARF7 and ARF19. Presumably, these Aux/IAAs repress ARF activities in intact leaves, but they might be downregulated in protoplasts to activate ARF-mediated auxin signaling. We thus decided to focus on those that have expression magnitudes comparable with those of *ARF7* and/or *ARF19* in leaves, show downregulation during protoplasting and/or subsequent culturing, and show binding to these ARFs (Piya et al., 2014) (Supplemental Figure S8, D and E and Supplemental Data Set 9B). Among them, we found that gain-of-function mutants for *IAA3* and *IAA18*, *suppressor of hy2-101* (*shy2-101*) (Goh et al., 2012a) and *crane-2* (Uehara et al., 2008), respectively, displayed strongly reduced callus formation from protoplasts (Figure 7D). The expression of *IAA7* was also strongly downregulated during protoplasting but its interaction was detected only with ARF19 and not with ARF7 (Piya et al., 2014) (Supplemental Figure S8E). The gain-of-function mutant for *IAA7*, *auxin resistant 2-1* (*axr2-1*) (Nagpal et al., 2000), did not cause obvious defects in callus formation (Figure 7D), suggesting that IAA7 does not play major roles in protoplast reprograming. Collectively, our results suggest that IAA3 and IAA18, together with ARF7 and ARF19, mediate the auxin response to drive cell cycle reinitiation in protoplasts.

Having identified the key auxin signaling components, we next sought to investigate how the ARF7/ARF19-dependent pathway regulates cell cycle reinitiation; therefore, we compared the expression of cell cycle genes between WT and *nph4-1 arf19-1* protoplasts (Figure 7E). 

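RNA was sequenced from WT and *nph4-1 arf19-1* protoplasts at Days 0, 4 and 6, with 3 libraries for each genotype and day and 18 libraries in all. The authors mapped single-end reads to TAIR10 and deposited the number of uniquely mapped reads, as tag counts without normalization, for each of 32294 splice variants of 24532 genes, together with the total of mapped reads for each library. The totals ran from 3438524 to 12119944 reads with a median of 6291177. By group, the median total was 8122596 reads in the WT and 8859411 in *nph4-1 arf19-1* at Day 0, 5892989 and 4725546 at Day 4, and 6017963 and 4963404 at Day 6. The counts of all variants in a library added up to between 1.45 and 1.51 times its total, so reads shared by the variants of a gene are counted on more than one of them. The smallest expression level that 3 reads can show lay between 0.2475 and 0.8725 RPM, and this floor covers counting error only. The sample labels name yucasin as the treatment of the 3 Day 6 *nph4-1 arf19-1* libraries, whereas Figure 7E and Supplemental Data Set 10 name no yucasin for this group. The counts divided by the library totals equal the RPM values of Supplemental Data Set 10 for all 402 of its genes, and the libraries are grouped here as the paper groups them.

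*ARF7* (AT5G20730, chromosome 5 of TAIR10.1, 7016445 to 7022179) and *ARF19* (AT1G19220, chromosome 1, 6627683 to 6633133), the genes mutated in the double mutant, were examined first as a check of the genotype labels. Expression is given as TMM-scaled CPM. *ARF7* was at 159 ± 6.61 CPM (SD, n = 3) in the WT and 44.0 ± 6.41 (SD, n = 3) in *nph4-1 arf19-1* at Day 0. It was at 36.7 ± 2.64 and 11.8 ± 1.41 (SD, n = 3 each) at Day 4 and at 30.1 ± 1.42 and 13.6 ± 0.362 (SD, n = 3 each) at Day 6. The log2 fold change of the mutant against the WT was -1.86 at Day 0, -1.63 at Day 4 and -1.15 at Day 6, with FDRs of 4.86e-10, 1.32e-08 and 1.38e-07 from edgeR's quasi-likelihood test over the 25202 variants tested. *ARF19* was at 9.00 ± 2.12 CPM in the WT and 11.3 ± 1.55 in *nph4-1 arf19-1* at Day 0 (SD, n = 3 each), a log2 fold change of 0.32 that did not pass the threshold (FDR 0.289 from edgeR). In the WT it rose to 52.4 ± 9.22 CPM at Day 4 and 73.2 ± 7.15 at Day 6 (SD, n = 3 each). In *nph4-1 arf19-1* it stayed at 9.57 ± 0.618 CPM at Day 4 and 8.82 ± 1.56 at Day 6 (SD, n = 3 each), log2 fold changes of -2.45 and -3.07 against the WT (FDR 2.88e-09 and 1.54e-11 from edgeR). Each mutant library lay below each WT library for *ARF7* on all 3 days and for *ARF19* at Days 4 and 6.

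The first principal component of the log2 CPM values took 79.4% of the variance and separated Day 0 from Days 4 and 6. The next took 10.0% and separated the genotypes at Days 4 and 6.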

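The core list of Supplemental Data Set 10 names 41 G2/M phase genes, of which 38 had enough reads to be tested. For each gene, the change from Day 0 in *nph4-1 arf19-1* was set against the change from Day 0 in the WT. This follows the legend of Figure 7E, which sets each genotype to its own Day 0, whereas Supplemental Data Set 10 gives the mutant against the Day 0 WT. The median of this relative log2 fold change was -1.06 at Day 4, with 31 of the 38 genes lower in the mutant, and -1.81 at Day 6, with 34 genes lower. A competitive gene set test (camera, inter-gene correlation fixed at 0.01, Benjamini-Hochberg adjustment over 10 tests of 5 lists on 2 days) gave FDRs of 0.0362 and 0.00193. With the inter-gene correlation estimated from the genes themselves (0.0709 and 0.0647), the FDRs were 0.227 and 0.144, which do not pass 0.05. Among the alternatives tried, the mean over genes in place of the median moved the Day 4 value most, to -1.65. With only features of a mean count of at least 10, the Day 4 median was -0.64 and no longer passed (FDR 0.0557), and the Day 6 median was -1.42. As a test on libraries and not on genes, the mean log2 CPM of the list was compared with genotype labels permuted within each day. Its difference of differences was -1.12 at Day 4 and -1.69 at Day 6 (exact permutation test over 400 relabellings, p = 0.01 for each, 0.0125 after adjustment over 10 tests). The labels were permuted on each day separately, so the null is no genotype difference on either day, not an equal change from Day 0. On Day 4 or Day 6 alone, every mutant library was below every WT library (exact permutation test, p = 0.1, the smallest possible).

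At Day 0, 17 of the 41 genes had 3 reads or fewer in all 6 libraries, which makes ratios to Day 0 imprecise, so the direct difference between the genotypes on each day was also taken. Its median was -0.83 at Day 4 and -1.58 at Day 6, with 33 of the 38 genes lower on each day. By this direct measure 11 genes at Day 4 and 18 at Day 6 passed |log2FC| > 2 and FDR < 0.01, all of them lower in the mutant. By the relative change 1 gene at Day 4 and 6 at Day 6 passed, also all lower. *CDC20.2* (AT4G33260) and *CDC20.1* (AT4G33270) had the lowest relative changes at Day 6. Both had at most 1 read in any Day 0 WT library, so only their direct differences at Day 6 are given. *CDC20.2* was at 38.9 ± 7.38 CPM in the WT and 3.28 ± 1.33 in *nph4-1 arf19-1* (SD, n = 3 each), a log2 fold change of -3.50 (SE 0.33, FDR 2.43e-08 from edgeR). *CDC20.1* was at 45.9 ± 8.37 and 4.57 ± 1.81 CPM (SD, n = 3 each), a log2 fold change of -3.29 (SE 0.30, FDR 1.70e-08 from edgeR). The highest relative changes at Day 6 were those of *CYCA3;4* (AT1G47230) at 0.33 (SE 0.42, FDR 0.572) and *CDC25* (AT5G03455) at 0.33 (SE 0.26, FDR 0.347), neither of them past the threshold. The direct difference of *CYCA3;4* at Day 6 was -0.65 (FDR 0.0500 from edgeR), and it was already lower in the mutant at Day 0 (-0.98, FDR 0.0364 from edgeR). That of *CDC25* at Day 6 was 0.14, and -0.25 with library totals alone in place of TMM.

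The resemblance to yucasin-treated WT protoplasts was measured across the S and G2/M phase genes of Supplemental Data Sets 8 and 10. For each of 311 genes, the relative log2 fold change here was paired with the paper's own yucasin effect, which is the paper's log2 fold change with yucasin less that of the control. Spearman's rho across genes was 0.688 at Day 4 and 0.722 at Day 6. These are correlations across genes, which are not independent replicates, so no p-value is given. The SD of rho over the 3 same-numbered pairs of libraries was 0.0331 at Day 4 and 0.0491 at Day 6. Within the G2/M phase genes alone (157 genes) rho was 0.634 and 0.548, and within the S phase genes alone (155 genes) it was 0.473 and 0.622. The median effect over the 311 genes was -0.90 at Day 4 and -1.58 at Day 6 in *nph4-1 arf19-1*. The paper's reported values give a median yucasin effect of -1.28 and -2.81. The scaling of those values was not checked, so the sizes of the 2 effects are not directly comparable. Over all variants, the median relative change at Day 6 was -0.007 with TMM and -0.278 with library totals alone. Of the 311 genes, 237 at Day 4 and 276 at Day 6 were lower in both. The measure moved rho most, to 0.841 and 0.885 with the direct difference on the day. The Day 6 mutant libraries are those whose labels name yucasin, so the Day 6 values do not separate the genotype from that treatment.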

Interestingly, we found that the expression patterns of cell cycle genes in *nph4-1 arf19-1* protoplasts resembled those in yucasin-treated WT protoplasts since many *G2/M* genes were clearly downregulated in *nph4-1 arf19-1* protoplasts (Figures 6, A and 7, E; Supplemental Figures S7, A and S9; Supplemental Data Sets 8 and 10). Notably, the transcriptional activation of *MYB3R4* was suppressed in *nph4-1 arf19-1* protoplasts, likely accounting for the global downregulation of *G2/M* genes (Figure 7E). 

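*MYB3R4* (AT5G11510, chromosome 5 of TAIR10.1, 3679748 to 3684884) was at 5.14 ± 1.84 CPM in the WT and 5.25 ± 1.57 in *nph4-1 arf19-1* at Day 0 (SD, n = 3 each), from 16 to 42 reads per library. In the WT it rose to 9.35 ± 1.58 CPM at Day 4 and 21.1 ± 2.89 at Day 6 (SD, n = 3 each), log2 fold changes of 0.85 (SE 0.24, FDR 0.00249 from edgeR) and 2.02 (SE 0.22, FDR 3.27e-08 from edgeR) against Day 0. In the mutant it was at 4.47 ± 0.786 CPM at Day 4 and 3.72 ± 0.714 at Day 6 (SD, n = 3 each). These are log2 fold changes of -0.25 and -0.56 against its own Day 0 that did not pass the threshold (FDR 0.407 and 0.0800 from edgeR). With library totals alone in place of TMM, the same mutant changes were 0.76 and 0.33 (FDR 0.0175 and 0.305), so their direction depends on the scaling.

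Relative to the WT, and with each genotype set to its own Day 0, the change in the mutant was -1.10 at Day 4 (SE 0.37, FDR 0.0343 from edgeR), which does not pass FDR < 0.01, and -2.59 at Day 6 (SE 0.37, FDR 1.62e-05 from edgeR). The direct difference between the genotypes was -1.05 at Day 4 and -2.54 at Day 6 (FDR 0.00174 and 2.10e-08 from edgeR), and each mutant library was below each WT library on both days. With single libraries left out, the direct difference at Day 4 ran from -1.18 to -0.93 and failed FDR < 0.01 in 2 of 6 fits. Library totals alone moved the relative change at Day 6 to -2.87. With each library of the compared groups left out in turn, it ran from -2.80 to -2.28. The labels of the Day 6 mutant libraries name yucasin, so the Day 6 values do not separate the genotype from that treatment.

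*MYB3R1* (AT4G32730, chromosome 4, 15790133 to 15796114) fell during culture in both genotypes, with log2 fold changes from Day 0 to Day 6 of -2.45 in the WT and -3.01 in *nph4-1 arf19-1*. Its relative change at Day 6 was -0.56 (SE 0.24, FDR 0.0689 from edgeR) and did not pass the threshold. Its direct difference at Day 6 was -0.76 (SE 0.19, FDR 0.00183 from edgeR).

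**Figure D1:**
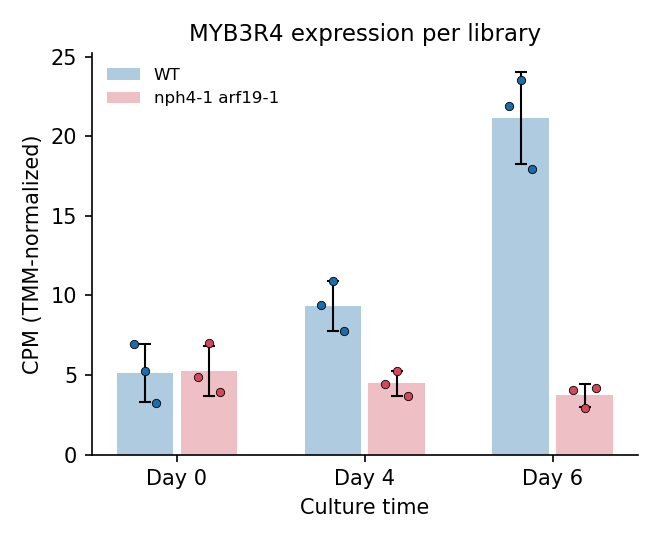
Expression of MYB3R4 as TMM-scaled CPM in WT (blue) and nph4-1 arf19-1 (red) protoplasts by culture time, with points for single libraries, bars for means and error bars for the SD (n = 3). The WT libraries lie between 17.9 and 23.6 CPM at Day 6 and the mutant libraries between 2.90 and 4.19. The sample labels name yucasin for the Day 6 mutant libraries.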

As we observed for yucasin-treated protoplasts, the expression of *G1/S* genes was generally less affected in *nph4-1 arf19-1* protoplasts (Figures 6, A and 7, E; Supplemental Figures 7, A and S9; Supplemental Data Sets 8 and 10). These data, therefore, support that ARF7 and ARF19 play profound roles in transcriptionally activating G2/M phase genes through the upregulation of *MYB3R4* downstream of IAA biosynthesis.

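For the core G1/S genes (26 distinct AGI codes, 24 tested), the median change from Day 0 in *nph4-1 arf19-1* relative to the WT was -0.21 at Day 4, with 15 genes lower, and -0.56 at Day 6, with 18 genes lower. Neither passed the gene set test (FDR 0.689 and 0.177). With single libraries left out, the medians ran from -0.29 to -0.03 at Day 4 and from -0.60 to -0.38 at Day 6. At Day 6, 1 of the 24 genes, *CYCD1;1* (AT1G70210), passed |log2FC| > 2 and FDR < 0.01 by the relative change. It failed in 9 of 12 fits with a library left out, and no longer passed with the FDR adjusted over the list alone. It had no read in the Day 0 WT libraries. At Day 6 there were 10 to 24 reads in the WT libraries and 0 to 1 in the mutant libraries. Its direct difference at Day 6 was -3.77 (FDR 0.000231 from edgeR) and passed in 6 of 6 fits with a library left out. The size of this difference is a limit at such mutant counts. The exact permutation test of the list's mean log2 CPM gave differences of differences of -0.22 at Day 4 and -0.46 at Day 6 (p = 0.11 and 0.08). On the day alone, the list's mean differed by -0.27 at Day 4 and -0.51 at Day 6. Every mutant library was below every WT library on both days (exact permutation test, p = 0.1, the smallest possible). The direct difference had medians of -0.31 and -0.64. The latter passed the gene set test at Day 6 (FDR 0.0271), with 17 of 24 genes lower.

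For the 12 core S phase genes, the median relative change was -1.49 at Day 4 (9 genes lower, FDR 0.00551) and -2.27 at Day 6 (12 genes lower, FDR 0.00047). With the inter-gene correlation estimated (0.104 and 0.0839), the FDRs were 0.144 and 0.0747. The exact permutation test of the list's mean log2 CPM gave differences of differences of -0.97 and -1.81 (p = 0.005 on both days, 0.0125 after adjustment). Its null is no genotype difference on either day, and at Day 0 every mutant library was above every WT library (difference 0.43). At Day 0, 5 of these 12 genes had 3 reads or fewer in every library, and the direct difference was smaller, with medians of -0.78 and -1.44.

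Compared directly, the median of the core G2/M genes was lower than that of the core G1/S genes by a log2 difference of -0.85 at Day 4 and -1.25 at Day 6. Neither difference between the lists passed FDR < 0.05 (0.143 for each, adjusted over 4 tests). It passed under DESeq2 in place of edgeR (-0.87 and -1.33, FDR 0.0365 and 0.0470), and at Day 6 with the direct difference in place of the relative change (-0.95, FDR 0.0211).

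Single G1/S genes moved in both directions at Day 6. *KRP5* (AT3G24810) had a relative log2 fold change of 1.20 (SE 0.33, FDR 0.00679 from edgeR) and *CYCD2;1* (AT2G22490) one of 1.21 (SE 0.32, FDR 0.00504 from edgeR). With single libraries left out, *KRP5* ran from 1.09 to 1.40 and *CYCD2;1* from 0.94 to 1.50. They failed FDR < 0.01 in 8 and 6 of 12 fits. *CDKA;1* (AT3G48750) was at -0.52 (SE 0.27, FDR 0.135 from edgeR), and its direct difference was -0.80 at Day 4 and -0.62 at Day 6 (FDR 0.000286 and 0.00116 from edgeR). *KRP2* (AT3G50630) had at most 4 reads in any Day 0 library, and its direct difference was -0.78 (SE 0.34, FDR 0.0588 from edgeR). *CYCD3;1* (AT4G34160), also with at most 4 reads at Day 0, was at 25.6 ± 4.66 CPM in the WT and 6.50 ± 1.33 in *nph4-1 arf19-1* (SD, n = 3 each), a direct log2 fold change of -1.94 (FDR 2.85e-07 from edgeR). Among the S phase genes, the direct difference at Day 6 was -2.68 for *CDT1B* (AT3G54710), -2.15 for *CDC6* (AT2G29680) and -1.59 for *MCM3* (AT5G46280), with FDRs of 3.09e-05, 9.07e-07 and 1.36e-08 from edgeR. It was -0.30 for *ORC1A* (AT4G14700) and -0.04 for *RNR2A* (AT3G23580), with FDRs of 0.564 and 0.746.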

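The time courses within each genotype show where these differences arise. The core G2/M genes rose in the WT by a median log2 fold change of 2.78 from Day 0 to Day 4 and 3.51 to Day 6, and in *nph4-1 arf19-1* by 1.21 and 1.92. The core S phase genes rose by 2.87 and 3.98 in the WT and by 2.20 and 1.52 in the mutant, and the core G1/S genes by 0.13 and 0.52 in the WT and -0.16 and 0.03 in the mutant. These changes are relative to a median over all variants of 0.23 (WT, both days), 0.18 (mutant, Day 4) and 0.205 (mutant, Day 6). With library totals alone in place of TMM that median moves to 1.26 and 1.40 in the WT and 1.19 and 1.10 in the mutant, so the sign of the small changes of the G1/S genes depends on the scaling. At Day 0 the genotypes differed by a median of -0.01 for the core G2/M genes and -0.07 for the core G1/S genes, whereas the mutant was higher by 0.57 for the core S phase genes. From the suppressed activation of *MYB3R4* in *nph4-1 arf19-1*, the paper proposes that it likely accounts for the lower expression of G2/M genes. It takes these data, with the resemblance to yucasin-treated protoplasts, as support for roles of ARF7 and ARF19 in activating G2/M phase genes through *MYB3R4*, downstream of IAA biosynthesis.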

## Discussion

In this study, we demonstrate that one of the key factors that permit reprograming of differentiated plant cells is the activation of auxin biosynthesis. Although cellular dedifferentiation seems to already start during the process of protoplast preparation to some degree (Supplemental Figure S2; Supplemental Data Set 1), our data show that endogenously produced IAA is indispensable for increasing the auxin response in isolated protoplasts, thereby inducing the expression of *G2/M* genes to reinitiate the cell cycle (Figure 8). Notably, auxin biosynthesis is essential for the first cell division while it is less critical for successive divisions (Figure 4B). Since differentiated cells should be equipped with mechanisms to prevent ectopic cell proliferation (Ikeuchi et al., 2015), it is plausible that cell cycle reinitiation in protoplasts requires some unique mechanisms in addition to those functioning during subsequent cell proliferation, with the latter being more similar to those at play during normal development. Previous studies, for instance, have shown that differentiating leaf cells accumulate regulators, such as DA1 and MEDIATOR 25, important for repressing proliferation and promoting cellular growth (Kalve et al., 2014). In parallel, they shut down the expression of many cell cycle activators such as *CYCD4*s and *ANAPHASE COMPLEX 10* through epigenetic mechanisms (Ikeuchi et al., 2015; Candeale et al., 2014). Differentiating cells, additionally, develop physical properties such as thickened cell walls and enlarged vacuoles that may inhibit cell division. Restarting the cell cycle should therefore require the removal of these negative factors and/or induction of some potent activators that can drive cell cycle reentry. In the case of mesophyll protoplasts, auxin biosynthesis induces the transcription of G2/M phase genes likely through MYB3R4 and MYB3R1 (Figure 6), suggesting that these MYB3Rs serve as key re-activators of cell division. These MYB3Rs appear to be dispensable for mesophyll cell proliferation in intact leaves (Haga et al., 2011), so they might be required to induce cell division specifically in differentiated cells where other factors promoting cell cycle progression are possibly inactivated. How auxin biosynthesis regulates MYB3R4/1-mediated pathways is an important question. Our data suggest that auxin biosynthesis transcriptionally activates *MYB3R4* through the ARF7 and ARF19-mediated pathway (Figures 6, A and 7, E). We speculate that MYB3R4, as well as MYB3R1, might also be subject to posttranslational regulation since phosphorylation and temporal nuclear shuttling of MYB3Rs are central for their functions during mitosis (Chen et al., 2017; Yang et al., 2021).

**Figure 8:**
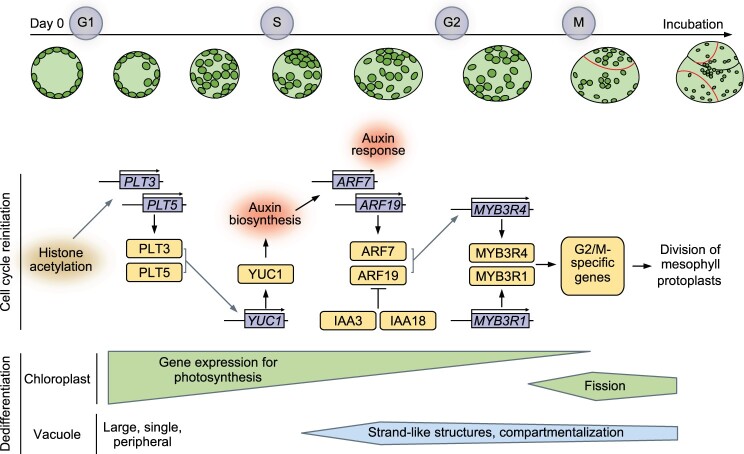
Hypothetical model describing the molecular mechanism of developmental reprograming in leaf mesophyll protoplasts. Freshly isolated Arabidopsis leaf mesophyll protoplasts undergo dramatic developmental reprograming and produce pluripotent callus when cultured in the presence of auxin and cytokinin. Histone acetylation is required to reinitiate the mitotic cell cycle and one of the key downstream pathways regulated by histone acetylation is transcriptional activation of PLTs. PLTs are required for the induction of *YUC1* encoding an auxin biosynthesis gene. Endogenously produced auxin, IAA, in turn increases auxin response in protoplasts, leading to the activation of ARF7/ARF19 and IAA3/IAA18-mediated auxin signaling. ARF7 and ARF19 are responsible for the transcriptional upregulation of MYB3R4, which then activates the transcription of G2/M phase genes together with MYB3R1 to complete cell division. Another key feature of developmental reprograming that protoplasts undergo at an early stage of culture is cellular dedifferentiation, which is marked, for instance, by drastic downregulation of photosynthetic genes and upregulation of chloroplast fission genes. These transcriptional changes are independent of histone acetylation and auxin biosynthesis. In addition, a large, single vacuole, typical of differentiated cells, becomes compartmentalized and starts to resemble what is found in proliferating or elongating cells.

Accumulating evidence suggests that IAA biosynthesis is a prerequisite for several modes of plant regeneration. Local production of auxin, for instance, is required for de novo adventitious root formation from vascular cells in leaf explants (Chen et al., 2016), reconstruction of the root meristem following its excision (Matosevich et al., 2020) and vascular reconnection (Radhakrishnan et al., 2020). Our genetic and pharmacological data suggest that the same requirement holds true for the reprograming of differentiated leaf mesophyll cells (Figure 3; Supplemental Figure S5), further highlighting the critical role of IAA biosynthesis as a core regulatory module for cellular reprogramming in plants. On the other hand, a recent study demonstrated that IAA biosynthesis has a negative effect on the acquisition of shoot regenerative competence in tissue culture (Ohbayashi et al., 2022), suggesting the diverse roles of IAA biosynthesis in plant cell reprogramming. We also demonstrate that there is a key difference in how IAA biosynthesis is activated since our data suggest that PLTs increase IAA biosynthesis through transcriptional activation of *YUC1* (Figure 5), not *YUC4* as in vascular regeneration (Radhakrishnan et al., 2020). What differences, for instance in cell types being reprogrammed and/or physiological environments surrounding those cells, are reflected in such diverse pathways is an important question to be addressed in future studies. Given that only a limited proportion of mesophyll protoplasts reinitiate the cell cycle, another critical question is when and how cells are directed to undergo reprogramming and, importantly, how strictly this decision is linked with cell-autonomous auxin production. Microscopic observation of protoplasts expressing fluorescently labeled IAA biosynthetic enzymes should provide the spatiotemporal information necessary to distinguish the events happening in dividing cells from those occurring in nondividing cells. Single-cell RNA-seq analysis will also be a great tool to investigate transcriptional differences between dividing and nondividing cells.

Given that exogenously supplied 2,4-D is essential to form callus from protoplasts (Supplemental Table S1), it clearly serves as another strong driver of cell cycle reinitiation in protoplasts. Interestingly, our data suggest that 2,4-D and endogenously produced IAA may activate distinct phases of the cell cycle to reinitiate protoplast division (Figure 6C; Supplemental Figure 8B; Supplemental Data Set 8, D and E). This is consistent with earlier reports that exogenous 2,4-D is required during the initial steps of protoplast culture (Carle et al., 1998), while IAA biosynthesis seems to become important later (Pasternak et al., 2002) (Figure 3E). How these two types of auxin may activate different cell cycle phases is not clear at this point. Our data suggest that the ARF7- and ARF19-mediated auxin signaling pathway can confer IAA signaling to activate G2/M phase genes during protoplast reprogramming (Figure 7E; Supplemental Figure S9), although our data do not exclude the possibility that ARF7 and ARF19 also mediate 2,4-D signaling. An interesting question that should be addressed in future work is how these (and potentially other) auxin response factors (ARFs) might be activated by specific auxin species. Previous studies suggest that 2,4-D and IAA are transported differently through plasma membranes and tonoplasts (Delbarre et al., 1996; Ranocha et al., 2013) and are metabolized differently (Eyer et al., 2016), implying that some of these biochemical properties have previously uncharacterized physiological implications that can activate a specific auxin response pathway. Our data are also consistent with the idea that transcriptional activation of *G2/M* genes requires higher levels of auxin than those required for G1/S gene activation. In this scenario, exogenously supplied 2,4-D might be sufficient to drive the G1/S transition but both 2,4-D and endogenously produced IAA are required for the G2/M transition.

Alternatively, stimulation of the IAA biosynthetic pathway itself might play a crucial role in protoplast division. For instance, the YUC cofactor flavin adenine dinucleotide is oxidized and produces hydrogen peroxide (H_2_O_2_) when the IAA precursor indole 3-pyruvate is deficient (Dai et al., 2013). H_2_O_2_ has been demonstrated to either promote or inhibit cell cycle reinitiation in protoplasts depending on the timing of its production and subcellular localization (De Marco and Roubelakis-Angelakis, 1996; Tiew et al., 2015). Since *YUC* genes need to be upregulated at an appropriate dose and time during protoplast culture (Figure 3E), activation of the IAA biosynthetic pathway may contribute to protoplast reprogramming through the production of its byproducts such as H_2_O_2_. It is also worth considering the possibility that overall regulation of indole-containing compound metabolism affects protoplast reprogramming, since our RNA-seq data show the striking upregulation of the indole metabolism-related genes that may not act in the IAA biosynthetic pathway (Supplemental Data Set 6). Investigating the potential contribution of these nonhormonal metabolites may help uncover a new regulatory mechanism underlying plant cellular reprogramming.

While this study provides an important molecular insight into the developmental reprogramming of mesophyll protoplasts, we should note that other signaling pathways also likely play roles in triggering this process. Our transcriptomic data suggest that dedifferentiation starts during protoplast isolation (Supplemental Figure S2; Supplemental Data Set 1) and this process appears to proceed independently of histone acetylation and IAA biosynthesis (Supplemental Data Set 1). What drives these early dedifferentiation steps is an open question to be investigated in future studies. In addition, we found that genes induced in a histone acetylation-dependent manner are enriched for those involved in the defense responses such as glucosinolate biogenesis and the jasmonic acid (JA) response (Figure 2C; Supplemental Data Set 6A). It is well known that cell wall perturbation by biotic and abiotic stress, caused for example by pathogen attack or wounding, activates the expression of defense response genes (Bacete et al., 2018) and JA production (Mielke and Gasperini, 2019). It is thus possible that similar stress-sensing mechanisms are activated by the removal of cell walls during protoplast isolation, and that these also contribute to protoplast reprogramming. It will be interesting to investigate how cell wall-derived signals are transduced in mechanically injured cells and affect developmental programs during both protoplast reprogramming and other forms of regeneration that should also be characterized by similar but more local cell wall perturbations.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis thaliana* (L) Heynh. ecotype Columbia-0 (Col-0) was used as the WT. For T-DNA-inserted lines, see the “Accession numbers” described below. *plt3 plt5 plt7* (Prasad et al., 2011), *nph4-1 arf19-1* (Okushima et al., 2005), *arf7-2 arf19-5* (Goh et al., 2012a), *slr-1* (Fukaki et al., 2002), *axr2-1* (Nagpal et al., 2000), *shy2-101* (Goh et al., 2012b), *crane-2* (Uehara et al., 2008), *pPLT5:YUC4-YFP*/*plt3 plt5 plt7* (Radhakrishnan et al., 2020), *pVHP1:VHP1-mGFP* (Segami et al., 2014), and *DR5rev:GFP* lines (Benková et al., 2003) were previously described. All these mutants and transgenic plants were in the Col-0 background. Seeds were sterilized with 70% ethanol for 1 min and 20% chlorine bleach (Kao) for 10 min, and then rinsed with autoclaved water 3 times. After being soaked in water at 4°C for 2–4 days, seeds were sown on germination medium (GM) (Supplemental Table S1) at a density of 33 seeds per 90-mm diameter and 25-mm thick polystyrene dish (Kord-Valmark). Plants were grown at 22°C under continuous light (30–40 μmol m^−2^ s^−1^) in a growth chamber (Sanyo).

### Transgenic plants

To construct the *pCAB3:H2A-eGFP* vector, the *CAB3* promoter 1,537-bp upstream of the ATG start codon was amplified from genomic DNA by polymerase chain reaction (PCR). The PCR products were purified and cloned into the *pDONRP4P1r* vector (Thermo Fisher Scientific, Waltham, MA, USA). The promoter fragment was then assembled with GAL4 into the *pB-9FH2A-UAS-7m24GW* destination vector in a multi-site gateway reaction to create an activator line construct using the LR Clonase II+ (Thermo Fisher Scientific). This destination vector contains a H2A-encoding sequence fused to eGFP and driven by the repetitive UAS promoter, as described by Fendrych et al. (2014). To construct the *pHAG1:HAG1-GFP* vector, the *HAG1* promoter 1,987-bp upstream of the ATG start codon was amplified from genomic DNA, purified and cloned into the *pDONRP4P1r* vector (Thermo Fisher Scientific). The *HAG1* coding sequence was amplified from complementary DNA (cDNA) by PCR, purified and cloned into the *pENTR/D-TOPO* vector (Thermo Fisher Scientific). The promoter and coding sequence fragments were then assembled with GFP into the *R4pGWB504* destination vector in a multi-site gateway reaction using Gateway LR Clonase II (Thermo Fisher Scientific). To construct the *XVE-YUC1* vector, the *YUC1* coding sequence was amplified from cDNA by PCR. The PCR products were purified and cloned into the *pENTR/D-TOPO* vector (Thermo Fisher Scientific). The cDNA fragments were then cloned into the modified *pER8* plasmid containing a Gateway cassette (*pER8-GW*) (Favero et al., 2020) using Gateway LR Clonase II (Thermo Fisher Scientific). For plant transformation, the plasmids were introduced into *Agrobacterium tumefaciens* (strain GV3101) by electroporation and transformed into Arabidopsis Col-0 WT plants (for *pCAB3:H2A-eGFP* and *XVE-YUC1*) or *hag1-1* heterozygous plants (for *pHAG1:HAG1-GFP*) using the floral dip method (Clough and Bent, 1998). As for *pHAG1:HAG1-GFP/hag1-1* plants, after the selection of single insertion lines of *pHAG1:HAG1-GFP* at T2, the lines homozygous for the *hag1-1* mutation were further selected by PCR genotyping. Lines homozygous both for *pHAG1:HAG1-GFP* and *hag1-1* were then selected at T3. The primer sequences used for the constructs described above are listed in Supplemental Table S2.

### Chemical compounds

2,4-D (Cas 94-75-7, Sigma, St. Louis, MO, USA), C646 (Cas 328968-36-1, Sigma) (Bowers et al., 2010), ED (Cas 50-28-2, Wako), garcinol (Cas 78824-30-3, Focus biomolecules) (Balasubramanyam et al., 2004), kinetin (Kin) (Cas 525-79-1, SIGMA), Kyn (Cas 2922-83-0, TCI) (He et al., 2011), γ-butyrolactone (MB-3) (CAS 778649-18-6, Abcam, Cambridge, UK) (Biel et al., 2004), TDZ (Cas 51707-55-2, Wako), 5-(4-chlorophenyl)-4H-1,2,4-triazole-3-thiol (yucasin) (CAS 26028-65-9, Wako) (Nishimura et al., 2014), and 6-(γ,γ-dimethylallylamino)purine (2-iP) (CAS 2365-40-4, Sigma) were dissolved in dimethyl sulfoxide (DMSO) and sterilized by filtration. IAA (Cas 6505-45-9, Wako) was dissolved in ethanol and sterilized by filtration. FDA (Cas 596-09-8, DOJINDO) was dissolved in DMSO and used without sterilization. All chemicals were stored at −20°C.

### Protoplast isolation and callus induction

Protoplasts were isolated following Damm and Willmitzer (1988) with modifications. All processes were performed at room temperature (22°C –25°C) unless otherwise specified. The first to fifth rosette leaves of plants at 23 or 24 days after sowing (DAS) were aseptically harvested. After carefully removing petioles, the leaves were chopped into strips with a scalpel (Akiyama) in 0.5-M mannitol. After 1-h maceration in 0.5-M mannitol under dim light, leaf strips from 100 to 150 leaves were transferred into a 35-mm polystyrene petri dish (FALCON) and soaked in 3 mL of Digestion Cocktail (Supplemental Table S1). For cell wall digestion, leaf strips were gently shaken horizontally on a Shake-LR (TAITEC) for 3 h in the dark. Protoplasts were then separated from leaf tissues by filtration through a 40-μm nylon Cell Strainer (FALCON) with gentle pipetting using a Komagome type pipette (IWAKI). The filtrate was collected into a 12-mL culture tube with a conical bottom (Simport), diluted with 1/2 volume of 0.2-M CaCl_2_ and centrifuged for 5 min at 60*g* in a swinging bucket rotor (CF16RN, HITACHI) with the slowest acceleration and no brake. The pellet was resuspended in 5 mL of Wash Medium 1 (Supplemental Table S1) and centrifuged for 3 min at 40*g*. The resulting pellet was resuspended in 5 mL of Wash Medium 2 (Supplemental Table S1) and centrifuged again. The pellet was subsequently resuspended in 5 mL of 0.5-M mannitol and centrifuged again. The protoplasts were finally resuspended in fresh 0.5-M mannitol and placed on ice for 40 min–1 h under dim light. After calculating cell density with a hemocytometer (Sunlead Glass Corp.), the protoplasts were warmed to room temperature and their density was adjusted to 4.8–5.0 × 10^5^ cells mL^−1^ with 0.5-M mannitol.

Isolated protoplasts were cultured using the protocol modified from Damm and Willmitzer (1988), Masson and Paszkowski (1992), and Chupeau et al. (1993). For embedding protoplasts in the sodium alginate gel, the protoplast solution was gently mixed with an equal volume of Sodium Alginate Solution (Supplemental Table S1), and 200 μL of this solution was then dropped onto a CaCl_2_ Plate (Supplemental Table S1) using a truncated tip. Sodium alginate gels, each containing ∼4.8–5.0 × 10^4^ cells, were solidified into a piece of gel for 1 h at room temperature under dim light. Five pieces of gels were subsequently transferred into a well of a 6-well microplate (IWAKI) or a 35-mm petri dish (FALCON) filled with 4 mL of PCIM (Supplemental Table S1). The plates and dishes were then sealed with surgical tape and parafilm, respectively, and embedded protoplasts were aseptically cultured at 22°C in the dark.

Callus formation efficiency was evaluated at Day 14 unless otherwise specified. Calli embedded in each sodium alginate gel were counted under a dissection microscope (M165 FC, Leica) at 2.5 × magnification. Callus formation efficiency was calculated as a percentage of the number of calli in the number of protoplasts initially contained in one sodium alginate gel. The reproducibility was confirmed in at least three biological replicates, using protoplasts isolated from different sets of plants in three independent experiments. As the control experiments in chemical treatment assays, protoplasts of corresponding genotypes were treated with the equivalent volume of solvent (DMSO or ethanol) to confirm that their callus formation efficiencies are not affected by these treatments.

### Induction of shoot formation from protoplast-derived callus

After incubating in PCIM for 14 days, calli-containing gels were transferred to 4 mL of CGM (Supplemental Table S1) and cultured at 22°C under continuous dim light (10–12 μmol m^−2^ s^−1^). CGM was refreshed every 2 weeks. For induction of de novo shoot formation, calli were isolated from the gels by shaking them in Citrate Solution (Supplemental Table S1) for 1–2 h, which chelates calcium ions and dissolves the gel. Isolated calli were washed twice with liquid Gamborg B5 medium and cultured on SIM (Supplemental Table S1) at 22°C under continuous light (22–28 μmol m^−2^ s^−1^).

### Callus induction from etiolated hypocotyls

To induce callus from tissues, seeds were sown on GM for Tissue Culture (Supplemental Table S1) and grown at 22°C in the dark for 7 days. Hypocotyls of etiolated seedlings were excised into around 5-mm-long explants using a scalpel and incubated on CIM (Supplemental Table S1) for 21 days at 22°C under continuous light (22–28 μmol m^−2^ s^−1^). The reproducibility was confirmed in two biological replicates.

### Viability test

To test the viability of protoplasts, FDA was added to an aliquot of protoplast solution at the final concentration of 1 mg L^−1^ and incubated for 10 min. The stained cells were mounted onto a microscope slide and observed with a fluorescence microscope (BX51, OLYMPUS).

### Live imaging of protoplast reprograming

The microscopic observation method for tracking identical protoplasts was developed based on Hall et al. (1995) and Dovzhenko et al. (1998). To immobilize the protoplast-containing gels on the bottom of a 35-mm petri dish, a polypropylene grid (1.7 × 1.7-mm mesh size, NIP), cut into 25 × 25-mm sections, was placed in a CaCl_2_ plate and the protoplast solution was solidified on the mesh. The gel was subsequently fixed to the bottom of a petri dish using the attached grid and an additional four gels were placed in the same dish to keep the number of protoplasts within a well constant as in our standard culture condition. These gels were cultured with 4 mL of PCIM at 22°C in the dark.

Time-lapse imaging was performed using a confocal microscope (TCS-SP5, Leica) with a water immersion lens (HC FLUOTAR L 25×/0.95 W VISIR, Leica). The protoplast-containing petri dishes were placed on the microscopic stage at each time of observation. Region of interests was manually tracked based on the coordinates (*x, y, z*) recorded on the first day. Z-stacked images were taken at 6-μm intervals to maximize the number of protoplasts that can be tracked. Each observation was performed within 1-h per dish to avoid excessive light exposure of protoplasts. Images were processed and analyzed with Fiji version 2.0.0 (https://imagej.net/Fiji) and Microsoft Excel. The reproducibility was confirmed in at least two biological replicates.

### Transcriptome analysis

RNA was extracted from ∼1 g (in fresh weight) of rosette leaves or 1.0–1.5 × 10^6^ protoplasts that were prepared from 23-DAS plants. Freshly isolated protoplasts were collected as a pellet in a 2-mL tube by centrifugation for 1 min at 3,200*g* (MX-305, TOMY) and stored at −80°C. To collect cultured protoplasts embedded in the sodium alginate gel, 25 gels per sample were soaked in 25 mL of citrate solution and protoplasts were released by gentle shaking for 1 h and then collected by centrifugation. Three biological replicates were prepared for each time point. Total RNA was isolated using an RNeasy plant mini kit (Qiagen, Hilden, Germany). Isolated RNA was then subjected to library preparation using a Kapa stranded mRNA sequencing kit (Kapa Biosystems, London, UK) with NEBNext Multiplex Oligos for Illumina (New England Biolabs, Ipswich, MA, USA) as adapters and Agencourt AMPure XP (Beckman Coulter, Brea, CA, USA) beads instead of KAPA Pure Beads. Single-end sequencing was performed on an Illumina NextSeq500 platform. Mapping was carried out using Bowtie version 0.12.9 (Langmead and Salzberg, 2012). Over 50% of the reads were uniquely mapped to the TAIR10 Arabidopsis genome, resulting in 5–17 million mapped reads per sample. DEGs were identified using the edgeR package (Robinson et al., 2010) in R/Bioconductor (https://www.r-project.org/) after normalization of total read counts with the trimmed mean of M-values method. DEGs were defined as those that showed |log_2_FC| > 2 in transcript levels (*P* < 0.01 and FDR < 0.01). 

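By the same limits, applied to the 18 WT and *nph4-1 arf19-1* libraries in one edgeR fit, 337 splice variants of 296 genes differed between the genotypes at Day 0, of which 322 were higher in the mutant. At Day 4 there were 838 variants of 708 genes (384 higher, 454 lower) and at Day 6 there were 2536 variants of 2062 genes (1526 higher, 1010 lower), of which 60.2% were higher with TMM, whereas 41.7% were higher with library totals alone. Of the 838 variants at Day 4, 624 were also past the limits at Day 6, and 621 of these differed in the same direction. From Day 0 to Day 4, 9917 variants changed in the WT and 8249 in the mutant, and from Day 0 to Day 6, 10700 and 9089. With each genotype set to its own Day 0, 695 variants at Day 4 and 1825 at Day 6 changed differently in the mutant. The genotype difference itself changed from Day 4 to Day 6 for 708 variants. All variants past both limits also had an unadjusted p under 0.01. Without the fold limit and at FDR < 0.05, the alternative that moved these counts most, 4044, 10002 and 14901 variants differed between the genotypes at Days 0, 4 and 6.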

GO analyses were performed using PANTHER GO Enrichment Analysis (The Gene Ontology Consortium, 2000, 2019; Mi et al., 2019) (http://geneontology.org) with the PANTHER Overrepresentation Test (Released 20210224). Genes were annotated using the GO database (Released 2021-02-01) and categorized by Biological Processes. Venn diagrams were drawn with BioVenn (Hulsen et al., 2008) (http://www.biovenn.nl) and processed with Inkscape version 0.92.4 (https://inkscape.org). Heat maps were drawn using the Color Scale tool in Microsoft Excel with the expression data of the splice variant 1 for each gene.

### RT–qPCR

Extracted total RNA was subjected to first-strand cDNA synthesis using a PrimeScript RT reagent kit (Takara, Kusatsu, Japan). Quantitative real-time PCR was performed with Thunderbird SYBR qPCR mix (Toyobo, Osaka, Japan) in a Stratagene MX3000P real-time qPCR system (Agilent Technologies, Santa Clara, CA, USA). The PCR program consisted of a 1-min denaturation step at 95°C, followed by 40 cycles of 15 s at 95°C and 60 s at 60°C. The transcript levels were calculated using the standard curve method and normalized to that of the internal control *PROTEIN PHOSPHATASE 2A-3* (*PP2A3*) (Rymen et al., 2017). The primer sequences are listed in Supplemental Table S2. The primer sequences for *PP2A3* are from Rymen et al. (2017), those for *YUC1* are from Sugawara et al. (2015), and those for *PLT3* and *PLT5* are from Ohbayashi et al. (2022).

## Supplementary Material

koac218_Supplementary_Data Click here for additional data file.

## Data Availability

The RNA-seq data are deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus with accession numbers GSE178645 and GSE204767. All data needed to evaluate the conclusions in the article are present in the article and/or the Supplemental Information. Sequence data from this article can be found in the Arabidopsis Genome Initiative under the following accession numbers: *hag1-1* (SALK_150784), *hag1-2* (SALK_030913), *hag2* (SALK_051832), *hag3-1* (GABI_555H06), *hag3-2* (SALKseq_060819), *ham1* (SALK_027726), *ham2* (SALK_106046), *hac1* (SALK_080380), *hac2* (SALK_049434), *hac4* (SALK_045791), *hac5* (SAIL_49_D10), *hac12* (SALK_012469), *haf1-1* (SAIL_256_D10), *haf1-2* (SALK_110848), *haf2* (SALK_110029), *yuc1* (SALK_106293), *yuc4* (SM_3_16128), *cyp79B2* (SALK_130570C), *cyp79B3* (SALKseq_066556), *yuc3* (GABI_376G12), *yuc5* (CSHL_GT6160), *yuc7* (SALK_059832), *yuc8* (SM_3_23299) *yuc9* (SALK_762_D07), *myb3r1-1* (SALK_018482), *myb3r4-1* (SALK_059819), *arf7-1* (SALK_040394), *arf19-4* (SALK_009879), *lbd16-1* (SALK_095791), *lbd18-1* (SALK_038125), and *lbd33-1* (SAIL_95_H10).

## References

[koac218-B1] Andriankaja M , DhondtS, De BodtS, VanhaerenH, CoppensF, De MildeL, MühlenbockP, SkiryczA, GonzalezN, BeemsterGTS, et al (2012) Exit from proliferation during leaf development in *Arabidopsis thaliana*: a not-so-gradual process. Dev Cell 22: 64–782222731010.1016/j.devcel.2011.11.011

[koac218-B2] Bacete L , MélidaH, MiedesE, MolinaA (2018) Plant cell wall-mediated immunity: cell wall changes trigger disease resistance responses. Plant J 93: 614–6362926646010.1111/tpj.13807

[koac218-B3] Balasubramanyam K , AltafM, VarierRA, SwaminathanV, RavindranA, SadhalePP, KunduTK (2004) Polyisoprenylated benzophenone, garcinol, a natural histone acetyltransferase inhibitor, represses chromatin transcription and alters global gene expression. J Biol Chem 279: 33716–337261515575710.1074/jbc.M402839200

[koac218-B4] Beemster GTS , De VeylderL, VercruysseS, WestG, RombautD, Van HummelenP, GalichetA, GruissemW, InzéD, VuylstekeM (2005) Genome-wide analysis of gene expression profiles associated with cell cycle transitions in growing organs of Arabidopsis. Plant Physiol 138: 734–7431586370210.1104/pp.104.053884PMC1150392

[koac218-B5] Benková E , MichniewiczM, SauerM, TeichmannT, SeifertováD, JürgensG, FrimlJ (2003) Local, efflux-dependent auxin gradients as a common module for plant organ formation. Cell 115: 591–6021465185010.1016/s0092-8674(03)00924-3

[koac218-B6] Biel M , KretsovaliA, KaratzaliE, PapamatheakisJ, GiannisA (2004) Design, synthesis, and biological evaluation of a small-molecule inhibitor of the histone acetyltransferase Gcn5. Angew Chem Int Ed 43: 3947–397610.1002/anie.20045387915274229

[koac218-B7] Bowers EM , YanG, MukherjeeC, OrryA, WangL, HolbertMA, CrumpNT, HazzalinCA, LiszczakG, YuanH, et al (2010) Virtual ligand screening of the p300/CBP histone acetyltransferase: identification of a selective small molecule inhibitor. Chem Biol 17: 471–4822053434510.1016/j.chembiol.2010.03.006PMC2884008

[koac218-B8] Candeale J , DemuynckK, MosotiD, BeemsterGTS, InzéD, NelissenH (2014) Differential methylation during maize leaf growth targets developmentally regulated genes. Plant Physiol 164: 1350–13642448896810.1104/pp.113.233312PMC3938625

[koac218-B9] Carle SA , BatesGW, ShannonTA (1998) Hormonal control of gene expression during reactivation of the cell cycle in tobacco mesophyll protoplasts. J Plant Growth Regul 17: 221–230989274510.1007/pl00007038

[koac218-B10] Chen L , TongJ, XiaoL, RuanY, LiuJ, ZengM, HuangH, WangJW, XuL (2016) *YUCCA*-mediated auxin biogenesis is required for cell fate transition occurring during de novo root organogenesis in Arabidopsis. J Exp Bot 67: 4273–42842725592810.1093/jxb/erw213PMC5301932

[koac218-B11] Chen P , TakatsukaH, TakahashiN, KurataR, FukaoY, KobayashiK, ItoM, UmedaM (2017) *Arabidopsis* R1R2R3-Myb proteins are essential for inhibiting cell division in response to DNA damage. Nat Commun 8: 1–122893592210.1038/s41467-017-00676-4PMC5608833

[koac218-B12] Chen Q , DaiX, De-PaoliH, ChengY, TakebayashiY, KasaharaH, KamiyaY, ZhaoY (2014) Auxin overproduction in shoots cannot rescue auxin deficiencies in Arabidopsis roots. Plant Cell Physiol 55: 1072–10792456291710.1093/pcp/pcu039PMC4051135

[koac218-B13] Christianson ML , WarnickDA (1983) Competence and determination in the process of *in vitro* shoot organogenesis. Dev Biol 95: 288–293682593610.1016/0012-1606(83)90029-5

[koac218-B14] Chupeau MC , GranierF, PichonO, RenouJP, GaudinV, ChupeauY (2013) Characterization of the early events leading to totipotency in an Arabidopsis protoplast liquid culture by temporal transcript profiling. Plant Cell 25: 2444–24632390331710.1105/tpc.113.109538PMC3753376

[koac218-B15] Chupeau MC , LemoineM, ChupeauY (1993) Requirement of thidiazuron for healthy protoplast development to efficient tree regeneration of a hybrid poplar (*Populus tremula* β p. alba). J Plant Physiol 141: 601–609

[koac218-B16] Clough SJ , BentAF (1998) Floral dip: a simplified method for *Agrobacterium*-mediated transformation of *Arabidopsis thaliana*. Plant J 16: 735–7431006907910.1046/j.1365-313x.1998.00343.x

[koac218-B17] Dai X , MashiguchiK, ChenQ, KasaharaH, KamiyaY, OjhaS, DuBoisJ, BallouD, ZhaoY (2013) The biochemical mechanism of auxin biosynthesis by an Arabidopsis YUCCA flavin-containing monooxygenase. J Biol Chem 288: 1448–14572318883310.1074/jbc.M112.424077PMC3548458

[koac218-B18] Damm B , WillmitzerL (1988) Regeneration of fertile plants form protoplasts of different *Arabidopsis thaliana* genotypes. Mol Gen Genet 213: 15–20

[koac218-B19] Delbarre A , MullerP, InhoffV, GuernVJ (1996) Comparison of mechanisms controlling uptake and accumulation of 2,4-dichlorophenoxy acetic acid, naphthalene-1-acetic acid, and indole-3-acetic acid in suspension-cultured tobacco cells. Planta 198: 532–5412832166310.1007/BF00262639

[koac218-B20] Dello Ioio R , NakamuraK, MoubayidinL, PerilliS, TaniguchiM, MoritaMT, AoyamaT, CostantinoP, SabatiniS (2008) A genetic framework for the control of cell division and differentiation in the root meristem. Science 322: 1380–13841903913610.1126/science.1164147

[koac218-B21] De Marco A , Roubelakis-AngelakisKA (1996) The complexity of enzymic control of hydrogen peroxide concentration may affect the regeneration potential of plant protoplasts. Plant Physiol 110: 137–1451222617610.1104/pp.110.1.137PMC157702

[koac218-B22] Dovzhenko A , BergenU, KoopHU (1998) Thin-alginate-layer technique for protoplast culture of tobacco leaf protoplasts: shoot formation in less than two weeks. Protoplasma 204: 114–118

[koac218-B23] Eyer L , VainT, PařízkováB, OklestkovaJ, BarbezE, KozubíkováH, OispíšilT, WierzbickaR, Kleine-VehnJ, FránekM, et al (2016) 2,4-D and IAA amino acid conjugates show distinct metabolism in *Arabidopsis*. PLoS One 11: e01592692743421210.1371/journal.pone.0159269PMC4951038

[koac218-B24] Fan M , XuC, XuK, HuY (2012) LATERAL ORGAN BOUNDERIES DOMAIN transcription factors direct callus formation in *Arabidopsis* regeneration. Cell Res 22: 1169–11802250826710.1038/cr.2012.63PMC3391013

[koac218-B25] Favero DS , KawamuraA, ShibataM, TakebayashiA, JungJH, SuzukiT, JaegerKE, IshidaT, IwaseA, WiggePA, et al (2020) AT-hook transcription factors restrict petiole growth by antagonizing PIFs. Curr Biol 30: 1454–14663219708110.1016/j.cub.2020.02.017

[koac218-B26] Fendrych M , Van HautegemT, Van DurmeM, Olvera-CarrilloY, HuysmansM, KarimiM, LippensS, GuérinCJ, KrebsM, SchumacherK, et al (2014) Programmed cell death controlled by ANAC033/SOMBRERO determines root cap organ size in *Arabidopsis*. Curr Biol 24: 931–9402472615610.1016/j.cub.2014.03.025

[koac218-B27] Fukaki H , TamedaS, MasudaH, TasakaM (2002) Lateral root formation is blocked by g gain-of-function mutation in the *SOLITARY-ROOT/IAA14* gene of *Arabidopsis*. Plant J 29: 153–1681186294710.1046/j.0960-7412.2001.01201.x

[koac218-B28] Goh T , JoiS, MimuraT, FukakiH (2012a) The establishment of asymmetry in *Arabidopsis* lateral root founder cells is regulated by LBD16/ASL18 and related LBD/ASL proteins. Development 139: 883–8932227892110.1242/dev.071928

[koac218-B29] Goh T , KasaharaH, MimuraT, KamiyaY, FukakiH (2012b) Multiple AUX/IAA-ARF modules regulate lateral root formation: the role of *Arabidopsis* SHY2/IAA3-mediated auxin signalling. Philos Trans R Soc B 367: 1461–146810.1098/rstb.2011.0232PMC332168322527388

[koac218-B30] Haga N , KatoK, MuraseM, ArakiS, KuboM, DemuraT, SuzukiK, MüllerI, VoßU, JürgensG, et al (2007) R1R2R3-Myb proteins positively regulate cytokinesis through activation of KNOLLE transcription in *Arabidopsis thaliana*. Development 134: 1101–11101728725110.1242/dev.02801

[koac218-B31] Haga N , KobayashiK, SuzukiT, MaenoK, KuboM, OhtaniM, MitsudaN, DemuraT, NakamuraK, JürgensG, et al (2011) Mutations in *MYB3R*1 and *MYB3R4* cause pleiotropic developmental defects and preferential down-regulation of multiple G2/M-specific genes in Arabidopsis. Plant Physiol 157: 706–7172186266910.1104/pp.111.180836PMC3192584

[koac218-B32] Hall RD , VerhoevenHA, KrensFA (1995) Computer-assisted identification of protoplasts responsible for rare division events reveals guard-cell totipotency. Plant Physiol 107: 1379–13861222844210.1104/pp.107.4.1379PMC157273

[koac218-B33] He W , BrumosJ, LiH, JiY, KeM, GongX, ZengQ, LiW, ZhangX, AnF, et al (2011) A small-molecule screen identifies L-kynurenine as a competitive inhibitor of TAA1/TAR activity in ethylene-directed auxin biosynthesis and root growth in *Arabidopsis*. Plant Cell 23: 3944–39602210840410.1105/tpc.111.089029PMC3246337

[koac218-B34] Hulsen T , De VliegJ, AlkemaJW (2008) BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. BMC Genomics 9: 1–61892594910.1186/1471-2164-9-488PMC2584113

[koac218-B35] Ikeuchi M , FaveroDS, SakamotoY, IwaseA, ColemanD, RymenB, SugimotoK (2019) Molecular mechanisms of plant regeneration. Annu Rev Plant Biol 70: 377–4063078623810.1146/annurev-arplant-050718-100434

[koac218-B36] Ikeuchi M , IwaseA, SugimotoK (2015) Control of plant cell differentiation by histone modification and DNA methylation. Curr Opin Plant Biol 28: 60–672645469710.1016/j.pbi.2015.09.004

[koac218-B37] Iwase A , MitsudaN, KoyamaT, HiratsuK, KojimaM, AraiT, InoueY, SekiM, SakakibaraH, SugimotoK, et al (2011) The AP2/ERF transcription factor WIND1 control cell dedifferentiation in Arabidopsis. Curr Biol 21: 508–5142139682210.1016/j.cub.2011.02.020

[koac218-B38] Kalve S , De VosD, BeemsterGTS (2014) Leaf development: a cellular perspective. Front Plant Sci 5: 1–2510.3389/fpls.2014.00362PMC411680525132838

[koac218-B39] Kao KN , KellerWA, MillerRA (1970) Cell division in newly formed cells from protoplasts of soybean. Exp Cell Res 62: 338–340553137610.1016/0014-4827(70)90563-x

[koac218-B40] Kim JY , YangW, FornerJ, LohmannJU, NohB, NohYS (2018) Epigenetic reprogramming by histone acetyltransferase HAG1/AtGCN5 is required for pluripotency acquisition in *Arabidopsis*. EMBO J 37: e987263006131310.15252/embj.201798726PMC6187204

[koac218-B41] Kobayashi K , SuzukiT, IwataE, NakamichiN, SuzukiT, ChenP, OhtaniM, IshidaT, HosoyaH, MüllerS, et al (2015) Transcriptional repression by MYB3R proteins regulates plant organ growth. EMBO J 34: 1992–20072606932510.15252/embj.201490899PMC4551348

[koac218-B42] Kondo Y , FujitaT, SugiyamaM, FukudaH (2015) A novel system for xylem cell differentiation in *Arabidopsis thaliana*. Mol Plant 8: 612–6212562414710.1016/j.molp.2014.10.008

[koac218-B43] Kuki H , HigakiT, YokoyamaR, KurohaT, ShinoharaN, HasezawaS, NishitaniK (2017) Quantitative confocal imaging method for analyzing cellulose dynamics during cell wall regeneration in Arabidopsis mesophyll protoplasts. Plant Direct 1: 1–1010.1002/pld3.21PMC650851431245675

[koac218-B44] Langmead B , SalzbergSL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–3592238828610.1038/nmeth.1923PMC3322381

[koac218-B45] Lee K , ParkOS, SeoPJ (2017) *Arabidopsis* ATXR2 deposits H3K36me3 at the promoters of *LBD* genes to facilitate cellular dedifferentiation. Sci Signal 10: eaan03162918403010.1126/scisignal.aan0316

[koac218-B46] Martínez-Reyes I , ChandelNS (2020) Mitochondrial TCA cycle metabolites control physiology and disease. Nat Commun 11: 1023190038610.1038/s41467-019-13668-3PMC6941980

[koac218-B47] Masson J , PaszkowskiJ (1992) The culture response of *Arabidopsis thaliana* protoplasts is determined by the growth conditions of donor plants. Plant J 2: 829–833

[koac218-B48] Matosevich R , CohenI, Gil-YaromN, ModregoA, Friedlander-ShaniL, VernaC, ScarpellaE, EfroniI (2020) Local auxin biosynthesis is required for root regeneration after wounding. Nat. Plants 6: 1020–10303274776110.1038/s41477-020-0737-9

[koac218-B49] Mi H , MuruganujanA, EbertD, HuangX, ThomasPD (2019) PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. Nucleic Acid Res 47: D419–D4263040759410.1093/nar/gky1038PMC6323939

[koac218-B50] Mielke S , GasperiniD (2019) Interplay between plant cell walls and jasmonate production. Plant Cell Physiol 49: 2629–263710.1093/pcp/pcz11931241137

[koac218-B51] Nagpal P , WalkerLM, YoungJC, SonawalaA, TimpleC, EstelleM, ReedJW (2000) *AXR2* encodes a member of the Aux/IAA protein family. Plant Physiol 123: 563–5731085918610.1104/pp.123.2.563PMC59024

[koac218-B52] Nishimura T , HayashiK, SuzukiH, GyohdaA, TakaokaC, SakaguchiY, MatsumotoS, KasaharaH, SakaiT, KatoJI, et al (2014) Yucasin is a potent inhibitor of YUCCA, a key enzyme in auxin biosynthesis. Plant J 77: 352–3662429912310.1111/tpj.12399

[koac218-B53] Ohbayashi I , SakamotoY, KuwaeH, KasaharaH, SugiyamaM (2022) Enhancement of shoot regeneration by treatment with inhibitors of auxin biosynthesis and transport during callus induction in tissue culture of *Arabidopsis thaliana*. Plant Biotechnol 39: 43–5010.5511/plantbiotechnology.21.1225aPMC920008435800968

[koac218-B54] Okushima Y , OvervoordePJ, ArimaK, AlonsoJM, ChanA, ChangC, EckerJR, HughesB, LuiA, NguyenD, et al (2005) Functional genomic analysis of the *AUXIN RESPONSE FACTOR* gene family members in Arabidopsis thaliana: unique and overlapping functions of *ARF7* and *ARF19*. Plant Cell 17: 444–4631565963110.1105/tpc.104.028316PMC548818

[koac218-B55] Pandey S , WangXQ, CoursolSA, AssmannSM (2002) Preparation and applications of *Arabidopsis thaliana* guard cell protoplasts. New Phytol 153: 517–5263386322910.1046/j.0028-646X.2001.00329.x

[koac218-B56] Pasternak T , MiskolxziP, AyaydinF, MészárosT, DuditsD, FehérA (2000) Exogenous auxin and cytokinin dependent activation of CDKs and cell division in leaf protoplast-derived cell of alfalfa. Plant Growth Regul 32: 129–141

[koac218-B57] Pasternak TP , PrinsenE, AyaydinF, MiskolcziP, PottersG, AsardH, Van OnckelenHA, DuditsD, FehérA (2002) The role of auxin, pH, and stress in the activation of embryogenic cell division in leaf protoplast-derived cells of alfalfa. Plant Physiol 129: 1807–18191217749410.1104/pp.000810PMC166769

[koac218-B58] Prasad K , GriggSP, BarkoulasM, YadavRK, Sanchez-PerezGF, PinonV, BlilouI, HofhuisH, DhonuksheP, GalinhaC, et al (2011) *Arabidopsis* PLETHORA transcription factors conntrol phyllotaxis. Curr Biol 21: 1123–11282170045710.1016/j.cub.2011.05.009

[koac218-B59] Piya S , ShresthaSK, BinderB, StewartCNJr, HeweziT (2014) Protein-protein interaction and gene co-expression maps of ARFs and Aux/IAAs in Arabidopsis. Front Plant Sci 5: 1–910.3389/fpls.2014.00744PMC427489825566309

[koac218-B60] Radhakrishnan D , ShanmukhanAP, KareemA, AiyazM, VarapparambathuV, TomsA, KarstensM, ValsakumarD, LandgeAN, ShajiA, et al (2020) A coherent feed-forward loop drives vascular regeneration in damaged aerial organs of plants growing in a nonrmal developmental context. Development 147: dev1857103210802510.1242/dev.185710

[koac218-B61] Ranocha P , DimaO, NagtR, FeltenJ, Corratgé-FaillineC, NovákO, MorreelK, LacombeB, MartinezY, PfrunderS, et al (2013) Arabidopsis WAT1 is a vacuolar auxin transport facilitator required for auxin homoeostasis. Nat Commun 4: 1–910.1038/ncomms3625PMC382663024129639

[koac218-B62] Robinson MD , McCarthyDJ, SmythGK (2010) edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–1401991030810.1093/bioinformatics/btp616PMC2796818

[koac218-B63] Rymen B , KawamuraA, LambolezA, InagakiS, TakebayashiA, IwaseA, SakamotoY, SakoK, FaveroDS, IkeuchiM, et al (2019) Histone acetylation orchestrates wound-induced transcriptional activation and cellular reprogramming in Arabidopsis. Commun Biol 2: 1–153170103210.1038/s42003-019-0646-5PMC6828771

[koac218-B64] Rymen B , KawamuraA, SchäferS, BreuerC, IwaseA, ShibataM, IkedaM, MitsudaN, KonczC, Ohme-TakagiM, et al (2017) ABA suppresses root hair growth via the OBP4 transcriptional regulator. Plant Physiol 173: 1750–17622816770110.1104/pp.16.01945PMC5338652

[koac218-B65] Schilde-Rentschler L (1977) Role of the cell wall in the ability of tobacco protoplasts to form callus. Planta 135: 177–1812442002110.1007/BF00387168

[koac218-B66] Segami S , MakinoS, MiyakeA, AsaokaM, MaeshimaM (2014) Dynamics of vacuoles and H^+^-pyrophosphatase visualized by monomeric green fluorescent protein in *Arabidopsis*: artifactual bulbs and native intravacuolar spherical structures. Plant Cell 26: 3416–34342511824510.1105/tpc.114.127571PMC4371836

[koac218-B67] Shahbazian MD , GrunsteinM (2007) Functions of site-specific histone acetylation and deacetylation. Annu Rev Biochem 76: 75–1001736219810.1146/annurev.biochem.76.052705.162114

[koac218-B68] Sheahan MB , RoseRJ, McCurdyDW (2007) Actin-filament-dependent remodeling of the vacuole in cultured mesophyll protoplasts. Protoplasma 230: 141–1521745862910.1007/s00709-006-0236-5

[koac218-B69] Sugawara S , MashiguchiK, TanakaK, HishiyamaS, SakaiT, HanadaK, Kinoshita-TsujimuraK, YuH, DaiX, TakebayashiY, et al (2015) Distinct characteristics of indole-3-acetic acid and phenylacetic acid, two common auxins in plants. Plant Cell Physiol 56: 1641–16542607697110.1093/pcp/pcv088PMC4523386

[koac218-B70] Susek RE , AusubelFM, ChoryJ (1993) Signal transduction mutants of Arabidopsis uncouple nuclear *CAB* and *RBCS* gene expression from chloroplast development. Cell 74: 787–799769068510.1016/0092-8674(93)90459-4

[koac218-B71] Takebe I , LabibG, MelchersG (1971) Regeneration of whole plants from isolated mesophyll protoplasts of tobacco. Naturwissenschaften 58: 318–320

[koac218-B72] The Gene Ontology Consortium (2019) The gene ontology resource: 20 years and still GOing strong. Nucleic Acid Res. 47: D330–D3383039533110.1093/nar/gky1055PMC6323945

[koac218-B73] The Gene Ontology Consortium (2000) Gene ontology: tool for the unification of biology. Nat Gen 25: 25–2910.1038/75556PMC303741910802651

[koac218-B74] Thomas MR , RoseRJ (1983) Plastid number and plastid structural changes associated with tobacco mesophyll protoplast culture and plant regeneration. Planta 158: 329–3382426475310.1007/BF00397335

[koac218-B75] Tiew TWY , SheahanMB, RoseRJ (2015) Peroxisomes contribute to reactive oxygen species homeostasis and cell division induction in *Arabidopsis* protoplasts. Front Plant Sci 6: 1–162637968610.3389/fpls.2015.00658PMC4549554

[koac218-B76] Uehara T , OkushimaY, MimuraT, TasakaM, FukakiH (2008) Domain II mutations in CRANE/IAA18 suppress lateral root formation and affect shoot development in *Arabidopsis thaliana*. Plant Cell Physiol 49: 1025–10381850575910.1093/pcp/pcn079

[koac218-B77] Ulmasov T , MurfettJ, HagenG, GuilfoyleTJ (1997) Aux/IAA proteins repress expression of reporter genes containing natural and highly active synthetic auxin response elements. Plant Cell 9: 1963–1971940112110.1105/tpc.9.11.1963PMC157050

[koac218-B78] Wang S , TiwariSB, HagenG, GuilfoyleGTJ (2005) *AUXIN RESPONSE FACTOR7* restores the expression of auxin-responsive genes in mutant Arabidopsis leaf mesophyll protoplasts. Plant Cell 17: 1979–19931592335110.1105/tpc.105.031096PMC1167546

[koac218-B79] Williams L , ZhaoJ, MorozovaN, LiY, AviviY, GrafiG (2003) Chromatin reorganization accompanying cellular dedifferentiation is associated with modifications of histone H3, redistribution od HP1, and activation of E2F-target genes. Dev Dyn 228: 113–1201295008510.1002/dvdy.10348

[koac218-B80] Yang W , CortijoS, KorsboN, RoszakP, SchiesslK, GurzadyanA, WightmanR, JönssonH, MeyerowitzE (2021) Molecular mechanism of cytokinin-activated cell division in Arabidopsis. Science 10.1126/science.abe2305.10.1126/science.abe2305PMC816633333632892

[koac218-B81] Zhang TQ , LianH, ZhouCM, XuL, JiaoY, WangJW (2017) A two-step model for de novo activation of *WUSCHEL* during plant shoot regeneration. Plant Cell 29: 1073–10872838958510.1105/tpc.16.00863PMC5466026

[koac218-B82] Zhao J , MorozovaN, WilliamsL, LibsL, AviviY, GrafiG (2001) Two phases of chromatin decondensation during dedifferentiation of plant cells. J Biol Chem 276: 22772–227781127419110.1074/jbc.M101756200

[koac218-B83] Zhao Y , HullAK, GuptaNR, GossKA, AlonsoJ, EckerJR, NormanlyJ, ChoryJ, CelenzaJL (2002) Trp-dependent auxin biosynthesis in *Arabidopsis*: involvement of cytochrome P40s CYP79B2 and CYP79B3. Gen Dev 16: 3100–311210.1101/gad.1035402PMC18749612464638

# Supplementary material for: Transcriptional activation of auxin biosynthesis drives developmental reprogramming of differentiated cells
**Source:** Plant Cell. 2022 Aug 4;34(11):4348–65. doi: 10.1093/plcell/koac218
**Supplement:** koac218_Supplementary_Data

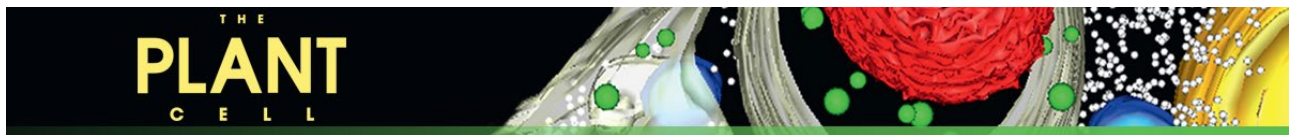

**Author Revision Checklist**      **Corresponding Author** \_\_\_\_\_ **Ms #** \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## **MATERIALS DISTRIBUTION**

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## **DATA AVAILABILITY**

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission, and must be made publically available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition      ☐ All relevant accession numbers are provided

---

## **IMAGE INTEGRITY**

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ Confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## **NOMENCLATURE**

All nomenclature used must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links.

☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

---

## **METHODS REPORTING**

☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.

☐ PCR primers (RT-qPCR, cloning, etc.): all PCR primers are provided in the Methods or a supplemental table.

☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).

☐ Antibodies: the source is provided for all commercial antibodies, including catalog/lot #, where applicable, or a complete description of non-commercial antibodies in the Methods (or as Supplemental Methods if appropriate).

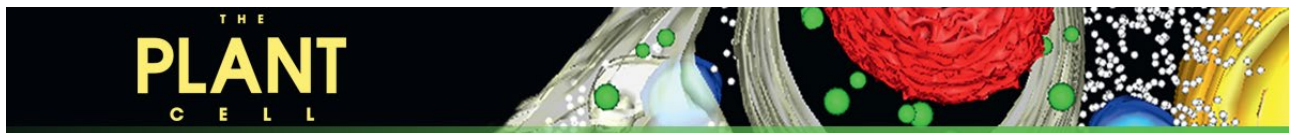

## **REPLICATION AND STATISTICAL ANALYSES**

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g. p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e. showing variables, parameters, degrees of freedom, and test statistics).

## **QUANTITATIVE PCR**

Methods used for qPCR must be described in full, including information on enzymes, kits, machines, normalization and data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## **MACROMOLECULAR STRUCTURES**

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g. x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

## **SOFTWARE/CUSTOM SCRIPTS**

Studies using customized software or custom scripts must describe how readers can access the code, including any access restrictions.

The manuscript includes custom codes or scripts.

- ☐ No | ☐ Yes:
  - ☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

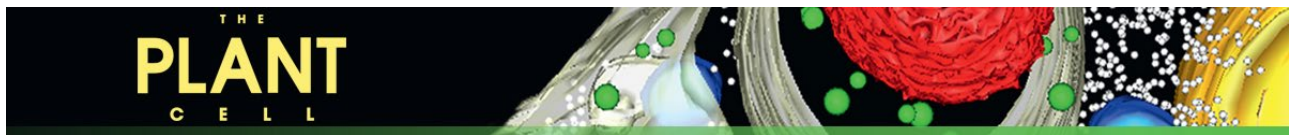

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows data distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points  $< 6$ .

☐ Confirm that in all cases where the number of data points is  $< 6$ , individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions of the article must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements of the figures clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript, and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e. as if all figures were made by the same person).

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e. use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching if possible. Use a color palette that is "color blind safe" if possible, e.g. <http://www.somersault1824.com/tips-for-designing-scientific-figures-for-color-blind-readers/>
- Make consistent use of the same, sans-serif font (e.g. Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e. for colors, patterns, bar-width, axis settings, etc.
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g. 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", never "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screen shots should be adjusted to high resolution where necessary, and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g. the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

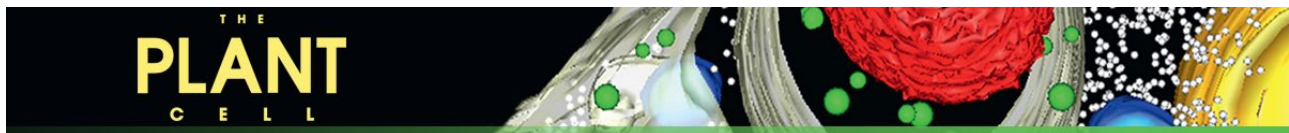

- The journal is implementing a pilot project of identifying the author(s) responsible for creating each figure, table, or data set, to give proper attribution to authors for their individual contributions to a manuscript. If you would like to participate, please either include the information in the author contributions section, or add a statement to each legend, such as “J.D., A.S., and B.W. contributed the data and created the figures for panels A, B, and C, respectively”, or “J.D., A.S., and B.W. contributed the data for panels A, B, and C, respectively, and J.D. created the figure.”
- Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
- Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
- Arial font (or similar sans serif font, e.g. Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
- Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
- Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
- Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
- File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

## **Resources**

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

---

## **FUNDING INFORMATION**

Funding information provided during the submission process online should match what is in the manuscript file. *Please check this when you resubmit.*

---

## **SPECIFIC METHODS MODULES**

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 7-10) for specific methods/data types listed.

n/a | confirmed

- ☐ | ☐ For newly generated genetic material (e.g. mutant, transgenic lines), confirm completion of genetic materials module on page 7.
- ☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 8.
- ☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 9.
- ☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 10.

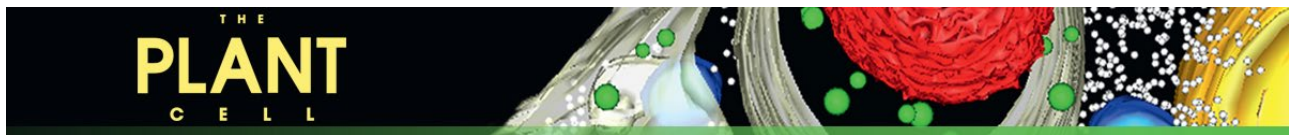

---

## MANUSCRIPT FORMAT

---

**Title and abstract.** The title and abstract are critical for engaging readers and enticing them to read the paper. The title should be concise, use active voice, spell out genes names (or otherwise define), and avoid acronyms. The species or organism under study should be in the title or the abstract (i.e. brief description of experimental system(s) used). See: <http://genestogenomes.org/how-to-write-titles-that-tempt/>. The abstract should be no more than ~200 words. Include only major results and implications and put general background and methods in the main text.

**One-sentence summary.** Include a one-sentence summary of the work on the title page that provides a non-technical summary of the broad significance of the research findings in plain language (for a general audience) that does not merely repeat what is already in the abstract. The use of complex scientific terms and acronyms should be avoided.

**References:** Upon final submission, in-text citations should be formatted using an author-date format; ***not numbered***, with references in alphabetical order in the Reference list. Any author-date style is acceptable. References cited only in the Supplemental Data file should be listed at the end of this file and not in the Reference list in the main text

**Species names:** Organisms should be referred to by their common name at first use (if a standard common name applies), with the Latin name in parentheses. Subsequent references can be either Latin or common names but should be consistent throughout the manuscript.

**Title page:** Please follow the format shown on the next page. Use single spacing of abstract and other information if necessary to fit title, author info, and abstract on a single page as shown (the abstract may run on to the second page if necessary).

---

**RESEARCH ARTICLE** [or e.g. LARGE-SCALE BIOLOGY ARTICLE, BREAKTHROUGH REPORT]

## **A Dedicated Type II NADPH Dehydrogenase Performs the Penultimate Step in the Biosynthesis of Vitamin K1 in *Synechocystis* and *Arabidopsis***

**Abdelhak Fatihi<sup>a</sup>, Scott Latimer<sup>a</sup>, Stefan Schmollinger<sup>b</sup>, Anna Block<sup>a</sup>, Patrick H. Dussault<sup>c</sup>, Wim F.J. Vermaas<sup>d</sup>, Sabeeha S. Merchant<sup>e</sup>, Gilles J. Bassett<sup>a,f</sup>**

<sup>a</sup> Department of Agronomy and Horticulture, and Center for Plant Science Innovation, University of Nebraska, Lincoln, Nebraska 68588.

<sup>b</sup> Department of Chemistry and Biochemistry, University of California, Los Angeles, California 90095.

<sup>c</sup> Department of Chemistry, University of Nebraska, Lincoln, Nebraska 68588.

<sup>d</sup> School of Life Sciences and Center for the Study of Early Events in Photosynthesis, Arizona State University, Tempe, Arizona 85287

**Short title:** Transmethylation in Vitamin K Biosynthesis

**One-sentence summary:** The biosynthesis of vitamin K1 requires an additional bona fide step that consists of the prerequisite reduction of the demethylnaphthoquinone ring prior to its transmethylation.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is: Giles Bassett ().

### **ABSTRACT**

Mutation of *Arabidopsis thaliana* *NAD(P)H DEHYDROGENASE C1* (*NDC1*; *At5g08740*) results in the accumulation of demethylphyloquinone, a late biosynthetic intermediate of vitamin K1. Gene coexpression and phylogenomics analyses showed that conserved functional associations occur between vitamin K biosynthesis and *NDC1* homologs throughout the prokaryotic and eukaryotic lineages. Deletion of *Synechocystis* *ndbB*, which encodes for one such homolog, resulted in the same defects as those observed in the cyanobacterial demethylnaphthoquinone methyltransferase knockout. Chemical modeling and assay of purified demethylnaphthoquinone methyltransferase demonstrated that, by virtue of the strong electrophilic nature of S-adenosyl-L-methionine, the transmethylation of the demethylated precursor of vitamin K is strictly dependent on the reduced form of its naphthoquinone ring. *NDC1* was shown to catalyze such a prerequisite reduction by using NADPH and demethylphyloquinone as substrates and flavine adenine dinucleotide as a cofactor. *NDC1* displayed Michaelis-Menten kinetics and was markedly inhibited by dicumarol, a competitive inhibitor of naphthoquinone oxidoreductases. These data demonstrate that the reduction of the demethylnaphthoquinone ring represents an authentic step in the biosynthetic pathway of vitamin K, that this reaction is enzymatically driven, and that a selection pressure is operating to retain type II NAD(P)H dehydrogenases in this process.

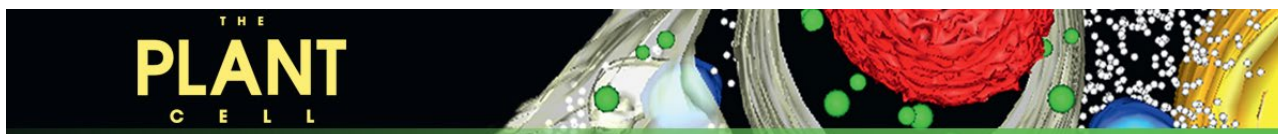

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

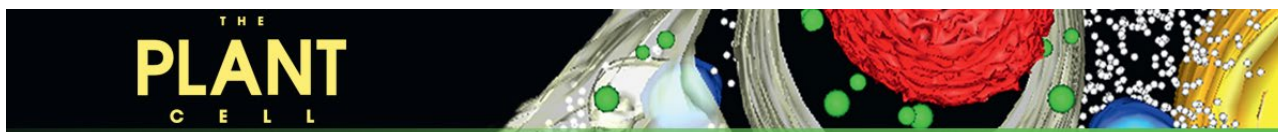

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

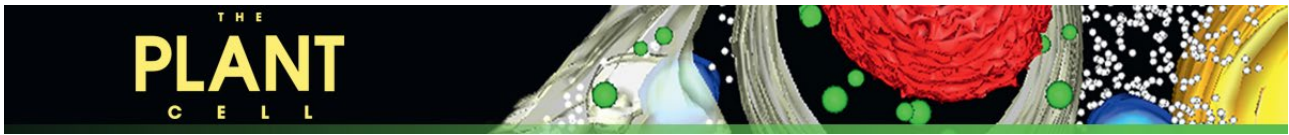

## PROTEIN LOCALIZATION MODULE

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

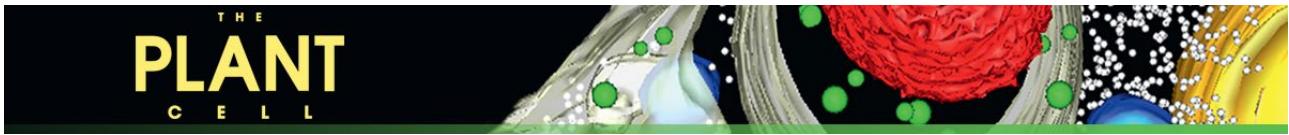

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Transcriptional activation of auxin biosynthesis drives developmental reprogramming of differentiated cells
**Source:** Plant Cell. 2022 Aug 4;34(11):4348–65. doi: 10.1093/plcell/koac218
**Supplement:** koac218_Supplementary_Data

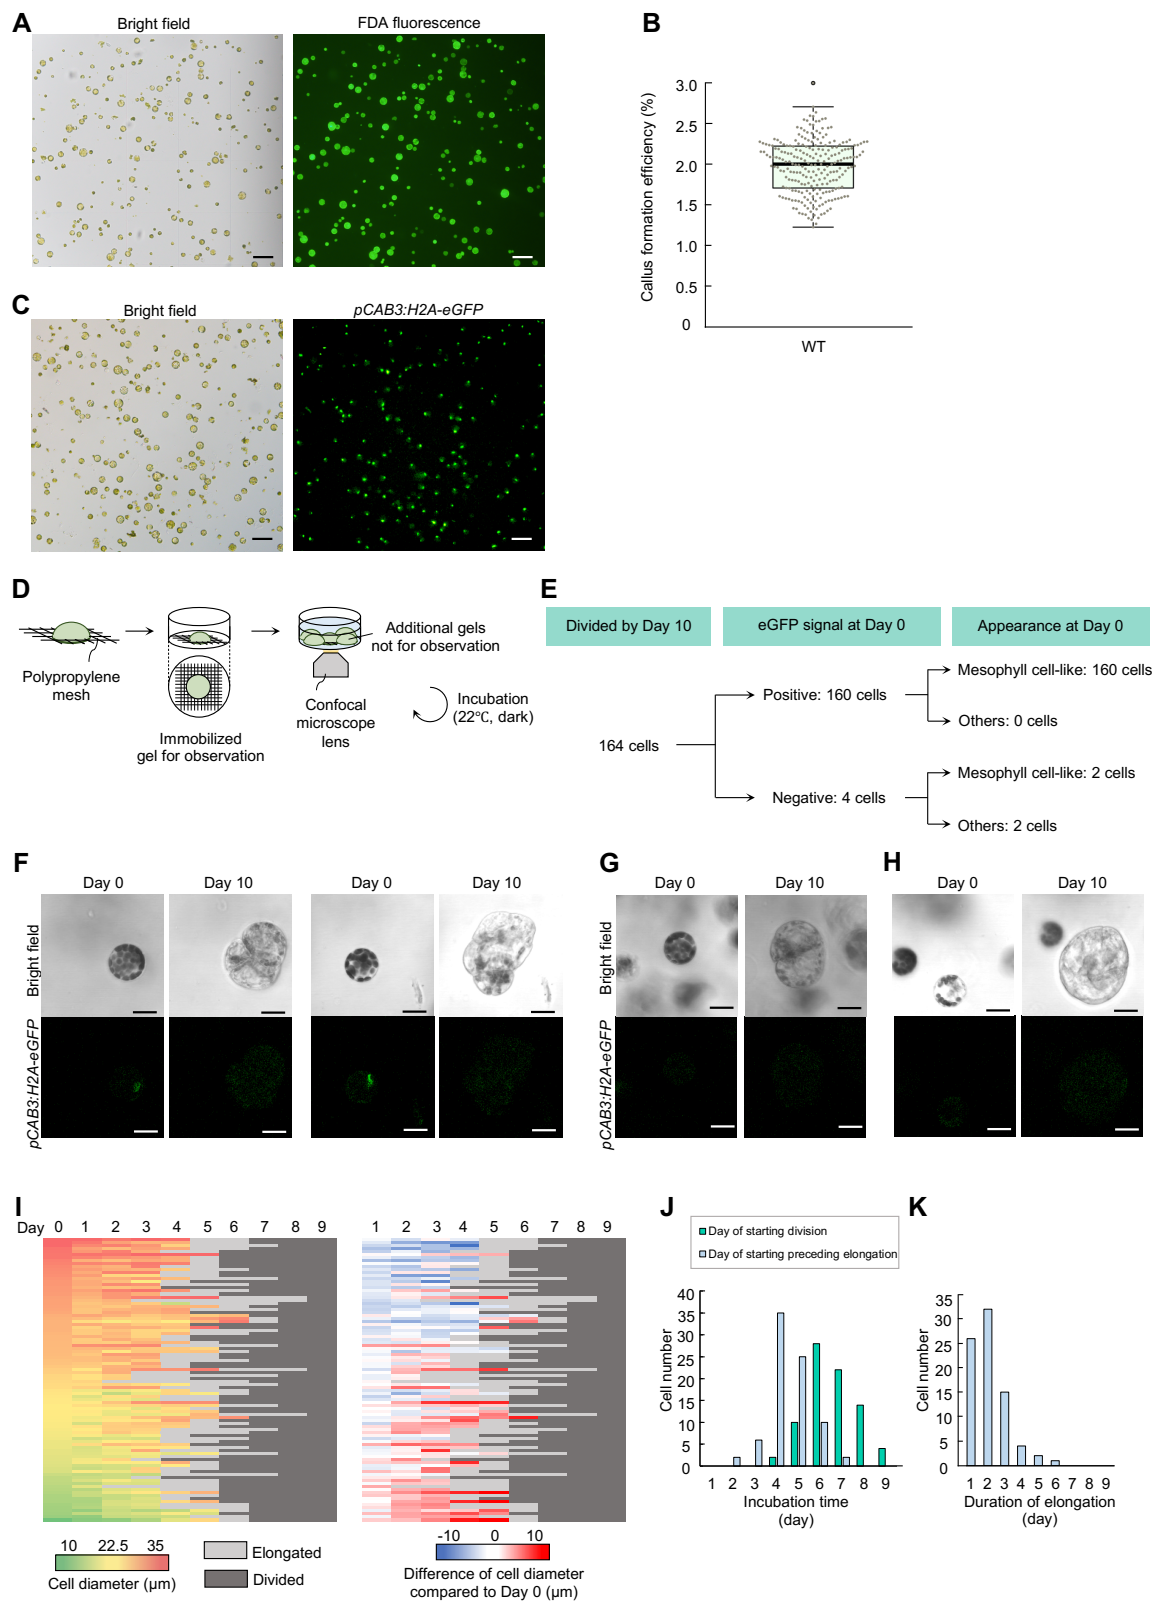

**Supplemental Figure S1.**

**Cell cycle reinitiation and callus formation described with a newly established culture system and time-lapse confocal microscopy.** (A) Bright-field and fluorescence microscopy images of freshly isolated WT protoplasts. FDA staining indicates that  $98.66 \pm 0.19\%$  (standard error,  $n = 10$ ) of freshly isolated protoplasts are viable. (B) Callus formation efficiency of WT protoplasts. Average efficiency is  $1.98 \pm 0.33\%$ .  $n = 240$  from 48 biological replicates. Each dot shows callus formation efficiency calculated from one gel. In the box plot, the median is represented by a black line and the upper and lower quartiles are represented by the upper and lower ends of the box respectively. (C) Bright-field and fluorescence microscopy images of protoplasts freshly isolated from plants carrying a mesophyll cell-specific marker *pCAB3:H2A-eGFP*. Quantitative analysis indicates that  $94.63 \pm 0.51\%$  of freshly isolated protoplasts show distinct nuclear-localized H2A-eGFP expression (standard error,  $n = 15$  from 2 biological replicates). (D) Diagram showing the time-lapse confocal microscopy procedure used to track individual protoplasts. (E) Classification of 164 protoplasts carrying *pCAB3:H2A-eGFP* that underwent cell division by Day 10 based on H2A-eGFP expression and appearance at Day 0. Among 164 cells that divided by Day 10, 160 cells were eGFP positive and had mesophyll cell-like appearance at Day 0. Among the 4 cells that were eGFP negative at Day 0, 2 cells had mesophyll cell-like appearance and the other 2 had guard cell-like appearance based on the density of chloroplasts. (F) Two examples of *pCAB3:H2A-eGFP* protoplasts that are H2A-eGFP-positive and mesophyll cell-like at Day 0. Both protoplasts divided by Day 10. (G) A *pCAB3:H2A-eGFP* protoplast that is H2A-eGFP-negative and mesophyll cell-like at Day 0. The protoplast divided by Day 10. (H) A *pCAB3:H2A-eGFP* protoplast that is H2A-eGFP-negative and guard cell-like at Day 0. The protoplasts divided by Day 10. (I) Heat maps representing cell size dynamics of protoplasts that reinitiate cell division between Day 4 and Day 9. Each row shows cell diameter (left panel) and change in cell diameter compared to Day 0 (right panel) for individual protoplasts isolated from WT, *DR5rev:GFP* or *pVHP1:VHP1-mGFP* plants. Among 94 protoplasts tested in this experiment, 80 cells underwent cell elongation before cell division. (J) Timing of cell elongation and cell division for 80 cells from (I). (K) Duration of cell elongation (right panel) for 80 cells from (I). Scale bars are 100  $\mu\text{m}$  (A), 100  $\mu\text{m}$  (D) and 20  $\mu\text{m}$  (F-H). **Supporting Figure 1.**

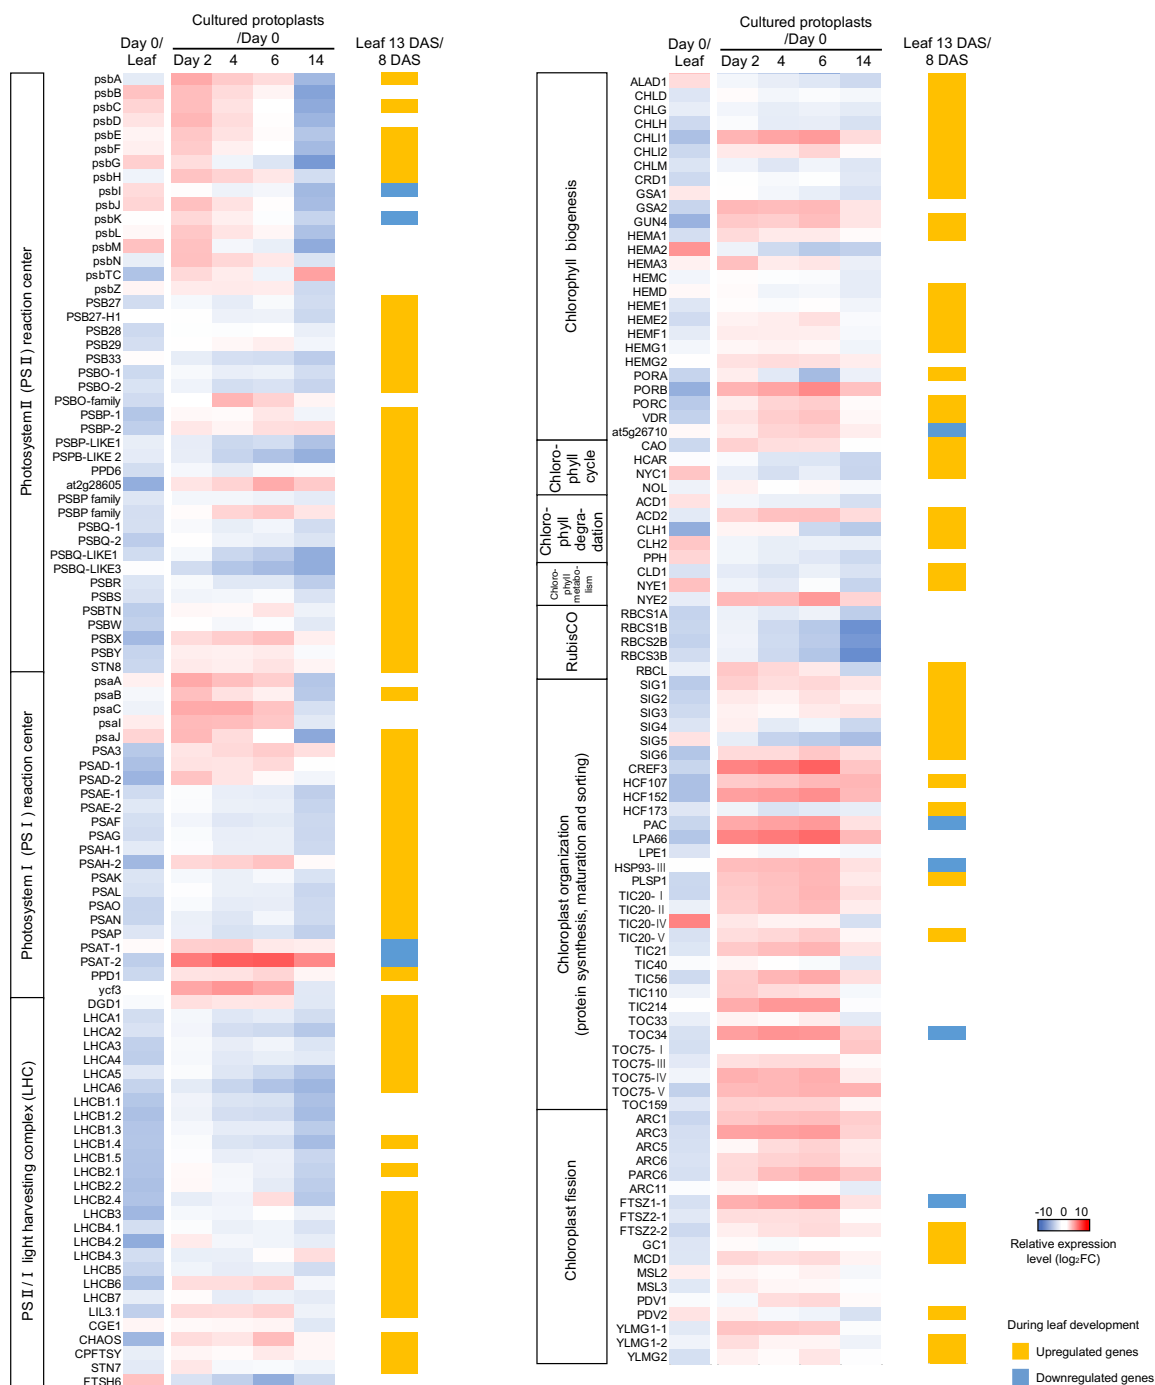

et al. (2012). Gene sets were selected based on annotations at The Arabidopsis Information Resource (TAIR) (<https://www.arabidopsis.org/index.jsp>). **Supporting Figure 1.**

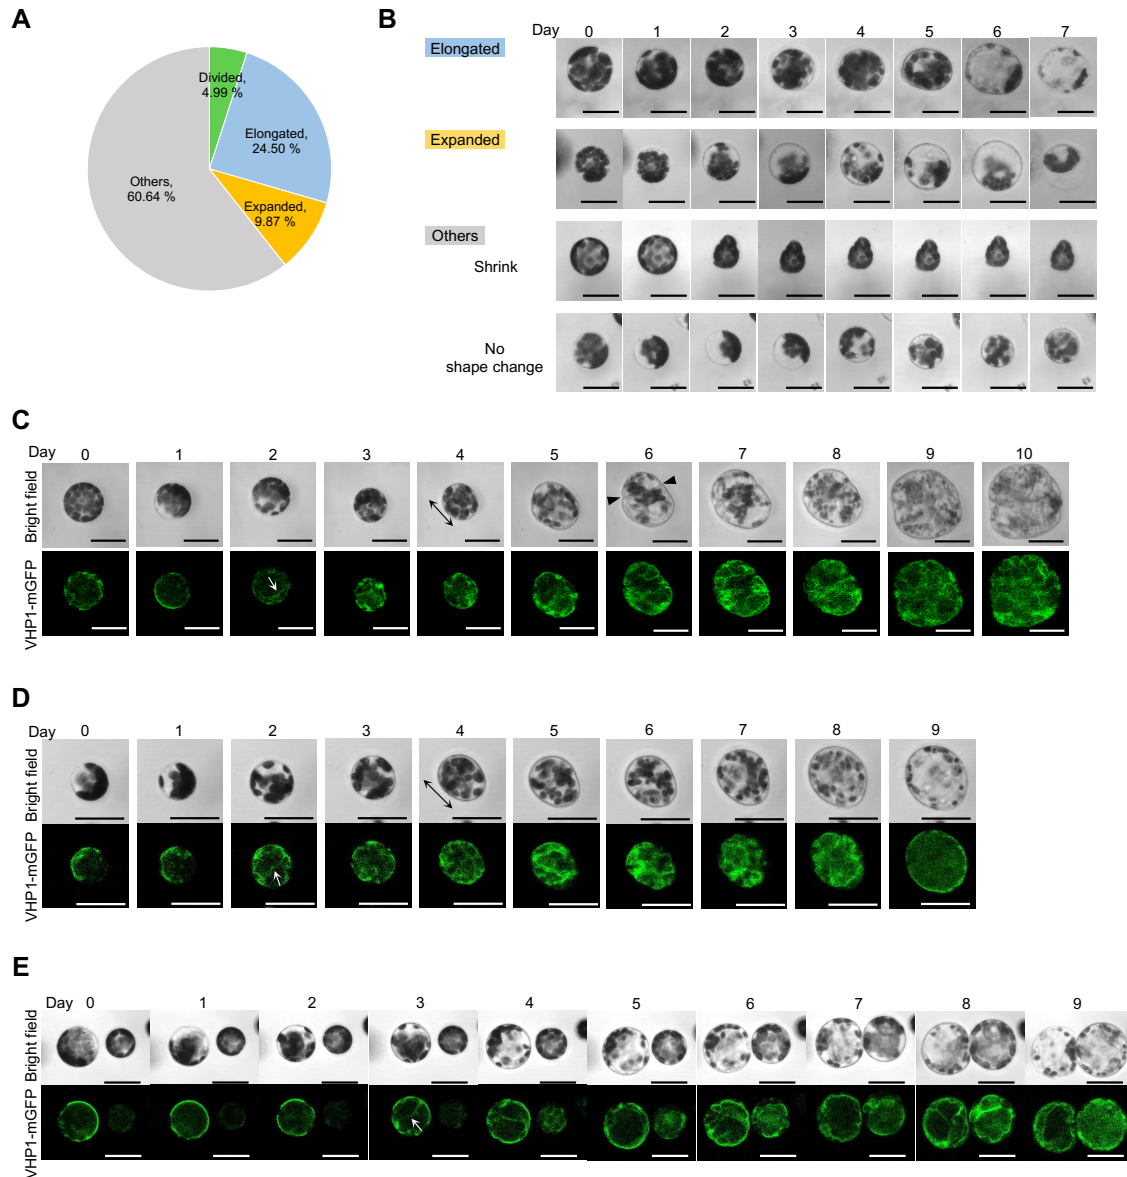

### Supplemental Figure S3.

**Time-lapse confocal microscopy images of leaf mesophyll protoplasts that did or did not undergo cell division.** (A) Pie chart showing the percentages of protoplasts that underwent cell division (divided), those that elongated without cell division (elongated), those that expanded without cell division (expanded) and those that shrunk or displayed no shape changes (others) among 902 protoplasts isolated from *DR5rev:GFP* plants and used for time-lapse confocal microscopy. (B) Representative time-lapse images of elongated, expanded and other protoplasts from Day 0 to Day 7. (C) Another set of time-lapse images of a protoplast that underwent cell division. (D) Time-lapse images of a protoplast that elongated without cell division. (E) Time-lapse images of a protoplast that expanded without cell division. In (C) to (E), vacuolar morphology is visualized by VHP1-mGFP. The double-headed arrow indicates the direction of cell elongation and arrowheads mark the plane of initial cell division. The white arrow highlights the initial appearance of vacuolar strand-like structures. Scale bars are 30 μm (B-E). **Supporting Figure 1.**

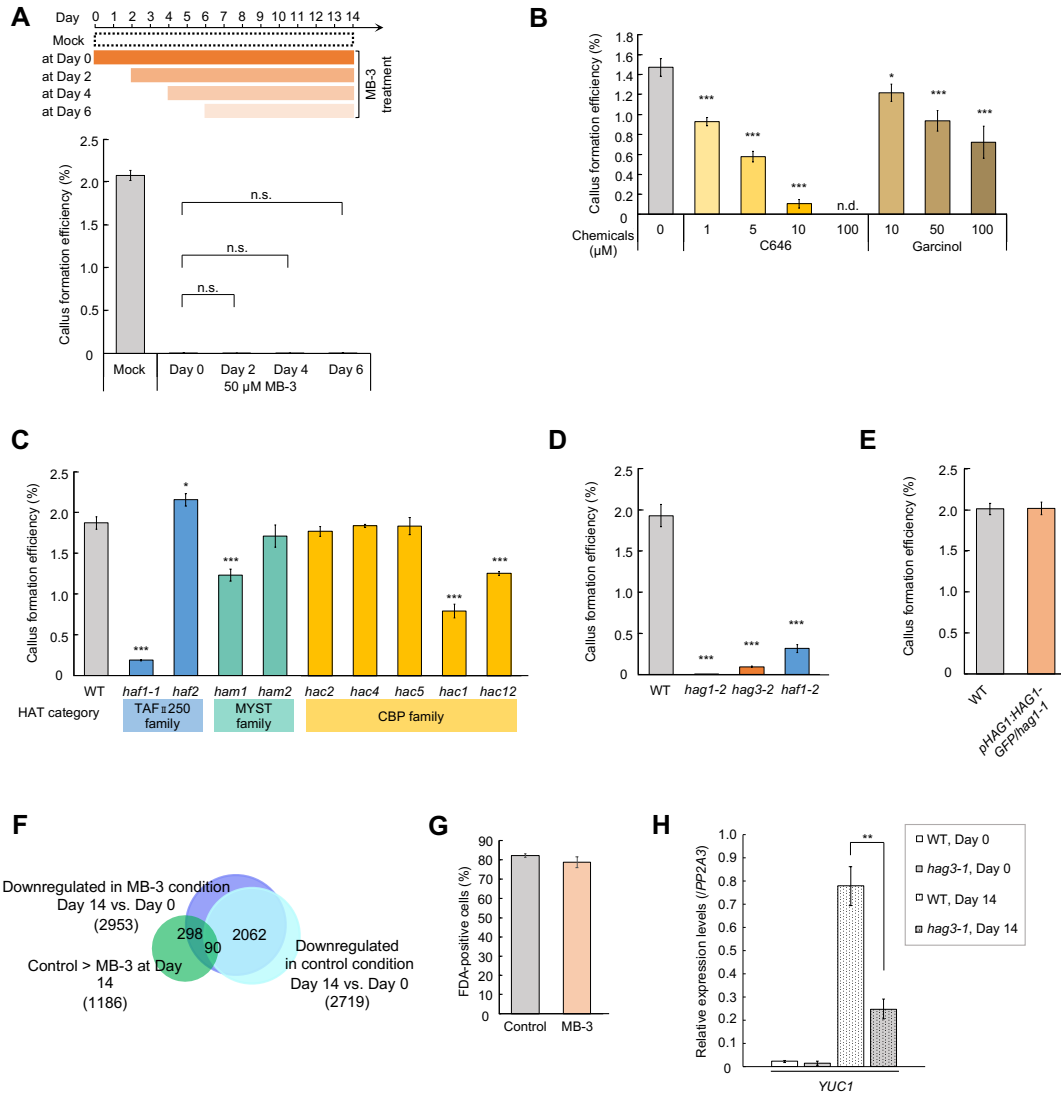

### Supplemental Figure S4.

**Roles of histone acetyltransferases in protoplast cell cycle reinitiation.** (A) Callus formation efficiency of WT protoplasts treated with 50  $\mu$ M MB-3 at different time points. Diagram shows the timing of MB-3 treatment. Data are represented as mean  $\pm$  SEM.  $n = 15$  from 3 biological replicates. n.s. not significant (two-tailed Welch's  $t$ -test compared to MB-3 treatment at Day 0). (B) Callus formation efficiency of WT protoplasts treated with C646 or garcinol. Data are represented as mean  $\pm$  SEM.  $n = 30$  from 6 biological replicates for the WT control and  $n = 15$  from 3 biological replicates for all others.  $*P < 0.05$ ,  $***P < 0.001$  (two-tailed Welch's  $t$ -test compared to WT control). n.d. not determined. (C) Callus formation efficiency of protoplasts isolated from WT and HAT mutants. Data are represented as mean  $\pm$  SEM.  $n = 45$  from 9 biological replicates for the WT and  $n = 10$  or  $15$  from 2 or 3 biological replicates for mutants.  $*P < 0.05$ ,  $***P < 0.001$  (two-tailed Welch's  $t$ -test compared to WT). (D) Callus formation efficiency of WT, *hag1-2*, *hag3-2* and *haf1-2* protoplasts. Data are represented as mean  $\pm$  SEM.  $n = 25$  from 5 biological replicates for the WT and  $n = 15$  from 3 biological replicates for all others.  $***P < 0.001$  (two-tailed Welch's  $t$ -test compared to WT). (E) Callus formation efficiency of WT and *pHAG1:HAG1-GFP/hag1-1* protoplasts. Data are represented as mean  $\pm$  SEM.  $n = 15$  from 3 biological replicates. No statistical difference was detected (two-tailed Student's  $t$ -test compared to WT). (F) A Venn diagram of genes significantly downregulated in control and 50  $\mu$ M MB-3 conditions. The green circle indicates genes

that show significantly higher expression in the control compared to the MB-3 condition at Day 14. Numbers in brackets show total numbers of genes included in each group. **(G)** The percentages of FDA-stained viable cells in WT protoplast populations cultured in control and 50  $\mu$ M MB-3 conditions for 2 days. Data are represented as mean  $\pm$  SEM ( $n = 10$ ). No statistical difference was detected (two-tailed Welch's  $t$ -test). **(H)** The expression levels of *YUC1* in WT and *hag3-1* protoplasts cultured for 14 days. RT-qPCR data are represented as mean  $\pm$  SEM ( $n = 3$ ). The expression levels are normalized by those of the internal control *PP2A3*.  $**P < 0.01$  (two-tailed Student's  $t$ -test compared to WT). **Supporting Figure 2.**

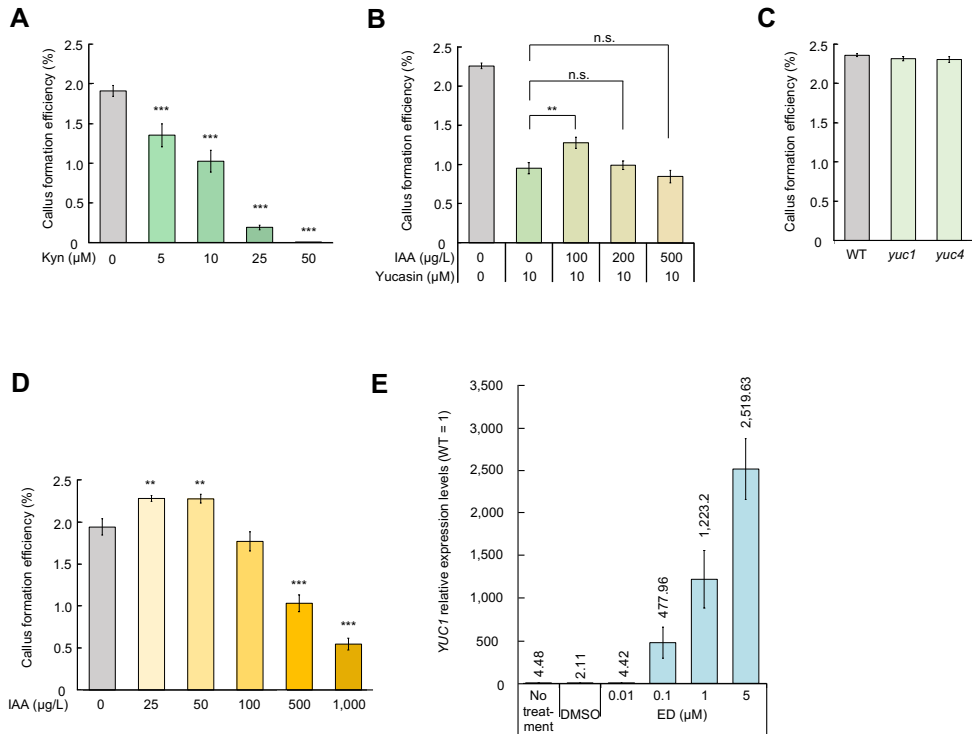

### Supplemental Figure S5.

**Roles of auxin biosynthesis in protoplast cell cycle reinitiation.** (A) Callus formation efficiency of Kyn-treated WT protoplasts. Data are represented as mean  $\pm$  SEM.  $n = 30$  from 6 biological replicates for the WT control and  $n = 15$  to 25 from 3 to 5 biological replicates. \*\*\* $P < 0.001$  (two-tailed Welch's  $t$ -test compared to WT control). (B) Callus formation efficiency of Yucasin- and/or IAA-treated WT protoplasts. 0.4  $\mu$ L of DMSO with or without Yucasin and 4  $\mu$ L of EtOH with or without IAA were added to PCIM at the indicated final concentration at Day 0. Data are represented as mean  $\pm$  SEM.  $n = 15$  from 3 biological replicates. \*\* $P < 0.01$ , n.s. not significant (two-tailed Student's  $t$ -test compared to 10- $\mu$ M Yucasin and 0- $\mu$ M IAA treatment). (C) Callus formation efficiency of WT, *yuc1* and *yuc4* protoplasts. Data are represented as mean  $\pm$  SEM.  $n = 15$  from 3 biological replicates. No statistical difference was detected (two-tailed Student's  $t$ -test compared to WT). (D) Callus formation efficiency of WT protoplasts incubated with PCIM supplemented with 0 to 1,000  $\mu$ g/L IAA. 4  $\mu$ L of EtOH with and without IAA was added to PCIM at the indicated final concentration at Day 0. Data are represented as mean  $\pm$  SEM.  $n = 10$  to 15 from 2 to 3 biological replicates. \*\* $P < 0.01$ , \*\*\* $P < 0.001$  (two-tailed Welch's  $t$ -test compared to WT control). (E)  $\beta$ -estradiol-inducible expression of *YUC1* in *XVE-YUC1* plants. WT and *XVE-YUC1* seeds were sown in 3 mL of liquid half-strength MS medium and incubated at 22°C under light with rotation on a Shake-LR (TAITEC) for 10 days. 3  $\mu$ L of DMSO with or without ED was added to the MS medium at the indicated final concentration and plants were grown for another 24 hours. The expression levels of *YUC1* are normalized by those of the internal control *PP2A3* and shown as relative values compared to WT given the same treatments. The *YUC1* expression in WT remained constant throughout the treatments. Data are represented as mean  $\pm$  SEM ( $n = 6$ ). **Supporting Figure 3.**

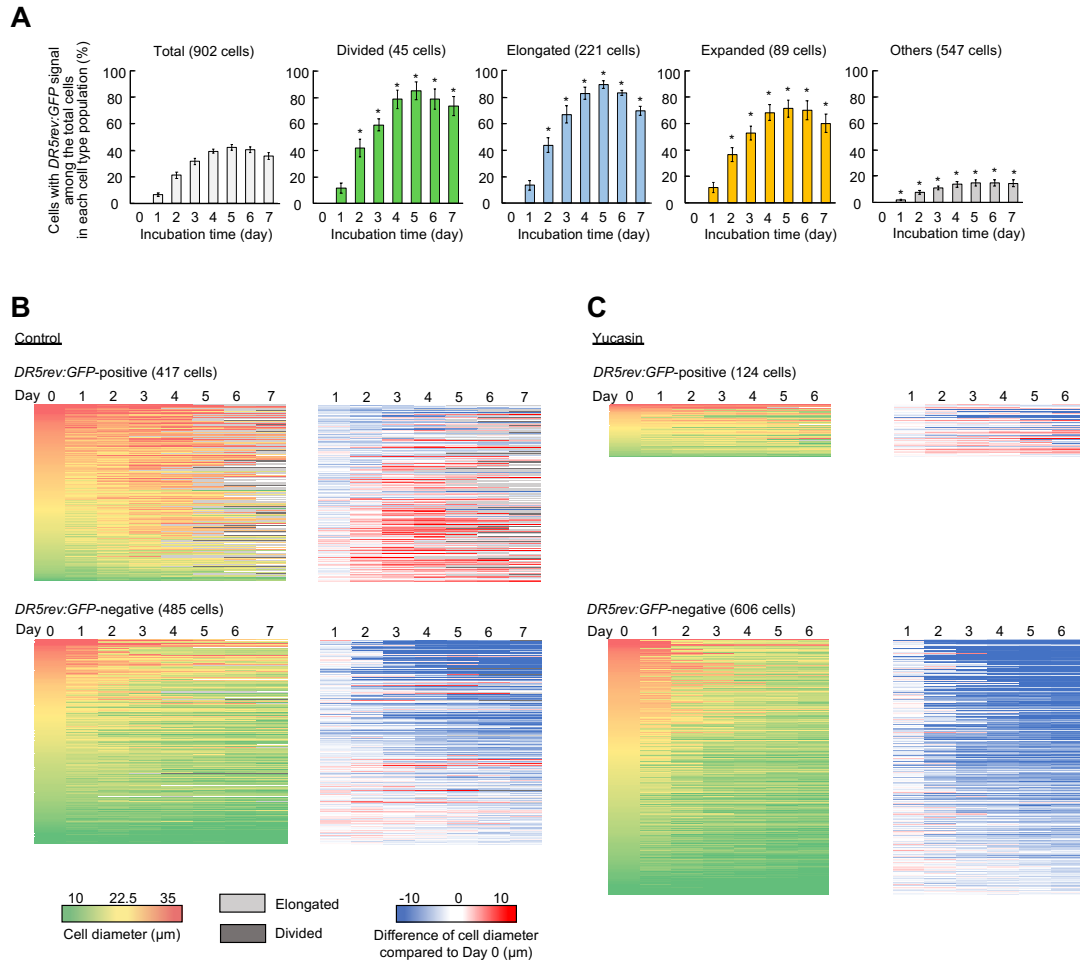

### Supplemental Figure S6.

**Association between auxin response and the morphological changes during reprogramming of protoplasts.** (A) Frequency of the *DR5rev:GFP*-expressing (positive) protoplasts among 902 total cells, 45 divided cells, 221 elongated cells, 89 expanded cells and 547 other cells. *DR5rev:GFP* protoplasts were incubated in the control condition. Data are represented as mean  $\pm$  SEM. \* $P < 0.05$  (two-tailed Welch's *t*-test compared to 'Total' at the same time point). (B) Heat maps representing cell size dynamics of 417 *DR5rev:GFP*-positive and 485 *DR5rev:GFP*-negative protoplasts in the control condition. (C) Heat maps representing cell size dynamics of 124 *DR5rev:GFP*-positive and 606 *DR5rev:GFP*-negative protoplasts in the 50  $\mu$ M yucasin condition. In (B) and (C), each row shows cell diameter (left panel) and change in cell diameter compared to Day 0 (right panel) for individual *DR5rev:GFP* protoplasts. **Supporting Figure 4.**

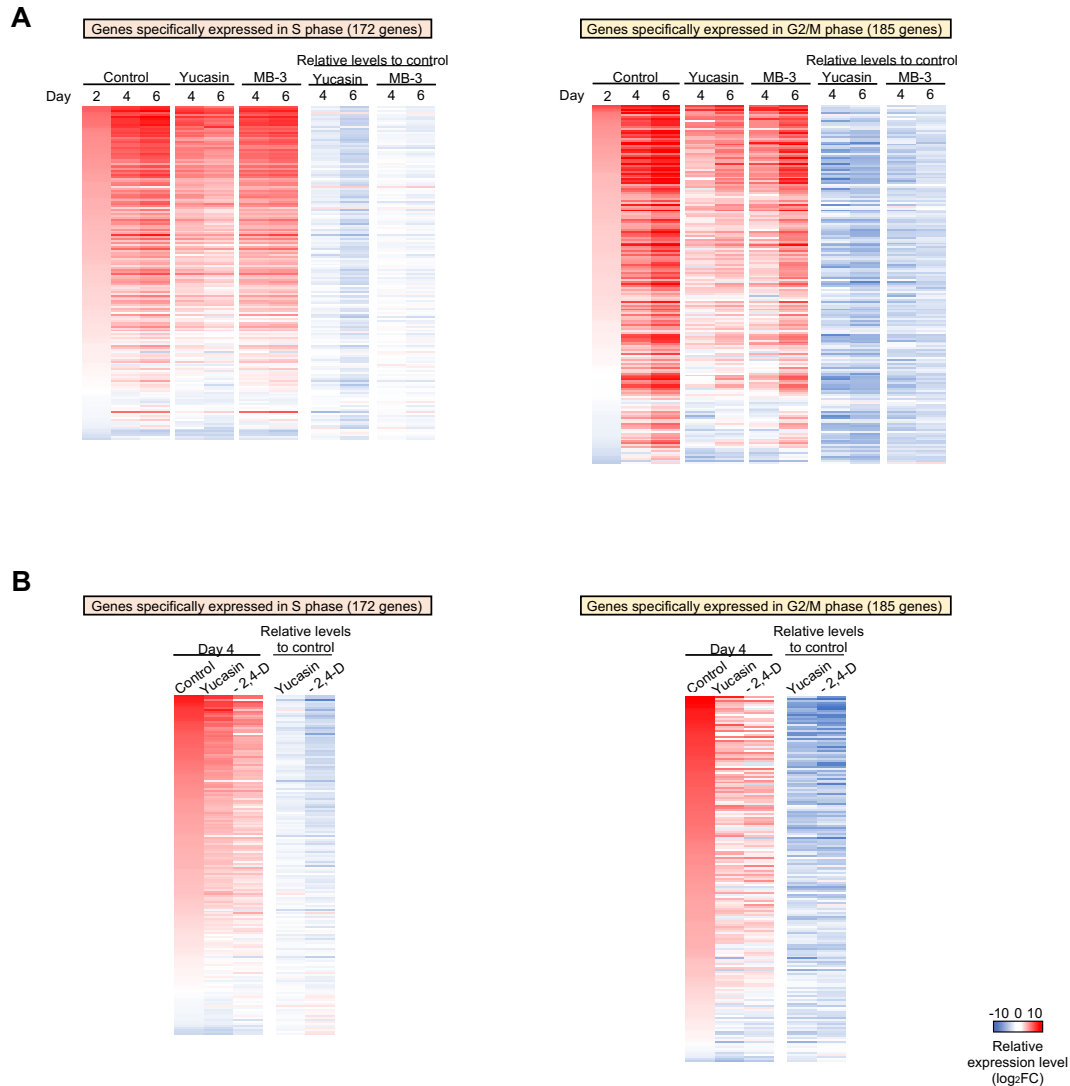

### Supplemental Figure S7.

**Roles of histone acetylation, auxin biosynthesis and exogenous 2,4-D in regulating expression of cell cycle genes during protoplast reprogramming.** (A) Heatmap representing the transcriptional changes for 172 genes specifically expressed at S phase and 185 genes specifically expressed at G2/M phase. The left three columns show expression levels in the control, 50  $\mu$ M yucasin, and 50  $\mu$ M MB-3 condition as values normalized ( $\log_2$ FC) to Day 0. The 'Relative levels to control' columns show the normalized expression levels in the yucasin or MB-3 condition compared to the control condition for respective time points as relative values ( $\log_2$ FC). Gene sets are taken from Kobayashi et al. (2015). Two genes in the original gene set were omitted from the heatmap of S phase genes since they were not expressed in all samples (see Supplemental Data Set S8B). (B) Heatmap representing the transcriptional changes for the same gene sets as in (A). The left three columns show expression levels at Day 4 in the control, 50  $\mu$ M yucasin, and 2,4-D-omitted (named '- 2,4-D') condition as values normalized ( $\log_2$ FC) to Day 0. The 'Relative levels to control' columns show the normalized expression levels in yucasin or - 2,4-D condition compared to the control condition for respective time points as relative values ( $\log_2$ FC). Two genes in the original gene set were omitted from the heatmap of S phase genes since they were not expressed in all samples (see Supplemental Data Set S8D). **Supporting Figure 6.**

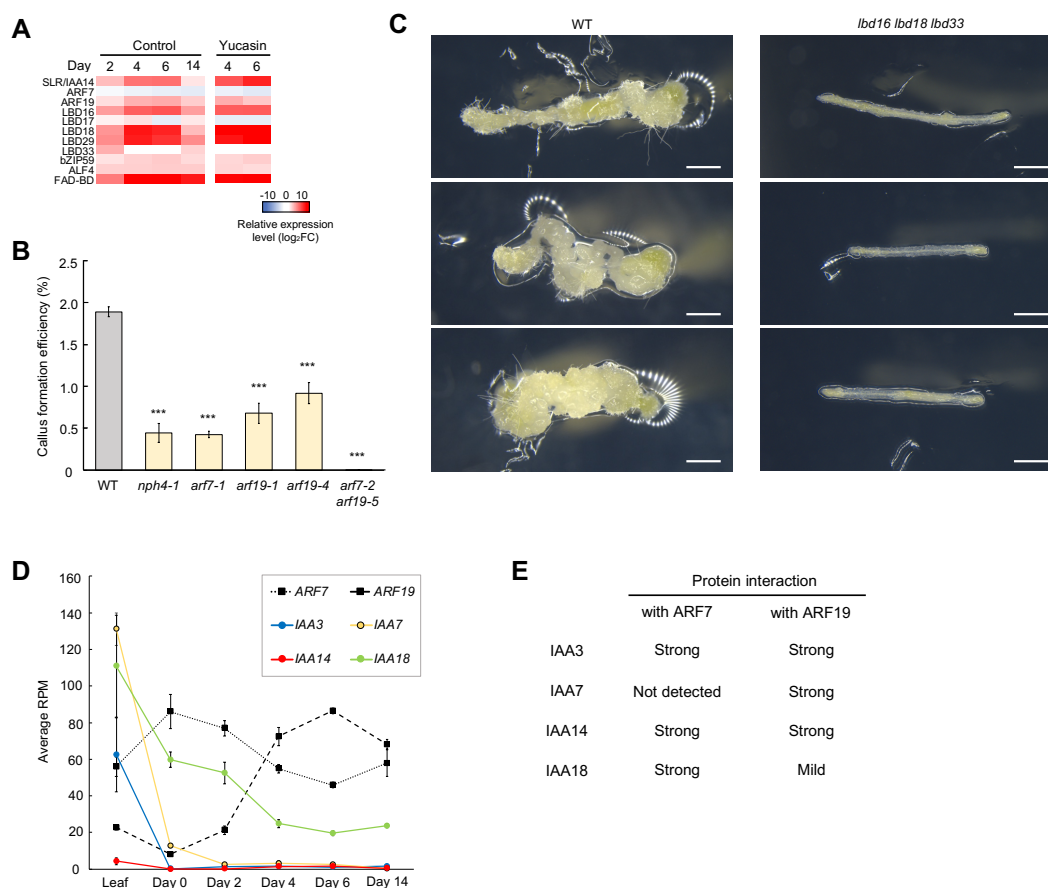

### Supplemental Figure S8.

**Roles of auxin signaling components in protoplast cell cycle reinitiation.** (A) Heat map representing the transcriptional changes for genes implicated in auxin-induced callus formation in tissue culture. Expression levels at Day 2, 4 and 6 in the control condition are shown as values normalized (log<sub>2</sub>FC) to Day 0. Gene sets are taken from Ikeuchi et al. (2019). (B) Callus formation efficiency of protoplasts isolated from WT, *arf7* and *arf19* mutants. Data are represented as mean  $\pm$  SEM.  $n = 30$  from 6 biological replicates for the WT and 15 from 3 biological replicates for the others. \*\*\* $P < 0.001$  (two-tailed Welch's *t*-test compared to WT). (C) Callus formation in hypocotyl explants from WT and *lbd16-1 lbd18-1 lbd33-1* seedlings incubated on CIM for 21 days. Callus formation was assessed using more than 80 explants from 2 biological replicates for each genotype and phenotypic reproducibility was confirmed. (D) Transcriptional changes for *Aux/IAA* genes. RNA-seq data are represented as average RPM  $\pm$  SEM.  $n = 8$  for Day 0 and  $n = 3$  for others. (E) Protein interaction of *Aux/IAA* with ARF7 and/or ARF19 based on Piya et al. (2014). Scale bars are 1 mm (C). **Supporting Figure 7A-D.**

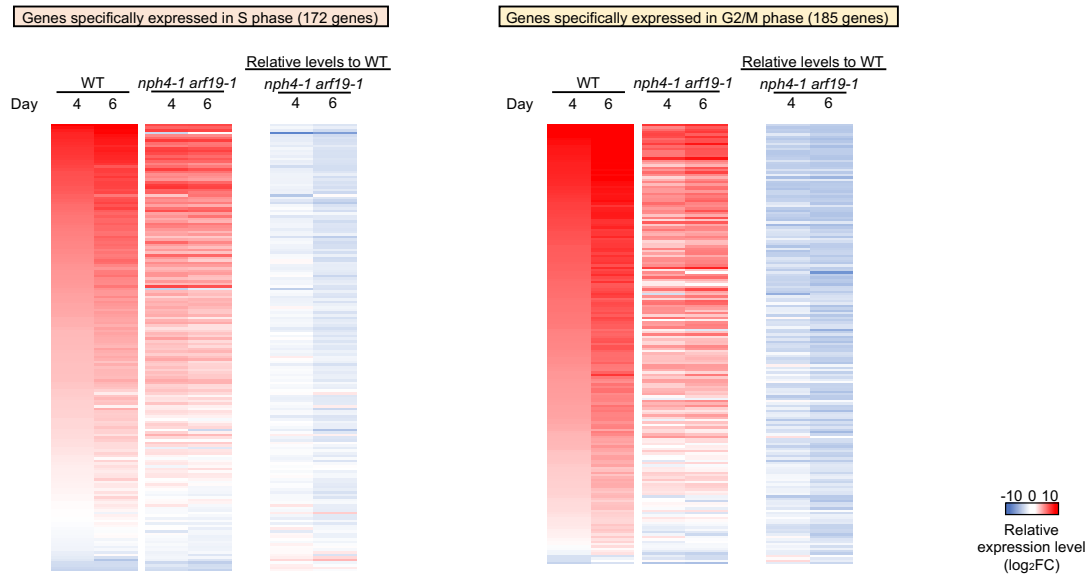

### Supplemental Figure S9.

**Roles of ARF7 and ARF19 in regulating expression of cell cycle genes during protoplast reprogramming.** Heatmap representing the transcriptional changes for 172 genes specifically expressed at S phase and 185 genes specifically expressed at G2/M phase. 

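Of these lists, 168 S phase genes and 174 G2/M phase genes had enough reads to be tested in WT and *nph4-1 arf19-1* protoplasts. The median change from Day 0 in the mutant relative to the WT was -1.98 at Day 4 and -2.83 at Day 6 for the G2/M phase genes, with 159 and 171 of 174 genes lower (FDR 5.47e-08 and 5.46e-10 from camera). For the S phase genes it was -0.35 and -0.99, with 111 and 139 of 168 genes lower (FDR 0.00841 and 1.26e-06 from camera). None of the 4 passed once the correlation between genes was estimated, at 0.224 and 0.222 for the G2/M list and 0.0414 and 0.0345 for the S list. The FDRs were then 0.204 on both days for the G2/M list, and 0.204 and 0.0747 for the S list. Past |log2FC| > 2 and FDR < 0.01 were 21 and 43 G2/M genes and 7 and 22 S genes, all lower in the mutant, and 1 S gene that was higher at Day 6. The same counts resulted when the FDR was adjusted over each list alone.

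The mean log2 CPM of the G2/M list was 2.40 ± 0.255 in the WT and 0.75 ± 0.222 in the mutant at Day 4 and 3.49 ± 0.210 and 1.16 ± 0.0586 at Day 6 (SD, n = 3 each), a difference larger than the spread between libraries. That of the S list was 3.29 ± 0.0418 and 2.88 ± 0.0499 at Day 4 and 3.64 ± 0.0574 and 2.66 ± 0.101 at Day 6 (SD, n = 3 each). Every mutant library was below every WT library for both lists on both days (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The difference of differences against Day 0 was -1.75 and -2.44 for the G2/M list (exact permutation test, p = 0.005 on both days, the smallest that 400 relabellings allow) and -0.50 and -1.07 for the S list (p = 0.01 on both days, exact permutation test). The null of this test is no genotype difference on either day, not an equal change from Day 0.

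The fall of the G2/M list exceeded that of the S list by a log2 difference of -1.65 at Day 4 (FDR 0.0248) and -1.84 at Day 6, which did not pass (FDR 0.143). With the direct difference on the day, the Day 6 value was -1.69 (FDR 2.21e-06). At Day 0, 91 of the 185 G2/M genes (49.2%) and 38 of the 172 S genes (22.1%) had 3 reads or fewer in every library, and 28 of the 174 tested G2/M genes (16.1%) had none at all, so the ratio to Day 0 is a limit for many of them. The direct difference, which does not use Day 0, had a median of -1.99 at Day 4 and -2.76 at Day 6 for the G2/M list, with 82 and 120 genes past the limits, and of -0.43 and -1.07 for the S list, with 4 and 15 genes lower past the limits and 2 higher at Day 6.

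AT4G30410, an S phase gene of this list, was among the 3 largest falls of all genes at Day 4 by the direct difference. It had 43 to 45 reads in the WT libraries and none in the mutant libraries, at least 10.6-fold lower.

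**Figure D2:**
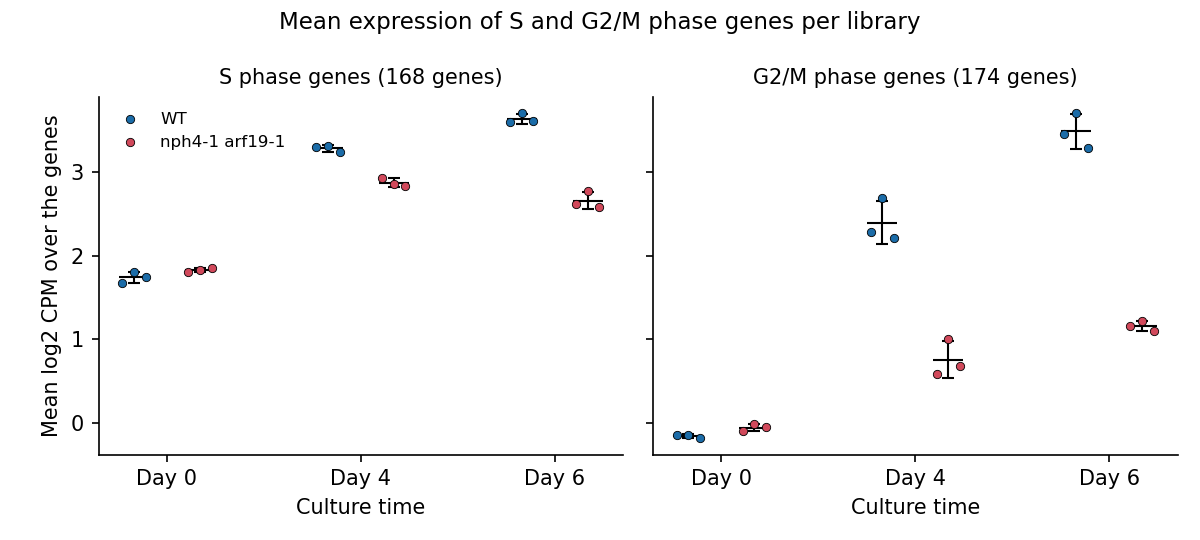
Mean log2 CPM over the 168 S phase genes (left) and the 174 G2/M phase genes (right) in WT (blue) and nph4-1 arf19-1 (red) protoplasts by culture time, with points for single libraries, horizontal lines for means and error bars for the SD (n = 3). At Day 4 the G2/M values lie between 2.22 and 2.69 in the WT and between 0.58 and 1.00 in the mutant. The sample labels name yucasin for the Day 6 mutant libraries.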

The left two columns show expression levels in the WT and *nph4-1 arf19-1* protoplasts as values normalized (log<sub>2</sub>FC) to Day 0 of respective genotype. The 'Relative levels to WT' columns show the normalized expression levels in *nph4-1 arf19-1* compared to the WT for respective time points as relative values (log<sub>2</sub>FC). Gene sets are taken from Kobayashi et al. (2015). Two genes in the original gene set were omitted from the heatmap of S phase genes since they were not expressed in all samples (see Supplemental Data Set S10B). **Supporting Figure 7E.**

**Supplemental Table S1.****Composition of the media and reagents used in this study.**

| Name                     | Compositions                                                                                                                                             | pH           | Solidifier                             | Sterilization               | Storage          | Phytohormones                                              |
|--------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|----------------------------------------|-----------------------------|------------------|------------------------------------------------------------|
| GM                       | Half-strength Murasige-Skoog (MS) salts (Wako) supplemented with MS vitamins, 1 % (w/v) sucrose, 0.05 % (w/v) MES                                        | 5.7 (by KOH) | 0.8 % (w/v) Gelzan CM-Gelrite (Sigma)  | Autoclaving (121°C, 20 min) | 4°C              | --                                                         |
| Digestion Cocktail       | 1 % (w/v) Cellulase Onozuka RS (Yakult), 0.1 % (w/v) Pectolyase (Kyowa or Sigma P3026*), 8 mM CaCl <sub>2</sub> · 2H <sub>2</sub> O, 0.4 M D(-)-mannitol | 5.5 (by HCl) | --                                     | Filtration (0.22 µm pore)   | -20°C            | --                                                         |
| Wash Medium 1            | 1 volume of 0.5 M D(-)-mannitol and 2 volumes of 0.2 M CaCl <sub>2</sub> · 2H <sub>2</sub> O                                                             | --           | --                                     | Autoclaving (121°C, 20 min) | Room temperature | --                                                         |
| Wash Medium 2            | 2 volumes of 0.5 M D(-)-mannitol and 1 volume of 0.2 M CaCl <sub>2</sub> · 2H <sub>2</sub> O                                                             | --           | --                                     | Autoclaving (121°C, 20 min) | Room temperature | --                                                         |
| Sodium Alginate Solution | 1.5 % (w/v) sodium alginate (300-400 cP, Wako), 0.4 M D(-)-mannitol                                                                                      | --           | --                                     | Autoclaving (121°C, 20 min) | 4°C              | --                                                         |
| CaCl <sub>2</sub> plate  | 20 mM CaCl <sub>2</sub> · 2H <sub>2</sub> O, 0.4 M D(-)-mannitol                                                                                         | --           | 1 % (w/v) agar (Wako 010-15815)        | Autoclaving (121°C, 20 min) | 4°C              | --                                                         |
| PCIM                     | Gamborg B5 salts (Wako) supplemented with B5 vitamins, 2 % (w/v) D(+)-glucose, 0.05 % (w/v) MES, 0.4 M D(-)-mannitol                                     | 5.7 (by KOH) | --                                     | Autoclaving (121°C, 20 min) | 4°C              | 1 mg/L 2,4-D, 176µg/L thidiazuron (added in time of use)   |
| CGM                      | Gamborg B5 salts (Wako) supplemented with B5 vitamins, 2 % (w/v) D(+)-glucose, 0.05 % (w/v) MES, 0.4 M D(-)-mannitol                                     | 5.7 (by KOH) | --                                     | Autoclaving (121°C, 20 min) | 4°C              | 0.5 mg/L 2,4-D, 528µg/L thidiazuron (added in time of use) |
| SIM                      | Gamborg B5 salts (Wako) supplemented with B5 vitamins, 2 % (w/v) D(+)-glucose, 0.05 % (w/v) MES                                                          | 5.7 (by KOH) | 0.25 % (w/v) Gelzan CM-Gelrite (Sigma) | Autoclaving (121°C, 20 min) | 4°C              | 0.15mg/L IAA, 0.5 mg/L 2-iP (added after autoclaving)      |
| Citrate Solution         | 20 mM trisodium citrate, 0.3 M D(-)-mannitol                                                                                                             | --           | --                                     | Autoclaving (121°C, 20 min) | Room temperature | --                                                         |
| GM for Tissue Culture    | MS salts (Wako) supplemented with 1 % (w/v) sucrose                                                                                                      | 5.7 (by KOH) | 0.6 % (w/v) Gelzan CM-Gelrite (Sigma)  | Autoclaving (121°C, 20 min) | 4°C              | --                                                         |
| CIM                      | Gamborg B5 salts (Wako) supplemented with B5 vitamins, 2 % (w/v) D(+)-glucose, 0.05 % (w/v) MES                                                          | 5.7 (by KOH) | 0.25 % (w/v) Gelzan CM-Gelrite (Sigma) | Autoclaving (121°C, 20 min) | 4°C              | 0.5 mg/L 2,4-D, 0.1 mg/L Kin (added after autoclaving)     |

\*Both types of pectolyase yielded similar results at phenotypic level. For RNA seq analysis, only Kyowa's pectolyase was used.

**Supplemental Table S2.****Primers used in this study.**

| Primer names     | Aims                         | Primer sequences (5' → 3')                         |
|------------------|------------------------------|----------------------------------------------------|
| attB4-pCAB3-Fw   | <i>CAB3</i> promoter cloning | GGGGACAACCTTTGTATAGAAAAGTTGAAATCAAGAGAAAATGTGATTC  |
| pCAB3_attB1-Rv   | <i>CAB3</i> promoter cloning | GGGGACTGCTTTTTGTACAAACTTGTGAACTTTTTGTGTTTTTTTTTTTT |
| attB4-pHAG1-Fw   | <i>HAG1</i> promoter cloning | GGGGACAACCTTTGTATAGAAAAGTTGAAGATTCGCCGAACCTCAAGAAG |
| pHAG1_attB1-Rv   | <i>HAG1</i> promoter cloning | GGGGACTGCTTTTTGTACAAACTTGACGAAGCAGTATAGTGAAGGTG    |
| TOPO-HAG1-CDS-Fw | <i>HAG1</i> CDS cloning      | CACCATGGACTCTCACTCTTCCCACCT                        |
| HAG1-CDS-Rv      | <i>HAG1</i> CDS cloning      | TTGAGATTTAGCACCAGATTGG                             |
| TOPO-YUC1-CDS-Fw | <i>YUC1</i> CDS cloning      | CACCATGGAGTCTCATCCTCACAA                           |
| YUC1-CDS-Rv      | <i>YUC1</i> CDS cloning      | TTAGGATTTAGAGGTAAAGAC                              |
| PP2A3-Fw         | <i>PP2A3</i> RT-qPCR         | TAACGTGGCCAAAATGATGC                               |
| PP2A3-Rv         | <i>PP2A3</i> RT-qPCR         | GTTCTCCACAACCGCTTGGT                               |
| YUC1-Fw          | <i>YUC1</i> RT-qPCR          | TTCTTAACGGCTGGAGAGGA                               |
| YUC1-Rv          | <i>YUC1</i> RT-qPCR          | TATTCCTGGTGGACCCCTTG                               |
| YUC4-Fw          | <i>YUC4</i> RT-qPCR          | TAACGAGGAACGGGGCAAAG                               |
| YUC4-Rv          | <i>YUC4</i> RT-qPCR          | GGCGTTTTTGGCATTCTTCT                               |
| PLT3-Fw          | <i>PLT3</i> RT-qPCR          | CTACGATCCACGTCACCACC                               |
| PLT3-Rv          | <i>PLT3</i> RT-qPCR          | TCATCGACCTCTGAACCGGA                               |
| PLT5-Fw          | <i>PLT5</i> RT-qPCR          | GTTGTGTGGACAATATGAATGAT                            |
| PLT5-Rv          | <i>PLT5</i> RT-qPCR          | ATGACGAAAAACACCGTGGA                               |

How the deposited data were processed for this re-analysis (not part of the article)

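The starting point was the tag counts per splice variant that the authors deposited, together with the authors' total of mapped reads for each library. The authors mapped the reads to TAIR10, kept uniquely mapped reads and did not normalize the deposited counts. The raw reads were not used here. The 18 libraries comprise 3 each of WT and *nph4-1 arf19-1* protoplasts at Days 0, 4 and 6, and all were kept. Samples were assigned to groups by their titles and by Figure 7E. The labels of the Day 6 *nph4-1 arf19-1* samples name yucasin, and the paper's grouping was followed. Replicate numbers were taken from the sample labels.

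All 18 libraries were analysed in one edgeR model with 6 group means, library sizes equal to the authors' totals, TMM scaling and quasi-likelihood F tests. Features were kept by filterByExpr with its minimum count of 10 and minimum total of 15. This left 25202 of 32294 splice variants, in 18172 of 24532 genes. The common biological coefficient of variation was 0.127. A variant was counted as different at |log2FC| > 2 and FDR < 0.01, the limits named in the paper, and *MYB3R4* was judged at FDR < 0.01. FDRs are Benjamini-Hochberg values over all variants of a contrast. Genes are read through splice variant 1, as in the paper's heat maps, and variants of a gene share reads.

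The genotypes were compared directly on each day, and also as the change from Day 0 in the mutant less the change from Day 0 in the WT. The latter is the main measure for the gene lists. Lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 10 list tests and, separately, 4 tests between lists, at FDR < 0.05. The mean log2 CPM of each list (prior count of 2) was tested by exact permutation of genotype labels within days. For a difference between 2 days, the labels were permuted on each day separately, so the null is no genotype difference on either day. The smallest p possible is 0.1 for 3 libraries against 3 and 0.005 for the 400 relabellings of 2 days. p-values for groups of 3 come from edgeR, from camera, which compares genes, or from these exact permutations.

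The genes named singly are those the paper names for this experiment or its conclusions. Added to these are the 2 lowest and 2 highest genes of each core phase by relative change at Day 6, and the 3 largest direct differences in each direction at Days 4 and 6. The last had to pass the limits and to have the same direction in all 3 same-numbered pairs of libraries. A group with at most 3 reads in every library is treated as a limit, and fold differences against it are lower bounds. Locations are those of TAIR10.1. *IAA3*, *IAA14*, *YUC1* and *YUC4* had too few reads to be tested.

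The measures, cell cycle lists, limits and alternatives of the main results were chosen before the data were examined, except that the use of one splice variant per gene was added after the overlap of counts between variants had been seen. The closing section names its own tests and the list that were chosen after results had been seen. Alternatives covered the scaling, the test, the filter, the limits, the choice of libraries in the model, a replicate block, the handling of splice variants, the inter-gene correlation and each library left out in turn.

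The procedure was tried on simulated counts with 200 changed genes among 24965 features. It recovered 99% of them by the direct difference and 94.5% by the change from Day 0, with 0 false calls in each. A list of 100 genes shifted by a log2 value of -1 was estimated at -0.99. The camera test compares genes and not libraries and rests on edgeR's fit. Camera gave p = 4.13e-93 for the shifted list and p = 0.267 for an unshifted list (n = 100 genes each). In the real data, 49.2% of the larger G2/M list had 3 reads or fewer in every Day 0 library. The inter-gene correlation estimated for that list was 0.22 on both days of culture. The trial gave no separate result for genes with so few reads or so correlated, so its rates and p-values do not extend to them.

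The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.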

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

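The tests of a single Day 0 library, of progress into culture, of shared reads between paralogs, of the YUC-independent pathway and of other groupings of libraries were chosen only after the results were seen, and the salicylic acid list was written after the Day 0 genes, but not its own values, had been seen.

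The genotype difference of the S and G2/M phase genes was larger at Day 6 than at Day 4. The median log2 change between the 2 days was -0.65 for the core S genes (12 of 12 lower), -0.39 for the core G2/M genes (26 of 38), -0.58 for the larger S list (145 of 168) and -0.56 for the larger G2/M list (136 of 174), with camera FDRs of 0.00217, 0.0247, 3.25e-09 and 6.47e-05. The core G1/S genes did not pass (-0.24, 15 of 24 lower, camera FDR 0.276). With estimated inter-gene correlation only the larger S list passed (adjusted p = 0.0138), and the others had 0.0612 (core S), 0.225 (core G2/M), 0.272 (larger G2/M) and 0.245 (core G1/S). Exact permutation of the list scores did not pass for any list, with p from 0.185 to 0.6. Its null is wide, because each day carries a genotype difference of its own. With library totals alone the medians of the S and G2/M lists were -0.90, -0.65, -0.84 and -0.82, and that of the core G1/S genes was -0.49. *MYB3R4* changed by -1.49 (SE 0.35, FDR 0.00477 from edgeR), and with single libraries left out it passed FDR < 0.01 in 6 of 12 fits.

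The sample labels name yucasin for the Day 6 mutant libraries. If yucasin had been added, the change from Day 4 to Day 6 might follow the paper's yucasin effect across genes, and rho between them was 0.111, which leaves the question open. Thinning all libraries to 3438524 reads left the larger G2/M median of this change at -0.56, and leaving out the 50 most abundant features left it at -0.54, so neither thinning nor the loss of abundant genes removed it.

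Over all variants, the genotype difference changed from Day 4 to Day 6 for 708, of which 580 were higher. Among the 4 groupings that separate all 3 same-numbered pairs, the true one gave the largest count, 1 of 4, and the others gave 2 to 5. The design cannot give a smaller share, and the other groupings put both genotypes in each group, so this comparison leaves chance open. At unadjusted p < 0.05 there were 8819 variants against 2124 to 2543. *CYP79B2* changed by 2.09 (FDR 1.36e-05 from edgeR) and *CYP79B3* by 1.63 (FDR 0.00041 from edgeR).

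Outside the cell cycle lists, 331 variants differed between the genotypes at Day 0 (316 higher), 733 at Day 4 (384 higher) and 2363 at Day 6 (1522 higher). After thinning, the counts were 224, 647 and 2102, and without the most abundant features they were 328, 742 and 2350. The direction depends on the scaling: 60.2% of all variants past the limits at Day 6 were higher with TMM and 41.7% with library totals alone. For the direct differences on Days 0, 4 and 6, the true grouping was again 1 of 4, and the others gave 0 variants past the limits. This too is the smallest share possible, against groups of mixed genotype, and leaves chance open. At unadjusted p < 0.05 there were 7387, 11925 and 15846 variants, against 1342 to 2072, 330 to 1549 and 396 to 933.

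Among genes outside these lists, the largest direct differences at Day 4 were in *ABCG8* (-8.24, at least 10.8-fold lower), *CYP78A7* (-8.01, at least 9.13-fold lower), AT5G63240 (6.02, at least 3.32-fold higher), AT5G63250 (5.29, at least 6.43-fold higher) and AT4G38030 (5.06, at least 5.42-fold higher). The last of these overlaps AT4G38020, the only 1 of the named genes with reads shared between overlapping genes as a possible source. At Day 6 they were in *UPB1* (-8.28, at least 9.98-fold lower), *PAR2* (-8.24, at least 9.78-fold lower), *LOG3* (-8.23, at least 40.3-fold lower), AT4G28940 (10.24, at least 337-fold higher), *PDF1.5* (9.03, at least 30.4-fold higher) and *CYP705A5* (8.89, with 0 to 4 reads in the WT and 372 to 1100 in the mutant).

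At Day 0, 322 of the 337 variants past the limits were higher in the mutant. The share was 95.5% and stayed at 93.4% after thinning and 95.5% without the most abundant features. With single Day 0 libraries left out, the count did not fall below 254. Mutant protoplasts further into the changes of culture are not seen across variants, as rho with the WT change to Day 4 was 0.0988, although 141 of the 322 (43.8%) also rose past the limits in the WT, against 24.9% of all variants. Salicylic acid defence genes active in the leaves were considered. A list of 19 such genes was higher by a median of 1.47, with 19 of 19 higher and 7 past the limits (camera p = 5.58e-26, and 6.61e-06 with estimated correlation). The list was prompted by the Day 0 genes, so this restates what was seen and is no independent test, and its 7 genes cover little of the 322 variants. Examples chosen after the values were seen are *EDS16* (5.55), *WRKY55* (4.80), *GLP9* (5.74), *WRKY70* (3.20), *PBS3* (2.91) and *FMO1* (at least 42.8-fold higher). Lower in the mutant were *BRU6* (-7.42), *GH3.3* (-2.96) and *GH3.4* (at least 21.1-fold lower). A difference between the batches of plants was not tested.

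*CYP79B2* was at 77.8 ± 7.14 CPM in the WT and 1041 ± 84.5 in the mutant at Day 6 (SD, n = 3 each; 3.74), and *CYP79B3* at 4.82 ± 1.62 and 82.1 ± 15.7 (SD, n = 3 each; 4.07). Thinning gave 3.72 and 4.05. Reads shared between the 2 paralogs would keep their ratio constant. It varied 18.4-fold between groups, but the highest ratio rests on 5 to 17 reads per gene and library in the Day 0 WT. At Day 6 the *CYP79B3* count was 6.27% of the *CYP79B2* count in the WT and 7.83% in the mutant, a 1.25-fold difference with overlapping libraries. At Day 4 it was 3.94% (3.12 to 4.74) in the WT and 6.72% (5.97 to 7.94) in the mutant, without overlap, so the ratio was not constant and shared reads alone do not give the *CYP79B3* counts, although a partial share is not excluded. With at most 8.73% as many reads on *CYP79B3* in any Day 6 library, shared reads do not account for the rise of *CYP79B2*. The 17 other genes of the YUC-independent list were higher by a median of 1.05, with 14 higher (camera across genes, n = 17 genes, p = 8.17e-06), so a raised pathway as a whole may account for the difference. Of the auxin and *PLT* genes named in the paper, *IAA7* was lower at Day 6 (-2.68, FDR 0.00222 from edgeR, 2.68 ± 1.64 against 0.369 ± 0.254 CPM, SD, n = 3 each), not past the limits in 2 of 6 fits with a library left out, and higher at Day 0 (1.72). *PLT3* was lower at Day 6 (-2.32, 30.0 ± 9.18 against 5.93 ± 0.634 CPM, SD, n = 3 each).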

How the results depend on the processing

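None of the tests below was chosen only after the result was seen, except the use of one splice variant per gene.

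Of the comparisons of the main results with an alternative, 603 gave the same outcome, 28 moved in value, 7 became stronger, 16 became weaker and 0 reversed. Among the other values reported, 1212 stayed the same, 69 became weaker, 12 became stronger and 11 reversed.

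Library totals alone in place of TMM raised the correlation with the yucasin effect at Day 4 to 0.723. They reversed *MYB3R4* at Day 0 (-0.0669 in place of 0.0473) and its change in the mutant from Day 0 to Day 4 (0.76) and to Day 6 (0.33), *CDC25* at Day 6 (-0.25) and *IAA18* at Day 6 (-0.0927). None of the genes in this group passed FDR < 0.01 under either scaling. The scaling shifts all variants together. The median change over all variants in the WT was 1.26 at Day 4 and 1.40 at Day 6 with library totals alone, against 0.23 on both days with TMM, and 1.19 and 1.10 in the mutant. The share of variants past the limits that were higher was 86.4% and 84.1% in the WT, against 63.2% and 61.6%, and 89.1% and 83.6% in the mutant, against 62.7% and 60.5%. For the genotype difference it was 35.7% at Day 4, against 45.8%, and 41.7% at Day 6, against 60.2%. For the relative change at Day 6 it was 30.8%, against 45.3%, and for the change from Day 4 to Day 6 it was 66.2%, against 81.9%.

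DESeq2 let the differences between lists pass FDR < 0.05: core G2/M less core G1/S was -0.87 at Day 4 (FDR 0.0365, range over alternatives 0.0365 to 0.179) and -1.33 at Day 6 (FDR 0.047, range 0.0211 to 0.421), and larger G2/M less larger S was -1.78 at Day 6 (FDR 0.00684, range 2.21e-06 to 0.591). The correlation with the yucasin effect was 0.737 at Day 4 and 0.776 at Day 6. Pearson's correlation at Day 4 was 0.654.

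A mean count of at least 10 weakened the core G2/M genes at Day 4 to -0.64 (FDR 0.0557, range 6.64e-06 to 0.227). These genes have few reads at Day 0.

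The direct difference on the day let *MYB3R4* pass at Day 4 (-1.05, FDR 0.00174, range 0.00174 to 0.0593), the core G1/S genes at Day 6 (-0.64, FDR 0.0271, range 0.0271 to 0.209), core G2/M less core G1/S at Day 6 (-0.95) and larger G2/M less larger S at Day 6 (-1.69). The correlation with the yucasin effect was 0.841 at Day 4 and 0.885 at Day 6.

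An estimated inter-gene correlation in camera, which was not applied to the differences between lists, left the medians unchanged but raised each FDR past 0.05. At Day 4 this held for the core S (-1.49, FDR 0.144, range 0.00152 to 0.144), core G2/M (-1.06, FDR 0.227), larger S (-0.35, FDR 0.204, range 6.64e-06 to 0.204) and larger G2/M genes (-1.98, FDR 0.204, range 5.04e-32 to 0.204). At Day 6 it held for the core S (-2.27, FDR 0.0747, range 2.93e-05 to 0.0747), core G2/M (-1.81, FDR 0.144, range 1.83e-07 to 0.144), larger S (-0.99, FDR 0.0747, range 2.75e-13 to 0.0747) and larger G2/M genes (-2.83, FDR 0.204, range 2.51e-33 to 0.204). Over libraries, the exact permutation of list scores had passed for these lists, against a null of no genotype difference on either day.

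The limits moved the numbers of variants. At |log2FC| > 1 and FDR < 0.05 there were 1398, 3799 and 7087 for the genotype difference at Days 0, 4 and 6, 16800 and 17257 for the WT changes to Days 4 and 6, 15639 and 16157 for the mutant changes, 3148 and 5883 for the relative changes, and 2799 for the change from Day 4 to Day 6. At FDR < 0.05 without a fold limit these were 4044, 10002 and 14901, then 21459 and 21769, 20618 and 20776, 5947 and 9828, and 5445.

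With single libraries left out, the core G2/M median at Day 4 ran from -1.22 to -0.83 and failed FDR < 0.05 in 4 of 12 fits: without Day 0 mutant replicate 1 (-1.22) or 3 (-0.83), Day 4 WT replicate 1 (-1.10) or Day 4 mutant replicate 3 (-1.06). Larger G2/M less larger S at Day 4 ran from -1.91 to -1.49 and failed in 3 fits: without Day 0 mutant replicate 2 (-1.73), Day 4 WT replicate 1 (-1.76) or Day 4 mutant replicate 1 (-1.53). The correlation with the yucasin effect ran from 0.642 to 0.711 at Day 4, lowest without Day 0 mutant replicate 3, and from 0.667 to 0.738 at Day 6, lowest without Day 0 mutant replicate 1. *MYB3R4* at Day 0 ran from -0.24 to 0.27 and reversed without Day 0 WT replicate 3 (-0.17) or Day 0 mutant replicate 2 (-0.24). Without the latter library its mutant change to Day 4 was 0.0700, at the top of a range that starts at -0.38, and the relative change of *CYCD3;1* at Day 6, which rests on at most 4 reads at Day 0, was 2.72, against a lowest value of -1.67. *RNR2A* at Day 6 ran from -0.0656 to 0.00984, positive without Day 6 WT replicate 3 or Day 6 mutant replicate 3.

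The numbers of variants with single libraries left out were 254 to 374, 715 to 1135 and 2452 to 2630 for the genotype difference at Days 0, 4 and 6, 513 to 853 and 1502 to 1845 for the relative changes, and 596 to 754 for the change from Day 4 to Day 6.

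A replicate block left all 28 main results the same. With the block, 334, 835 and 2541 variants differed between the genotypes at Days 0, 4 and 6, the relative change of *MYB3R4* was -1.12 and -2.62 at Days 4 and 6, and the medians were -1.07 and -1.85 for the core G2/M genes and -1.99 and -2.83 for the larger G2/M list. For the pairing by replicate number, same-numbered libraries had a mean r of 0.0136 and others one of -0.0069. Among libraries of the same day the means were 0.075 (highest 0.272) and -0.0381 (highest 0.164). One splice variant per gene, chosen after the data had been seen, also left them the same, with 2049 in place of 2536 at Day 6. The causes of these differences were not tested.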

Differences from the paper's values

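No test in this part was chosen only after the result was seen.

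In the change of the mutant from the WT at Day 0, Supplemental Data Set 10 gives *MYB3R4* -0.0604 and the value here is 0.0473. The paper's median is -0.18 for the core G1/S genes, against -0.0671 here, -0.0875 for the core G2/M genes, against -0.0085 here, and -0.0643 for the larger S list, against 0 here.

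For the WT at Day 4 against Day 0, the paper has *MYB3R4* 1.88, against 0.85 here, *MYB3R1* -1.45, against -2.47, core G1/S 1.16, against 0.13, core S 3.79, against 2.87, core G2/M 3.80, against 2.78, larger S 2.69, against 1.67, and larger G2/M 4.84, against 3.88.

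For the WT at Day 6 against Day 0, the paper has *MYB3R4* 3.17, against 2.02 here, *MYB3R1* -1.31, against -2.45, core G1/S 1.67, against 0.52, core S 5.12, against 3.98, core G2/M 4.56, against 3.51, larger S 3.26, against 2.11, and larger G2/M 6.35, against 5.30.

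For the mutant against the Day 0 WT, the paper has *MYB3R4* at 0.69 on Day 4, against -0.20 here, and at 0.28 on Day 6, against -0.52. It has *MYB3R1* at -1.82 and -2.42, against -2.71 and -3.21.

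Library totals alone, with no TMM factors, bring each of these values to the paper's. For the Day 0 core G1/S genes, so do a mean count of at least 10, a model of only the groups compared and summed splice variants. A model of only the groups compared also does so for the larger S list at Day 0 and the core S genes in the WT at Day 4. With single libraries left out, *MYB3R4* at Day 0 was brought to the paper's value in 2 fits and the core G1/S genes in 4. Over the 385 genes of the data set, the median of the paper's value less the value here was -0.11 for the mutant at Day 0, 1.01 and 1.13 for the WT at Days 4 and 6, and 0.88 and 0.78 for the mutant at Days 4 and 6 against the Day 0 WT. With library totals alone, all 385 were within 0.1 in each of the 5 comparisons. The methods name TMM.

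The paper gives a range of mapped reads per sample whose low end lies above the totals of 4 of these 18 libraries, all of the mutant at Days 4 and 6. The totals ran from 3438524 to 12119944 reads.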

Other observations

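The tests of a delay of 2 days and of other groupings of libraries were chosen only after the results were seen.

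The lower G2/M expression in the mutant remained when library size and abundant genes were taken out. The larger G2/M median was -1.81 at Day 4 and -2.75 at Day 6 with all libraries thinned to one total, and -1.96 and -2.80 without the 50 most abundant features. A mutant 2 days behind the WT would have Day 6 levels near those of the WT at Day 4. The larger G2/M list at Day 6 in the mutant was below the WT at Day 4 by a median of -1.45, with 159 of 174 genes lower.

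The larger G2/M list also rises more in the WT than the larger S list, and so has more to lose. The core lists go the other way, with WT medians at Days 4 and 6 of 2.87 and 3.98 (S) and 2.78 and 3.51 (G2/M). In pairs of genes from the larger lists matched on their WT change, the difference between these lists was -1.07 at Day 4 (120 pairs) and -0.87 at Day 6 (110 pairs). Over all genes of the larger lists it was -1.65 and -1.84. The stronger rise in the WT may therefore explain a part of the difference between the larger lists.

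The yucasin in the sample labels of the Day 6 mutant libraries could raise the resemblance to yucasin-treated protoplasts at Day 6. The Spearman correlation across genes with the paper's yucasin effect at Day 6 less that at Day 4 was 0.0339, within the SD of 0.0491 over pairs of libraries, and leaves the question open.

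In other lists of the paper's data sets (42 tests), respiratory chain genes were higher in the mutant at Day 6 by a median of 0.95 (79 of 83 higher, adjusted p = 1.11e-12, but p = 0.0611 with estimated correlation). The median was 0.55 with library totals alone and 1.01 after thinning. Genes of the TCA cycle were higher by 0.76 (27 of 29), which did not pass with estimated correlation (p = 0.0574), and by 0.36 with library totals alone. At Day 4 respiratory chain genes were higher by 0.19 (58 of 83, p = 0.161 with estimated correlation). The YUC-independent list was higher at Day 4 by 0.45 (16 of 19, p = 0.0128 with estimated correlation) and at Day 6 by 1.07 (16 of 19, p = 0.00115). The list for indole glucosinolate degradation was higher at Day 0 by 0.43 (12 of 14, p = 0.000525 with estimated correlation) and at Day 6 by 1.14 (9 of 14, p = 0.0191). At Day 4 the cell wall list was lower by a median of -0.44 (45 of 56, p = 0.00463 with estimated correlation) and the list of auxin genes by a median of -0.97 (7 of 10, p = 0.022). The paper's auxin genes include *ARF7* and *ARF19*, which are mutated in this line and were at -1.63 and -2.45 at Day 4. The fall of the auxin list is therefore partly set by the genotype itself. Light-harvesting complex genes were higher at Day 0 by 0.54 (43 of 49), which did not pass with estimated correlation (p = 0.34).

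For the changes from Day 0, the true grouping gave the largest count among the 4 that separate all 3 same-numbered pairs (1 of 4), and the design cannot give a smaller share. The other groupings, which put both days in each group, gave 0 variants in the WT and in the mutant, so this comparison leaves chance open. At unadjusted p < 0.05 there were 21619 and 21875 variants in the WT at Days 4 and 6, against 324 to 807 and 209 to 354. In the mutant there were 20828 and 20980, against 340 to 956 and 454 to 901. For the change in the mutant less that in the WT, the other groupings gave 54 to 65 variants at Day 4 and 23 to 33 at Day 6, against 695 and 1825.

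At Day 6, *PLT7* (1.59, FDR 2.15e-05), *LBD18* (-1.48, FDR 0.00706), *PLT5* (-0.79, FDR 0.0363), *LBD16* (0.47, FDR 0.0412) and *IAA18* (0.30, FDR 0.0557, and -0.09 with library totals alone) did not pass the limits by edgeR. At Day 4, *LBD18* passed them (-3.06, FDR 2.93e-05 from edgeR, 4.82 ± 0.863 CPM in the WT and 0.564 ± 0.342 in the mutant, SD, n = 3 each), and *IAA18* was at 0.86 (FDR 2.89e-05 from edgeR), under the fold limit. Bias with gene length or GC content and differences in the mixture of cells were not tested.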
